# Dual benefits of *CmNOR/Cmnor* heterozygous plants: prolonging shelf life and preserving fruit quality in oriental melon

**DOI:** 10.1093/hr/uhaf254

**Published:** 2025-09-22

**Authors:** Jinfang Wang, Ying Li, Shouwei Tian, Haiying Zhang, Yongtao Yu, Jie Zhang, Maoying Li, Yi Ren, Shengjin Liao, Chen Zhang, Guoyi Gong, Qing Wang, Yong Xu

## Abstract

Oriental melon, a climacteric fruit prized for its superior quality, faces limited shelf life. Although knockout *NON-RIPENING* (*CmNOR*) prolongs storage duration at the expense of quality loss, the potential of its direct agricultural application to reconcile this conflict remains uninvestigated. Through crossing homozygotes *Cmnor* and wild-type (WT) plants, we created *CmNOR/Cmnor* heterozygotes. These heterozygotes exhibited a 6-day ripening delay accompanied by reduced sucrose and β-carotene levels, yet ultimately attained WT quality parameters. Exogenous ethylene treatment accelerated fruit softening but failed to restore key quality parameters in both heterozygotes and homozygotes to WT levels. Transcriptomic and quantitative polymerase chain reaction (qPCR) analysis revealed that homozygotes displayed >10-fold expression differences versus WT in quality-associated genes (e.g. involved in carotenoid biosynthesis and sucrose metabolism). These expression disparities diminished to approximately 2-fold in heterozygotes. Furthermore, heterozygotes extended shelf life by 3–5 days during storage at 20°C while maintaining fruit quality. Storage-phase differential genes clustered in water regulation and cell wall modification pathways, with heterozygous-WT expression disparities gradually decreasing over time. The *CmNOR* dosage effect dynamically modulates interconnected quality and preservation networks, proposing an editing-based solution to overcome the storability-quality dichotomy in climacteric fruits.

## Introduction

Melon (*Cucumis melo* L.) is one of the important horticultural crops in the Cucurbitaceae family, and its cultivation area is increasing year by year. There are two main types of melon fruit: thick-rind cantaloupe (*C. melo* var. *cantaloupensis*) and thin-rind oriental melon (*C. melo* var. *makuwa* Makino), both of which are widely cultivated globally [1]. The oriental melon with thin-rind has gained considerable popularity due to the edibility of both its rind and flesh, offering a crispy and juicy texture [2]. This rise in consumer interest has led to the rapid development of its cultivation and its widespread adoption. However, thin-rind melon cultivars face more stringent geographical and climatic limitations than thick-rind cultivars. Additionally, the thin rind makes it prone to cracking, mechanical damage, and rot, which limits its suitability for long-term storage and transport. Consequently, thin-rind melons are primarily sold locally and have a short market shelf life. When harvested prematurely for the market, these melons tend to not be fully ripe, with lower sugar content, which affects their quality and marketability. Therefore, extending the shelf life of thin-rind melon while maintaining high fruit quality during production and postharvest storage is critical for increasing its economic value.

To address this issue, climacteric melon cultivars have been crossed with nonclimacteric cultivar via traditional genetic breeding methods, resulting in these climacteric melons with longer shelf life, but this typically comes at the cost of lower fruit quality and the need for a prolonged breeding cycle to stabilize the relevant desired traits [3–5]. Gene editing provides a promising solution by allowing precise modifications to specific genes, creating mutants with either complete or partial loss of gene function to realize the rapid acquisition of a target trait [6–9]. This approach has already been applied in some plant species with climacteric fruits and other crops that are prone to poor storage and transport. For instance, tomato (*Solanum lycopersicum*), which is a classic climacteric fruit, has been one focus of such applications. The natural spontaneous mutants *nonripening* (*nor*) is unable to accumulate lycopene as in the wild-type (WT) and maintains higher fruit hardness, resulting in exhibiting a significantly extended shelf life [6]. However, the fruits of *nac-nor* mutants edited in *NOR* can ripen and accumulate lycopene, but it does not reach the levels observed in the WT [6, 10]. Subsequently, gene-edited *nor* mutants with significantly extended shelf life have been reported in various horticultural crops. Knockout of *RIPENING INDUCING FACTOR (FvRIF)* in diploid strawberry (*Fragaria vesca*) or *ClNOR* in watermelon (*Citrullus lanatus*) significantly delays fruit ripening but reduces fruit quality [11, 12]. Knocking out *CmNAC-NOR* in climacteric thick-rind *Védrantais* melon plants also produces a similar delayed fruit ripening phenotype [8]. Similarly, knocking out *CmNOR* in climacteric thin-rind BYJH melon plants blocks fruit ripening and results in fruits with white flesh, lower sugar accumulation, and greater firmness, together with a prolonged shelf life [9]. Although these homozygous *Cmnor* mutants all exhibit an extended shelf life, their degrees of *NOR* mutant delay fruit ripening and extend shelf life to different levels, together with loss of fruit quality. This limitation restricts the direct application of knocking out *NOR* in melon production. Whether the dosage effect of the *NOR* gene in hybrid progeny can be utilized to create new varieties of thin-rind melons that balance shelf life and excellent quality of thin-rind melons has not yet been reported.

To address this industry challenge, we used the homozygous *Cmnor* mutants and crossed them with different high-quality parental lines with a functional *CmNOR*. The resulting heterozygous *CmNOR/Cmnor* hybrid plants demonstrated both an extended shelf life of over 6 days relative to the WT parents while maintaining fruit quality. Utilizing the homozygous *Cmnor* mutant as a parent therefore has the potential to extend the shelf life of thin-rind cantaloupes. Future research should focus on elucidating the specific increase in the number of days provided by the heterozygous *CmNOR/Cmnor* plants compared with mutants compared to the WT under both regular growth conditions and storage conditions.

## Results

### Heterozygous *CmNOR/Cmnor* fruits delayed fruit ripening and reached WT-like quality

In our previous research, we employed the clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR-associated nuclease 9 (Cas9) system to create *Cmnor* mutants [9]. The shelf life of fruits from homozygous *Cmnor* mutant plants was significantly longer than that of fruits from WT plants; however, fruit quality was notably lower, with fruits presenting paler and firmer flesh and lower sweetness. To address this quality loss, we crossed the *Cmnor* mutant line (harboring a 75-bp deletion in the NAC domain) with its parental line (BY9H) to produce heterozygous *CmNOR/Cmnor* F1 hybrids (Fig. S1A and B). We conducted a comparative analysis among WT, *Cmnor,* and *CmNOR/Cmnor* fruits during fruit ripening every 3 days from 30 to 45 days after pollination (DAP).

At 30 DAP, the flesh of *CmNOR/Cmnor* and WT fruits was light green. The flesh of WT fruits turned completely orange by 33 DAP, while the flesh of *CmNOR/Cmnor* fruits was unevenly colored with light green and orange sectors, thus 6 days later than that of WT fruits. By 39 DAP, the *CmNOR/Cmnor* flesh turned completely orange; this flesh phenotype was similar to the WT flesh at 33 DAP. At 39 DAP, there was no clear difference in the flesh appearance of WT and *CmNOR/Cmnor* fruits. The flesh of *Cmnor* fruits remained pale during the entire time course (Fig. 1A). The °Brix of flesh from WT and *CmNOR/Cmnor* fruits increased from 30 to 36 DAP and stayed high at 8–9°Brix from 39 to 45 DAP, while *Cmnor* flesh was kept at 5–6°Brix from 30 to 45 DAP. The °Brix of flesh from *Cmnor* fruits was about 50% lower than that of WT fruits from 30 to 36 DAP, while that of *CmNOR/Cmnor* fruits was at most 15% lower over the same time period, with no significant differences detected between WT and *CmNOR/Cmnor* fruits from 39 DAP onward (Fig. 1B). During fruit ripening, the firmness of *CmNOR/Cmnor* and WT fruits gradually declined, while that of *Cmnor* fruits remained high, indicative of fruits with hard flesh. At 42 to 45 DAP, the firmness of flesh for *CmNOR/Cmnor* fruits was significantly higher than that of WT fruits (Fig. 1C). Compared with WT fruits, the development of *CmNOR/Cmnor* fruits was delayed by about 6 days, reaching WT levels after 39 DAP.

**Figure 1:**
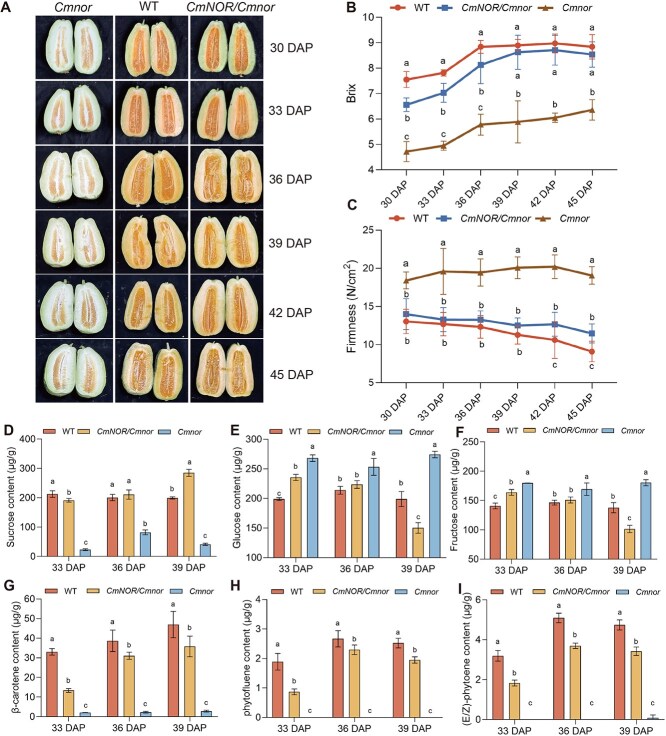
Phenotypic characterization of fruits from WT, *CmNOR/Cmnor*, and *Cmnor* plants during ripening. (A) Representative photographs of fruits from WT, *CmNOR/Cmnor*, and *Cmnor* fruits from 30 to 45 DAP. (B) Brix of WT, *CmNOR/Cmnor*, and *Cmnor* flesh from 30 to 45 DAP fruits. Three independent replicates were performed. (C) Firmness of WT, *CmNOR/Cmnor*, and *Cmnor* flesh from 30 to 45 DAP. Three independent replicates were performed. (D–F) Sucrose (D), glucose (E), and fructose (F) contents in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits from 33 to 39 DAP. (G–I) β-Carotene (G), phytofluene (H), and (E/Z)-phytoene (I) contents in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits from 33 to 39 DAP. In (B–I), values are means ± SD from three replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA followed by Tukey’s multiple range test (*P* < 0.05).

**Figure 2:**
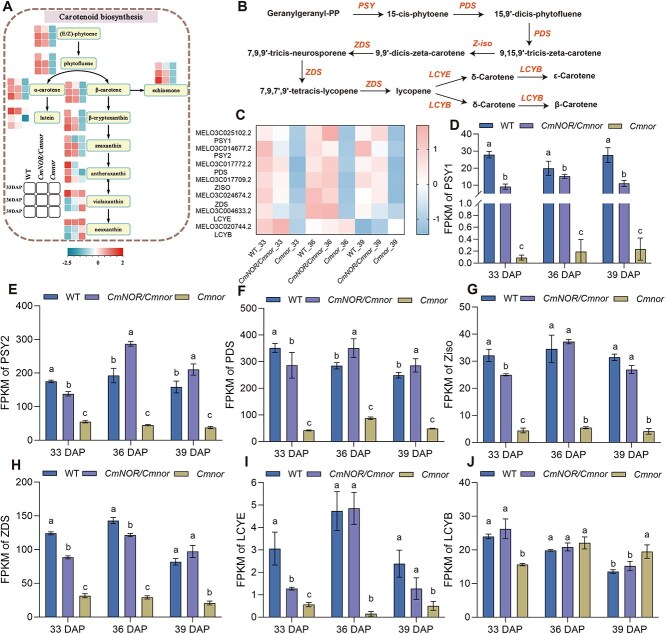
Analysis of the DEGs in the carotenoid biosynthesis pathway in WT, *CmNOR/Cmnor*, and *Cmnor* flesh from 33 to 39 DAP. (A) Diagram of the carotenoid biosynthesis pathway and relative abundance of differentially abundant metabolites in the fruits of WT, *CmNOR/Cmnor*, and *Cmnor* plants at 33, 36, and 39 DAP. In the heatmap, a value greater than zero indicates higher abundance; a value lower than zero indicates lower abundance. (B) Diagram of the carotenoid biosynthesis pathway showing the key genes and their associated metabolites. (C) Heatmap representation of expression levels for carotenoid biosynthesis genes in WT, *CmNOR/Cmnor*, and *Cmnor* flesh at 33, 36, and 39 DAP. In the heatmap, a value greater than zero indicates higher expression; a value lower than zero indicates lower expression. (D–J) Expression of key carotenoid biosynthesis genes in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP. *PSY*, phytoene synthase (D, E); *PDS*, phytoene desaturase (F); *ZiSO*, 15-*cis*-zeta-carotene isomerase gene (G); *ZDS*, zeta-carotene desaturase (H); *LCYE*, lycopene ε-cyclase (I); *LCYB*, lycopene β-cyclase (J). Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to Tukey’s multiple range test (*P* < 0.05).

Additionally, we quantified sugar and carotenoid levels in the three genotypes using LC–MS in the flesh of fruits from 33 to 39 DAP. For sugar content, a critical economic trait in melon fruits, we measured the levels of the primary sugar, sucrose, glucose, and fructose, with sucrose being the dominant contributor to sweetness. In *CmNOR/Cmnor* flesh, sucrose levels were 15% lower than those in WT flesh at 33 DAP, but this difference disappeared by 36 DAP (Fig. 1D). Strikingly, the flesh of *Cmnor* fruits exhibited persistently low sucrose levels, only accumulating about 10% of the levels seen in the flesh of *CmNOR/Cmnor* and WT fruits at 33 and 39 DAP. These results suggest that *CmNOR/Cmnor* undergoes delayed fruit ripening while maintaining flesh quality. Glucose and fructose levels exhibited similar trends as for sucrose. The levels of both sugars were elevated in the flesh of *CmNOR/Cmnor* and *Cmnor* fruits relative to WT fruits at 33 DAP, although they reached similar levels in the flesh of WT and *CmNOR/Cmnor* fruits at 36 DAP, with the flesh of *Cmno*r fruits still accumulating more of these sugars. At 39 DAP, glucose and fructose levels in the flesh of *CmNOR/Cmnor* fruits were about 50% those of WT fruits, while those in *Cmnor* flesh were higher than in WT fruits (Fig. 1E and F).

Consistent with the visual phenotypes of fruit flesh coloration, β-carotene levels, a key determinant of flesh color, were about 60% lower in *CmNOR/Cmnor* fruits compared with WT fruits at 33 DAP. Strikingly, *Cmnor* flesh contained barely detectable β-carotene levels (<20-fold lower relative to WT fruits) throughout the 33–39 DAP period (Fig. 1G). Three additional carotene metabolites, namely α-carotene, (E/Z)-phytoene, and phytofluene, followed a temporal pattern similar to that of β-carotene (Fig. 1H and I). Above all, the difference between *CmNOR/Cmnor* and WT fruits was narrowing from 36 DAP, and the final fruits reached WT level from 39 DAP.

Based on these results, we crossed the *Cmnor* mutant (in the BY9H background) with BY6H, a high-sucrose melon cultivar renowned for its sweet flavor, to generate F1 hybrids (*Cmnor* × BY6H and control WT × BY6H) (Fig. S1C and D). Phenotypic analysis revealed no discernible morphological differences between the fruits of these hybrid plants throughout ripening (Fig. S2A). However, physiological profiling uncovered notable divergences. °Brix levels in fruits of *Cmnor* × BY6H exhibited 30% lower than those in fruits from the corresponding WT × BY6H F1 hybrids at 30 and 33 DAP, but reached a comparable level at 36 DAP (Fig. S2B). Moreover, fruits from the *Cmnor* × BY6H F1 hybrids were significantly firmer (30% higher) than fruits from WT × BY6H F1 hybrids at 45 DAP (Fig. S2C). These results demonstrate that one copy of the *Cmnor* mutation delays ripening progression by approximately 6 days in a WT × BY6H F1 hybrid background, with normal sugar accumulation from 36 DAP onward, while textural maturation remains slower.

### The flesh of *CmNOR/Cmnor* fruits undergoes minor transcriptome changes compared with that of *Cmnor* fruits

From the metabolome analysis, we determined that 9 of 11 metabolites in the carotenoid pathway accumulate to significantly lower levels in *CmNOR/Cmnor* flesh compared with WT flesh at 33 DAP, before gradually increasing from 36 to 39 DAP, reaching levels closer to those seen in WT flesh (Fig. 2A). 

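Flesh of WT, *CmNOR/Cmnor* and *Cmnor* fruits was collected at 33, 36 and 39 days after pollination (DAP) and sequenced as 3 replicate libraries for each genotype and stage. The paper states that TruSeq libraries were sequenced on an Illumina instrument. By its account clean reads were aligned to the Melon (DHL92) v3.6.1 genome with HISAT2, and expression was given as fragments per kilobase of transcript, scaled to mapped reads (FPKM). The values used here are these FPKM, with 1 value per gene and library. Read counts are not given in the sources used here. The table names 25121 genes, of which 23232 carry a melon gene identifier and 1889 are transcribed loci outside the annotation. FPKM summed to 592372 to 672851 per library over the ripening and storage libraries together. Depth was estimated from the steps between the low FPKM values of a gene, which follow from whole fragments. Such steps were found in 4689 of the 6189 genes with low values examined (within 0.1 fragment of a whole number). The estimate at 33 DAP was 26.7 to 32.4 M in WT (median 27.4), 26.8 to 30.6 M in *CmNOR/Cmnor* (median 27.3) and 28.9 to 33.7 M in *Cmnor* (median 31.6) fragments. At 36 DAP it was 17.8 to 25.0 M in WT (median 24.0), 32.5 to 33.9 M in *CmNOR/Cmnor* (median 32.8) and 29.1 to 35.4 M in *Cmnor* (median 30.5). At 39 DAP it was 28.2 to 32.8 M in WT (median 31.9), 25.5 to 28.7 M in *CmNOR/Cmnor* (median 28.6) and 30.5 to 33.4 M in *Cmnor* (median 32.4). At these depths 1 fragment in a transcript of 1 kb is worth 0.0271 to 0.0563 FPKM. Levels of a few hundredths of an FPKM therefore rest on a few fragments. Replicates correlated with r of 0.968 to 0.995 across the 15407 genes with a mean of at least 1 FPKM (across genes, which are not independent replicates). Values were taken as log2(FPKM + 1) and tested with limma in 1 model over the 36 libraries of the study in 12 groups. The groups share 1 estimate of the spread, and the test covered the 24901 genes above 0 in any library. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Members of gene lists were counted as higher or lower at the adjusted p alone. Log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Folds are ratios of mean FPKM with the SD that follows from both groups.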

To elucidate the *CmNOR*-mediated regulatory network governing fruit quality, we conducted transcriptome profiling across critical ripening stages for the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits. 

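The benzyl alcohol O-benzoyltransferase gene MELO3C024771.2 was among the genes that fell most in *Cmnor* flesh, and an L-ascorbate oxidase gene and an extensin gene were among those that rose most. Flesh of *CmNOR/Cmnor* differed from WT in far fewer genes. MELO3C024771.2, whose enzyme forms benzoate esters, stood at 12564 ± 468 FPKM in WT and 27.7 ± 2.83 FPKM in *Cmnor* at 33 DAP (SD, n = 3; log2 fold change -8.78, standard error 0.25, adjusted p = 1.5e-21). The cytochrome P450 71A1-like gene MELO3C025798.2 and the hevamine-A-like chitinase gene MELO3C006965.2 fell at the same stage from 1634 ± 100.4 and 2630.0 ± 391 FPKM in WT to 2.93 ± 0.293 and 5.39 ± 0.615 FPKM in *Cmnor* (adjusted p = 3.6e-22 and 1.9e-20). Among the genes higher in *Cmnor*, the L-ascorbate oxidase gene MELO3C015643.2 reached 1494 ± 154 FPKM at 36 DAP against 0.461 ± 0.356 FPKM in WT (log2 fold change 10.03, standard error 0.16, adjusted p = 1.3e-26). The NRT1/PTR family 3.1-like transporter gene MELO3C009736.2 stood at 720.0 ± 4.56 against 0.709 ± 0.201 FPKM, and the extensin-1-like gene MELO3C008366.2 at 998 ± 129.9 against 3.35 ± 0.191 FPKM at 33 DAP. In *CmNOR/Cmnor*, the largest falls at 33 DAP were those of the cysteine proteinase inhibitor gene MELO3C025554.2, at 1.86 ± 0.914 FPKM against 71.8 ± 15.4 FPKM in WT (log2 fold change -4.69, standard error 0.22, adjusted p = 8.7e-15), and of the miraculin-like gene MELO3C002175.2. The latter stood at 33.0 ± 3.11 against 357 ± 68.0 FPKM. A GPI-anchored lipid transfer protein gene, MELO3C028796.2, stood at 10.6 ± 2.21 FPKM in *CmNOR/Cmnor* and 0.157, 0 and 0 FPKM in WT at 33 DAP. For the phloem filament protein gene MELO3C018579.2 the levels were 133 ± 16.4 against 3.16 ± 0.566 FPKM at 36 DAP (adjusted p = 4.3e-21 for the lipid transfer gene and 2.1e-18 for MELO3C018579.2). The class I heat shock protein gene MELO3C003195.2 was lower in *CmNOR/Cmnor* at 36 DAP, at 15.6 ± 4.24 against 425 ± 261 FPKM (adjusted p = 4.4e-10). The WT libraries of that stage stood apart in this family: the 71 heat shock genes summed to 9408 ± 3290 FPKM there, with libraries from 5865 to 12360 FPKM, and to 4109, 4576 and 3682 FPKM in WT at 33 and 39 DAP and after 6 d of storage. In *CmNOR/Cmnor* the means of the 4 groups were 3155 to 3994 FPKM. At 39 DAP the ATP sulfurylase gene MELO3C006493.2, of sulfate assimilation, rose to 45.3 ± 10.2 from 3.33 ± 0.376 FPKM while the inositol oxygenase gene MELO3C015430.2 fell to 4.12 ± 0.958 from 60.8 ± 7.48 FPKM (adjusted p = 4.4e-14 and 2.5e-12). Over all genes, *Cmnor* differed from WT in 7250 DEGs at 33 DAP (5665 higher and 1585 lower), 7393 at 36 DAP (5701 higher and 1692 lower) and 7080 at 39 DAP (4925 higher and 2155 lower). The counts for *CmNOR/Cmnor* were 712 (468 higher and 244 lower), 567 (263 higher and 304 lower) and 850 (258 higher and 592 lower). The median log2 fold change of all expressed genes between *Cmnor* and WT lay at 0.52, 0.49 and 0.31 at the 3 stages. With each library scaled to the same median, the *Cmnor* DEGs split into 3428 higher and 2850 lower, 3481 higher and 3000 lower and 3706 higher and 3189 lower. Those of *CmNOR/Cmnor* split into 543 higher and 246 lower, 320 higher and 301 lower and 337 higher and 514 lower. The balance of *CmNOR/Cmnor* at 36 DAP thus turned with the scaling.

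**Figure D1:**
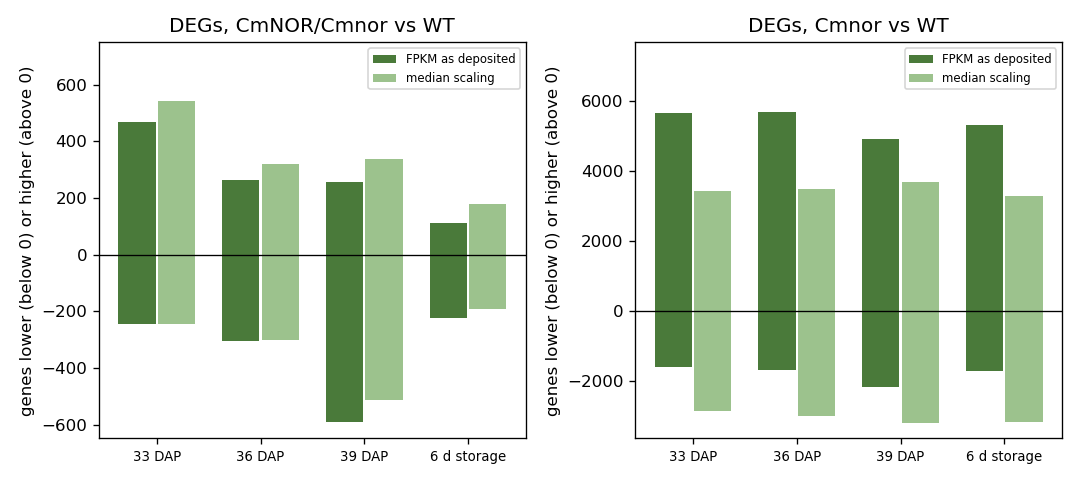
Number of DEGs (genes higher and lower than in WT) in *Cmnor* and *CmNOR/Cmnor* flesh at 33, 36 and 39 DAP and after 6 d of storage, from FPKM as deposited and after scaling each library to the same median. At 33 DAP the bars of *Cmnor* reach 5665 higher and 1585 lower genes as deposited and 3428 and 2850 after scaling.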

Applying stringent criteria (|log2 fold-change| > 1, *P* < 0.05), pairwise comparisons revealed 1393–1451 differentially expressed genes (DEGs) between *CmNOR/Cmnor* and WT fruits at 33–39 DAP, contrasting with the substantially higher number of DEGs (7533–8291 DEGs) in *Cmnor* relative to WT fruits during equivalent developmental windows (Fig. S3A–C). 

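Most genes that differed from WT in *CmNOR/Cmnor* flesh differed from WT in *Cmnor* flesh as well, and mostly in the same direction. At 33 DAP 504 genes were DEGs in both comparisons, 291 higher in both, 142 lower in both and 71 in opposite directions. At 36 DAP there were 404 shared DEGs (166 higher, 142 lower and 96 opposite). At 39 DAP there were 580 (145, 294 and 141). They made up 70.8%, 71.2% and 68.2% of the *CmNOR/Cmnor* DEGs. The phloem filament protein gene MELO3C012701.2 is among them, at 4.10 ± 1.26, 48.5 ± 10.7 and 1997 ± 504 FPKM in WT, *CmNOR/Cmnor* and *Cmnor* at 36 DAP (SD, n = 3; adjusted p = 1.7e-04 and 2.8e-13 against WT). Independent lists of these sizes would share 122, 80.9 and 102 genes in the same direction. This is over the 24901 genes tested, which include genes too low to reach the fold threshold, so that the expected numbers are too low. The counts found were 433, 308 and 439. Both comparisons use the same 3 WT libraries of a stage. In 20 simulations with no difference between genotypes at most 1 gene was called in both. Almost no gene can be a DEG there, so that this count does not show how far the shared WT libraries raise the overlap of real lists. The covariance of the log2 fold changes of both comparisons was 0.159, 0.105 and 0.110, against 0.0107 to 0.0108 in the simulations. Their correlation was 0.329, 0.233 and 0.218 and lay below that of the simulations (0.506, 0.514 and 0.511), where the shared WT libraries set it. With 3 WT libraries per stage the controls could not be split, so that part of the excess over the expected overlap may come from the shared libraries.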

Based on Venn diagrams looking at the overlap among gene lists, we identified a core regulatory hub comprising 816–1050 overlapping DEGs across all comparisons (Fig. S3D–F). A Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis detected an enrichment of DEGs in three quality-determining pathways: starch–sucrose interconversion, carotenoid biogenesis, and phytohormone signaling cascades (Fig. S3G–I).

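Pathways enriched among the DEGs were those of ribosome and light-harvesting genes in *Cmnor*, with hormone signaling genes at the fold threshold only, and secondary metabolism genes (33 and 39 DAP) and photosynthesis genes (36 DAP) in *CmNOR/Cmnor*. Whether the genotypes differ in these pathways was not tested. Of 400 ribosome genes, 198, 203 and 210 were DEGs between *Cmnor* and WT at 33, 36 and 39 DAP (Fisher's exact test, adjusted p = 7.4e-13, 1.2e-12 and 4.1e-17). Of 20 antenna protein genes, which encode the proteins that carry chlorophyll, 18, 20 and 18 were DEGs in *Cmnor* (Fisher's exact test, adjusted p = 5.3e-06, 1.2e-08 and 5.8e-06). Of the 135 members of the photosynthesis list 77, 76 and 77 were lower and 10, 11 and 15 higher. Plant hormone signal transduction counted 309, 310 and 292 DEGs of 790 genes in *Cmnor* (Fisher's exact test, adjusted p = 2.5e-05, 8.4e-04 and 0.011). When DEGs were taken with no fold threshold, this pathway passed at none of the stages (exact test, adjusted p = 0.62, 0.17 and 0.51), nor did carotenoid biosynthesis at 39 DAP (adjusted p = 0.54). Carotenoid biosynthesis counted 34 of 79, 36 of 79 and 41 of 79 genes in *Cmnor* (Fisher's exact test, adjusted p = 0.28, 0.14 and 0.0056). Among the DEGs lower in *Cmnor* alone it was enriched at every stage (Fisher's exact test, adjusted p = 0.028, 3.2e-04 and 8.6e-04). Starch and sucrose metabolism counted 102 of 299, 107 of 299 and 104 of 299 genes in *Cmnor* and did not pass the test at any of these stages (Fisher's exact test, lowest adjusted p = 0.61). In *CmNOR/Cmnor*, 15 of 182 phenylpropanoid genes and 89 of 2078 genes of secondary metabolite biosynthesis were DEGs at 33 DAP (Fisher's exact test, adjusted p = 0.015 and 0.0035; with no fold threshold 0.51 and 1.6e-06). So were 12 of 115 photosynthesis genes and 20 of 308 genes of protein processing in the endoplasmic reticulum at 36 DAP (Fisher's exact test, adjusted p = 0.0021 and 0.0023). The photosynthesis list was scattered in WT at that stage, with sums of 25970, 36220 and 24060 FPKM in its replicates against 38580 to 40890 FPKM in *CmNOR/Cmnor*. The heat shock genes at that stage were raised and scattered in WT, with a sum of 9408 ± 3290 FPKM against 3682 to 4576 FPKM in the other WT groups and 3462 ± 203 FPKM in *CmNOR/Cmnor*. At 39 DAP 11 of 106 Calvin cycle genes and 92 of 2078 genes of secondary metabolite biosynthesis were DEGs (Fisher's exact test, adjusted p = 0.025 and 0.018; with no fold threshold 0.0066 and 0.41). In *Cmnor* the Calvin cycle passed at 33 DAP with 52 genes (Fisher's exact test, adjusted p = 0.0032, and 0.021 with no fold threshold), but in the other direction. It was enriched among the DEGs lower in *Cmnor* (exact test, adjusted p = 3.2e-09). At 39 DAP it was enriched among those higher in *CmNOR/Cmnor* (exact test, adjusted p = 0.01). The adjusted p of starch and sucrose metabolism, carotenoid biosynthesis and hormone signaling lay between 0.41 and 1 in *CmNOR/Cmnor* by Fisher's exact test. Hormone signaling passed the exact test at 36 DAP when DEGs were taken with no fold threshold (adjusted p = 0.047). The tests covered 144 pathways over the 8648 genes with a KEGG annotation. A background of genes whose level can reach the fold threshold was added after seeing the data. Over it the Calvin cycle no longer passed the exact test in *CmNOR/Cmnor* at 39 DAP (adjusted p = 0.078) or in *Cmnor* at 33 DAP (adjusted p = 0.066). Among the DEGs shared by both genotypes, the set of Fig. S3G to S3I and a test chosen after seeing the data, 13 phenylpropanoid genes were found at 33 DAP, 16 of protein processing at 36 DAP and 12 phenylpropanoid genes at 39 DAP (Fisher's exact test, adjusted p = 0.0059, 0.01 and 0.024; with no fold threshold 0.39, 0.0025 and 1). In that set carotenoid biosynthesis counted 2, 4 and 6 genes, and the lowest of its adjusted p values was that at 39 DAP (exact test, adjusted p = 0.19). Of 33 phloem genes, 14 were higher and 2 lower in *CmNOR/Cmnor* at 33 DAP (15 higher and 2 lower adjusted over the list alone; camera, adjusted p = 1.9e-08; adjusted p = 0.071 with an estimated correlation). Their summed level was 624 ± 52.7, 2258 ± 947 and 5737 ± 1380.0 FPKM in WT, *CmNOR/Cmnor* and *Cmnor*. Replicate 2 had the highest sum in both mutant groups, 3302 FPKM against 2017 and 1454 FPKM in *CmNOR/Cmnor* and 7315 FPKM against 5142 and 4754 FPKM in *Cmnor*, and these 2 libraries deviate from their groups together across all genes (r = 0.717).

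**Figure D2:**
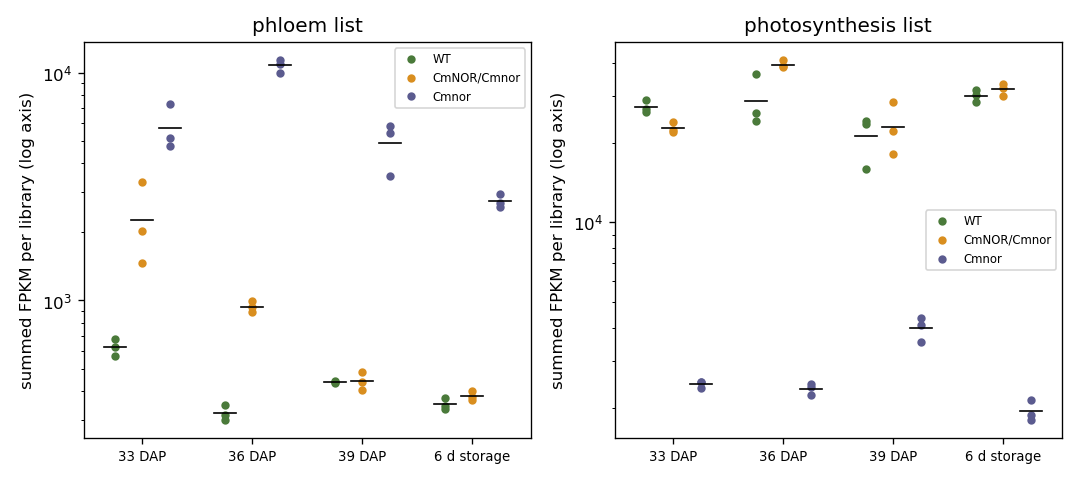
Summed FPKM of the phloem and photosynthesis gene lists in each library of WT, *CmNOR/Cmnor* and *Cmnor* at 33, 36 and 39 DAP and after 6 d of storage, on a logarithmic axis. At 36 DAP the phloem sum is 320.1 ± 25.7 FPKM in WT, 939.8 ± 51.6 FPKM in *CmNOR/Cmnor* and 10760.0 ± 686 FPKM in *Cmnor*.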

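Of the 7 carotenoid genes of Fig. 2, 7, 6 and 6 were lower in *Cmnor* than in WT at 33, 36 and 39 DAP over all genes (adjusted over the list alone 7, 6 and 6). At 39 DAP 1 was higher. In *CmNOR/Cmnor*, 6 of the 7 were lower than in WT at 33 DAP, when 0 were higher. At 36 DAP 1 higher and 1 lower were counted, and at 39 DAP 2 higher and 2 lower (for the 3 stages adjusted over the list alone 0 higher and 6 lower, 2 higher and 1 lower and 2 higher and 2 lower). The list as a whole lay below other genes in *CmNOR/Cmnor* at 33 DAP (camera, adjusted p = 0.0023; adjusted p = 0.16 with an estimated correlation). The study chose these genes on the same samples, so that their count over all genes is not independent evidence of a direction. Among the 79 genes of the wider carotenoid biosynthesis pathway, which holds the routes to xanthophylls and abscisic acid as well, 33 were higher and 23 lower, 34 higher and 26 lower and 26 higher and 33 lower in *Cmnor* at the 3 stages. The counts in *CmNOR/Cmnor* were 7 higher and 15 lower, 5 higher and 11 lower and 12 higher and 17 lower. At 36 DAP this pathway lay below other genes in *Cmnor* by the set test (adjusted p = 0.026; adjusted p = 0.33 with an estimated correlation). The median log2 fold change of its members was nevertheless 0.08, above 0 as for most genes. By the coordinates given with the values the 7 genes lie apart: *PSY1* (MELO3C025102.2) on chromosome 9 from 14553133 to 14556862, *PSY2* (MELO3C014677.2) on chromosome 5 from 486697 to 489505, and *PDS* (MELO3C017772.2) on chromosome 7 from 27001123 to 27011565. The others are *ZISO* (MELO3C017709.2) on chromosome 7 from 26522044 to 26525060, *ZDS* (MELO3C024674.2) on chromosome 2 from 21011864 to 21027035, *LCYE* (MELO3C004633.2) on chromosome 5 from 29093674 to 29098629 and *LCYB* (MELO3C020744.2) on chromosome 8 from 10546911 to 10549315.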

The 7 DEGs were mainly clustered in the carotene biosynthesis pathway (Fig. 2B and C). 

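Phytoene synthase, which catalyzes the step that commits carbon to carotenoids, has 2 genes here, and both were lower in *Cmnor* than in WT at every ripening stage. *PSY1* (MELO3C025102.2) stood at 175 ± 3.70, 192 ± 21.7 and 158 ± 17.7 FPKM in WT at 33, 36 and 39 DAP and at 54.8 ± 3.48, 45.0 ± 2.06 and 37.7 ± 3.52 FPKM in *Cmnor* (SD, n = 3). These are 3.20 ± 0.214-fold, 4.28 ± 0.521-fold and 4.20 ± 0.611-fold lower levels. The log2 fold changes were -1.66, -2.07 and -2.04 (standard error 0.08 to 0.08, adjusted p = 5.5e-16, 4.4e-18 and 6.0e-18). *PSY2* (MELO3C014677.2) stood at 27.9 ± 1.93, 19.9 ± 4.17 and 27.7 ± 4.34 FPKM in WT. In the *Cmnor* replicates it was 0.0470, 0.129 and 0.101 FPKM at 33 DAP, 0.0935, 0.424 and 0.0576 FPKM at 36 DAP and 0.0223, 0.326 and 0.356 FPKM at 39 DAP, levels of a few fragments per library. The ratio of means was 303 ± 138 at 33 DAP, 104 ± 112 at 36 DAP and 118 ± 94.4 at 39 DAP. The log2 fold changes of *PSY2* were -4.73, -4.12 and -4.54 (adjusted p = 2.2e-20, 4.6e-19 and 5.9e-20). Each *Cmnor* library lay below each WT library for both genes at the 3 stages. With levels of *PSY2* this low in the mutant, the size of its fold is set by a few fragments.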

Notably, phytoene synthase paralogs *PSY1* (MELO3C025102.2) and *PSY2* (MELO3C014677.2) were expressed at very low levels in the pale flesh of *Cmnor* fruits at 33–39 DAP, showing ~4-fold and ~100-fold reduction, respectively, relative to WT fruits. 

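In *CmNOR/Cmnor* flesh the 2 phytoene synthase genes parted. *PSY1* (MELO3C025102.2) was at 138 ± 6.47 FPKM at 33 DAP, 78.9% of WT (log2 fold change -0.34, standard error 0.08, adjusted p = 0.0038). It then rose above WT, to 287 ± 6.73 FPKM at 36 DAP (1.49 ± 0.172-fold of WT; log2 fold change 0.58, standard error 0.08, adjusted p = 1.4e-05). At 39 DAP it was at 210.4 ± 16.6 FPKM (1.33 ± 0.182-fold; log2 fold change 0.41, standard error 0.08, adjusted p = 5.4e-04). The fall at 33 DAP does not pass when libraries are scaled to the same median (log2 fold change -0.30, adjusted p = 0.063). *PSY2* (MELO3C014677.2) was at 9.21 ± 1.51, 15.2 ± 1.18 and 11.1 ± 1.80 FPKM, which is 33.0%, 76.6% and 40.2% of WT. Its log2 fold changes were -1.51 (standard error 0.15, adjusted p = 2.4e-08) at 33 DAP and -0.35 (standard error 0.15, adjusted p = 0.14) at 36 DAP, where the difference did not pass the test. At 39 DAP the change was -1.24 (standard error 0.15, adjusted p = 4.8e-07).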

In *CmNOR/Cmnor* fruits, *PSY1* reached a higher expression level than in WT fruits at 36–39 DAP (30%–80% higher), whereas *PSY2* remained lower than in WT fruit (≤40% WT levels), although being expressed at higher levels than in *Cmnor* fruit flesh (Fig. 2D). This partial recovery of gene expression extended to other genes in the carotenoid biosynthesis pathway: upstream genes including PDS (encoding phytoene desaturase, MELO3C017772.2), ZISO (encoding 15-*cis*-ζ-carotene isomerase, MELO3C017709.2), ZDS (encoding ζ-carotene desaturase MELO3C024674.2), and LCYE (encoding lycopene ε-cyclase, MELO3C004633.2) regained WT-like expression in *CmNOR/Cmnor* by 36 DAP, contrasting with their persistent repression in *Cmnor* (Fig. 2F–I). 

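The desaturase genes *PDS* and *ZDS*, the isomerase gene *ZISO* and the cyclase gene *LCYE* were lower in *Cmnor* than in WT at each ripening stage. *PDS* was at 352 ± 16.7, 285 ± 11.7 and 249 ± 10.5 FPKM in WT at 33, 36 and 39 DAP (MELO3C017772.2; SD, n = 3). It was at 287 ± 47.8, 351 ± 35.0 and 286 ± 25.1 FPKM in *CmNOR/Cmnor*, and 41.8 ± 2.16, 87.5 ± 4.96 and 48.7 ± 1.44 FPKM in *Cmnor*. For *ZDS* (MELO3C024674.2) the levels were 124 ± 2.20, 143 ± 4.54 and 81.9 ± 4.83 FPKM in WT, 88.5 ± 2.28, 122 ± 2.32 and 97.2 ± 8.98 FPKM in *CmNOR/Cmnor*, and 31.6 ± 3.03, 29.1 ± 2.47 and 20.8 ± 2.92 FPKM in *Cmnor*. *ZISO* (MELO3C017709.2) in *Cmnor* was 7.31 ± 1.57-fold, 6.36 ± 1.03-fold and 7.64 ± 1.94-fold lower than in WT. Its WT levels were 32.2 ± 2.26, 34.6 ± 5.08 and 31.5 ± 1.2 FPKM. *LCYE* (MELO3C004633.2), which leads toward lutein, was low throughout, at 3.06 ± 0.735, 4.74 ± 0.866 and 2.39 ± 0.602 FPKM in WT, 1.27 ± 0.0643, 4.86 ± 0.714 and 1.28 ± 0.481 FPKM in *CmNOR/Cmnor*, and 0.561 ± 0.0965, 0.151 ± 0.103 and 0.505 ± 0.200 FPKM in *Cmnor*. Against WT, *Cmnor* was lower for all 4 genes at the 3 stages, with limma's adjusted p between 1.2e-19 and 5.2e-07. In *CmNOR/Cmnor* at 33 DAP, *ZDS* and *LCYE* were lower than WT with log2 fold changes of -0.48 and -0.82 (adjusted p = 3.6e-05 and 5.0e-04). The lower levels of *PDS* and *ZISO* at that stage (log2 fold changes -0.31 and -0.35, adjusted p = 0.044 and 0.024) no longer pass without WT replicate 1, WT replicate 2, WT replicate 3 or *CmNOR/Cmnor* replicate 3 (adjusted p = 0.052 to 0.34) for *PDS*, or without WT replicate 1, WT replicate 3, *CmNOR/Cmnor* replicate 1 or *CmNOR/Cmnor* replicate 2 (adjusted p = 0.053 to 0.11) for *ZISO*. At 36 DAP the log2 fold changes in *CmNOR/Cmnor* were 0.30, 0.12, -0.23 and 0.03 for *PDS*, *ZISO*, *ZDS* and *LCYE* (adjusted p = 0.062, 0.65, 0.041 and 1). At 39 DAP *LCYE* was again lower (log2 fold change -0.58, adjusted p = 0.01, not past the threshold without WT replicate 1 or *CmNOR/Cmnor* replicate 1 (adjusted p = 0.078 to 0.11)).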

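*LCYB* (MELO3C020744.2), whose enzyme makes β-carotene, was the gene of the group that differed least between genotypes. In *Cmnor* flesh it was at 15.6 ± 0.357, 22.1 ± 1.79 and 19.5 ± 2.01 FPKM at 33, 36 and 39 DAP against 24.0 ± 0.698, 19.9 ± 0.237 and 13.6 ± 0.540 FPKM in WT (SD, n = 3). This is 65.1%, 111% and 144% of WT. The log2 fold changes were -0.59 (standard error 0.08, adjusted p = 5.4e-07) and 0.14 (standard error 0.08, adjusted p = 0.15) at 33 and 36 DAP. At 39 DAP the change was 0.49 (standard error 0.08, adjusted p = 9.8e-06). With libraries scaled to the same median, *LCYB* at 36 DAP turns to -0.47 (adjusted p = 2.4e-05) and the rise at 39 DAP to 0.12 (adjusted p = 0.26).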

The expression of LCYB (encoding lycopene β-cyclase, MELO3C020744.2) showed a time-specific regulation among the genotypes, with LCYB expressed at 60% of WT levels in *Cmnor* fruit flesh at 33 DAP, similar to WT levels at 36 DAP, and 130% of WT levels at 39 DAP. 

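In *CmNOR/Cmnor* flesh *LCYB* (MELO3C020744.2) was at 26.3 ± 2.94, 20.9 ± 1.19 and 15.2 ± 1.39 FPKM at 33, 36 and 39 DAP (SD, n = 3). Against WT these are log2 fold changes of 0.12, 0.07 and 0.15 (standard error 0.08, 0.08 and 0.08), none past limma's test (adjusted p = 0.4, 0.8 and 0.24). With libraries scaled to the same median the difference at 39 DAP passes, at 0.25 (adjusted p = 0.037). From the levels of these carotenoid genes in the 3 genotypes, the paper reasons that they mirror carotenoid accumulation and explain the later pigmentation of *CmNOR/Cmnor* flesh and the pale flesh of *Cmnor*.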

LCYB was expressed at comparable levels in the flesh of WT and *CmNOR/Cmnor* fruits (Fig. 2J). The real-time qPCR (RT-qPCR) was performed to confirm the expression patterns of key carotenoid biosynthetic genes, and the results were consistent with the RNA-seq data (Fig. S4)*.* These changes in transcript levels mirrored the kinetics of carotenoid accumulation, mechanistically explaining the delayed pigmentation of *CmNOR/Cmnor* fruit flesh and the defective coloration of *Cmnor* fruits.

Sugar metabolites mainly clustered into four categories, namely pentose and glucuronate interconversions, galactose metabolism, starch and sucrose metabolism, and fructose and mannose metabolism (Fig. S5A). We explored the coordination of sucrose metabolism gene expression among WT, *CmNOR/Cmnor*, and *Cmnor* flesh (Fig. S5B and C). The expression of sucrose synthase gene (*Susy*, MELO3C025101.2), with a 7-fold induction in *Cmnor* and a 5-fold elevation in *CmNOR/Cmnor* at 33 DAP relative to WT fruits; this difference became attenuated between *CmNOR/Cmnor* and WT fruits at 36 DAP, with the heterozygous fruits exhibiting a 2-fold induction relative to WT fruits (Fig. S5D). 

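Sucrose synthase cleaves sucrose, and its gene *Susy* (annotated as sucrose synthase 5, on chromosome 9 from 14598163 to 14603545) rose in both genotypes relative to WT. At 33 DAP MELO3C025101.2 was at 35.9 ± 2.13 FPKM in WT, 201 ± 18.8 FPKM in *CmNOR/Cmnor* and 284 ± 17.1 FPKM in *Cmnor* (SD, n = 3). The level in *CmNOR/Cmnor* was 5.59 ± 0.619-fold that of WT (log2 fold change 2.45, standard error 0.21, adjusted p = 1.5e-09). In *Cmnor* it was 7.92 ± 0.669-fold (log2 fold change 2.95, standard error 0.21, adjusted p = 9.7e-13). At 36 DAP the levels were 17.1 ± 2.23, 30.0 ± 1.78 and 169 ± 64.6 FPKM in the same order. These are 1.76 ± 0.252-fold in *CmNOR/Cmnor* (log2 fold change 0.78, adjusted p = 0.01) and 9.89 ± 4.00-fold in *Cmnor* (log2 fold change 3.16, adjusted p = 2.3e-13). By 39 DAP WT had fallen to 7.65 ± 1.04 FPKM while *CmNOR/Cmnor* stood at 39.2 ± 6.14 and *Cmnor* at 136 ± 32.2 FPKM. These levels are 5.12 ± 1.06-fold and 17.8 ± 4.85-fold of WT (adjusted p = 8.3e-09 and 1.6e-15). The call in *CmNOR/Cmnor* at 36 DAP was lost without WT replicate 3 (adjusted p = 0.062).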

The expressions of invertase gene *CmINV2* (MELO3C009488.2) and the trehalose-6-phosphate synthase gene *TPS* (MELO3C017588.2) were significantly induced in *Cmnor* and *CmNOR/Cmnor* flesh at 33 DAP, and dropped to WT levels from 36 DAP onward in *CmNOR/Cmnor* flesh, but remained high in the flesh of *Cmnor* fruits (Fig. S5E and G). 

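The invertase gene *CmINV2*, annotated as an insoluble beta-fructofuranosidase, and the gene named *TPS*, annotated as a probable trehalose-phosphate phosphatase J, were higher in both genotypes than in WT at 33 DAP. From then on they were higher in *Cmnor*. *CmINV2* (MELO3C009488.2, chromosome 4 from 31722311 to 31728305) at 33 DAP was at 1.58 ± 0.330 FPKM in WT, 3.85 ± 0.501 FPKM in *CmNOR/Cmnor* and 21.0 ± 1.14 FPKM in *Cmnor* (SD, n = 3). This is 2.44 ± 0.601-fold of WT in *CmNOR/Cmnor* (log2 fold change 0.91, standard error 0.19, adjusted p = 8.4e-04) and 13.3 ± 2.88-fold in *Cmnor* (log2 fold change 3.10, standard error 0.19, adjusted p = 4.5e-14). At 36 and 39 DAP *CmINV2* in *CmNOR/Cmnor* was at 2.80 ± 0.559 and 1.92 ± 0.646 FPKM against 2.35 ± 0.189 and 1.63 ± 0.0152 FPKM in WT (adjusted p = 0.74 and 0.83). In *Cmnor* it was at 22.6 ± 7.21 and 9.04 ± 1.75 FPKM (adjusted p = 4.9e-13 and 1.0e-09). *TPS* (MELO3C017588.2, chromosome 7 from 25438657 to 25442276) at 33 DAP was at 1.31 ± 0.315, 4.39 ± 0.124 and 20.3 ± 0.829 FPKM in WT, *CmNOR/Cmnor* and *Cmnor*. The adjusted p was 4.5e-08 in *CmNOR/Cmnor* and 2.7e-18 in *Cmnor* by limma. Thereafter *TPS* stayed near 0.291 ± 0.167 FPKM in WT and 0.290 ± 0.0218 FPKM in *CmNOR/Cmnor* at 36 DAP and 0.152 ± 0.0785 and 0.263 ± 0.190 FPKM at 39 DAP (adjusted p = 1 and 0.64). In *Cmnor* it was at 19.4 ± 3.27 and 14.4 ± 0.638 FPKM (log2 fold changes 3.98 and 3.74, adjusted p = 2.7e-20 and 1.0e-19).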

The expressions of hexokinase gene (*HK*, MELO3C015169.2), the sugar transporter gene *Sugars will eventually be transported 3* (*SWEET3*, MELO3C005869.2) and the vacuolar sugar transporter (*VST1*, MELO3C013366.2), were expressed at much lower levels in *Cmnor* than in WT fruits, with *CmNOR/Cmnor* fruits exhibiting levels largely comparable with those of WT fruits (Fig. S5H and I). 

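Hexokinase phosphorylates hexoses, and its gene *HK* fell in *Cmnor*, as did both transporter genes. *HK* (MELO3C015169.2) stood at 33.0 ± 2.42, 38.6 ± 3.86 and 56.0 ± 2.83 FPKM in WT at 33, 36 and 39 DAP and at 13.7 ± 1.03, 11.8 ± 1.01 and 13.5 ± 0.619 FPKM in *Cmnor* (SD, n = 3). The log2 fold changes were -1.21, -1.62 and -1.98 (adjusted p = 6.2e-15, 1.0e-17 and 1.5e-19). In *CmNOR/Cmnor* it was at 32.2 ± 0.762, 41.0 ± 1.89 and 43.8 ± 1.74 FPKM, lower than WT at 39 DAP (log2 fold change -0.35, adjusted p = 3.6e-04). The gene named *VST1* (MELO3C013366.2), annotated as a NUCLEAR FUSION DEFECTIVE 4-like protein, was at 739.5 ± 38.2 FPKM in WT, 867 ± 66.5 FPKM in *CmNOR/Cmnor* and 6.13 ± 0.865 FPKM in *Cmnor* at 33 DAP. The level in *Cmnor* was 121 ± 18.1-fold lower (log2 fold change -6.70, adjusted p = 4.7e-23), and in *CmNOR/Cmnor* no stage of ripening passed the test (adjusted p = 0.41, 0.47 and 1). *SWEET3* (MELO3C005869.2), a bidirectional sugar transporter, varied widely between replicates. At 33 DAP it was at 25.6, 33.4 and 14.5 FPKM in the WT replicates, 18.4, 106 and 4.77 FPKM in those of *CmNOR/Cmnor* and 0.223, 0.475 and 0.319 FPKM in those of *Cmnor*. The log2 fold change was -4.18 in *Cmnor* (adjusted p = 1.5e-06) and -0.08 in *CmNOR/Cmnor* (adjusted p = 1). Its *Cmnor* levels at 36 and 39 DAP were 0.506 ± 0.217 and 0.0992 ± 0.0653 FPKM against 6.70 ± 1.39 and 8.72 ± 1.05 FPKM in WT (adjusted p = 0.0019 and 8.6e-05).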

RT-qPCR was performed to confirm the expression patterns of key sugar metabolism genes, and the results were consistent with the RNA-seq data (Fig. S6). These transcript patterns suggested a compensatory induction of sucrose cleavage enzymes (Susy, INV) following the repression of transporter genes, with *CmNOR/Cmnor* often behaving like the WT through gene dosage effects.

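Of the 6 sugar genes of Fig. S5, 3 were higher and 0 lower in *CmNOR/Cmnor* than in WT at 33 DAP over all genes (3 higher and 0 lower adjusted over the list alone). In *Cmnor* 3 were higher and 3 lower at each ripening stage. The genes higher in *CmNOR/Cmnor* at 33 DAP were the cleavage genes *Susy* and *CmINV2* and the gene named *TPS*. The list lay above other genes (camera, adjusted p = 0.0012; adjusted p = 0.11 with an estimated correlation). These genes were chosen by the study on the same samples and are not independent evidence of a direction. Among 34 genes of the sucrose synthase, sucrose-phosphate synthase and invertase families, 15 were higher and 6 lower in *Cmnor* at 33 DAP and 5 higher and 5 lower in *CmNOR/Cmnor* (14 higher and 6 lower and 5 higher and 6 lower adjusted over the list alone). Among 38 genes of the SWEET and sugar transporter families, 19 were higher and 4 lower in *Cmnor* and 4 higher and 3 lower in *CmNOR/Cmnor* at that stage (19 higher and 4 lower and 4 higher and 3 lower adjusted over the list alone). Genes in general leaned the same way in *Cmnor*: at 33 DAP 11968 of the 24901 genes tested were higher and 3855 lower at limma's adjusted p alone. Neither family list nor the 299 genes of starch and sucrose metabolism passed the set test in a genotype comparison of the ripening stages. From these patterns the paper proposes a compensatory induction of sucrose cleavage enzymes after the repression of transporter genes, with *CmNOR/Cmnor* often resembling WT through gene dosage.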

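Cell wall families did not move as blocks: in each of them some members rose and others fell in *Cmnor*. Of 27 XTH genes, which encode enzymes that rejoin xyloglucan chains, 14 were higher and 4 lower in *Cmnor* at 33 DAP, 8 higher and 5 lower at 36 DAP and 12 higher and 5 lower at 39 DAP. In *CmNOR/Cmnor* the counts were 2 higher and 3 lower, 2 higher and 2 lower and 0 higher and 3 lower. The XTH gene MELO3C017480.2 was among the genes of largest rise in *Cmnor*, at 644 ± 27.0 FPKM against 0.963 ± 0.232 FPKM in WT at 33 DAP (SD, n = 3; log2 fold change 8.37, standard error 0.21, adjusted p = 6.4e-23). Of 44 polygalacturonase genes, which encode pectin hydrolases, 17 were higher and 10 lower, 15 higher and 11 lower and 15 higher and 11 lower in *Cmnor* at the 3 stages. The same counts in *CmNOR/Cmnor* were 6 higher and 4 lower, 5 higher and 2 lower and 8 higher and 4 lower. Of 33 pectinesterase genes, 14 were higher and 4 lower, 15 higher and 5 lower and 12 higher and 7 lower in *Cmnor* and 1 higher and 3 lower, 2 higher and 5 lower and 1 higher and 7 lower in *CmNOR/Cmnor*. None of the 3 family lists passed the set test at any ripening stage. Of all 24901 genes tested, 11968 were higher and 3855 lower, 11539 higher and 4101 lower and 9858 higher and 5697 lower in *Cmnor* at limma's adjusted p alone. In the heatmap of Fig. S7A, the pectinesterase genes MELO3C005532.2 and MELO3C015550.2 had their highest ripening level in WT at 39 DAP, at 2.50 ± 0.983 and 0.610 ± 0.159 FPKM (SD, n = 3). The 12 genes of that heatmap were 3 higher and 6 lower, 2 higher and 7 lower and 2 higher and 10 lower in *Cmnor* (3 higher and 6 lower, 2 higher and 7 lower and 2 higher and 10 lower adjusted over the list alone). Being chosen by the study on these samples, they are not independent evidence. As a list they lay below other genes in *Cmnor* at each stage (camera, adjusted p = 0.013, 0.0017 and 0.0045; adjusted p = 0.14, 0.071 and 0.071 with an estimated correlation).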

When we examined the temporal expression patterns of genes encoding cell wall remodeling enzymes as a heatmap, the expression of xyloglucan endotransglucosylase/hydrolase genes (*XTH*) and polygalacturonase genes (PG) peaked at 33 DAP in the flesh of *CmNOR/Cmnor* fruits and *Cmnor* fruits, respectively, while pectinesterase genes (PE) peaked at 39 DAP in WT fruits (Fig. S7A). A *XTH* (MELO3C017481.2) and three *PG*s (MELO3C015128.2, MELO3C027277.2, and MELO3C016494.2) exhibited high expression in fruit flesh. We analyzed these four genes via RNA-seq and RT-qPCR. The *XTH* transcript level was 5-fold (33 DAP) and 10-fold (39 DAP) higher in *Cmnor* flesh compared to WT and *CmNOR/Cmnor* fruits (Fig. S7B and F). 

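The *XTH* gene MELO3C017481.2 (chromosome 2 from 22672619 to 22675188) was higher in *Cmnor* flesh than in WT at each ripening stage. It stood at 27.7 ± 1.38, 13.9 ± 0.782 and 21.4 ± 6.59 FPKM in *Cmnor* at 33, 36 and 39 DAP. In WT it was at 1.19 ± 0.401, 0.377 ± 0.103 and 2.51 ± 0.771 FPKM, and 0.552 ± 0.131, 0.194 ± 0.0350 and 0.767 ± 0.379 FPKM in *CmNOR/Cmnor* (SD, n = 3). The level in *Cmnor* was 23.3 ± 7.94-fold, 36.9 ± 10.3-fold and 8.55 ± 3.72-fold that of WT. Its log2 fold changes were 3.73, 3.44 and 2.66 (standard error 0.17, 0.17 and 0.17, adjusted p = 4.0e-17, 2.5e-16 and 6.7e-14). In *CmNOR/Cmnor* it was lower than in WT at 39 DAP (log2 fold change -0.98, standard error 0.17, adjusted p = 6.0e-05). At 33 DAP the log2 fold change was -0.48 (adjusted p = 0.042; past the threshold no more without WT replicate 1, WT replicate 3, *CmNOR/Cmnor* replicate 1 or *CmNOR/Cmnor* replicate 2 with adjusted p = 0.12 to 0.21). The neighboring XTH gene MELO3C017478.2 (chromosome 2 from 22703410 to 22704812), which may share reads with it, was at 24.6 ± 5.33, 24.4 ± 5.55 and 502 ± 32.9 FPKM in WT, *CmNOR/Cmnor* and *Cmnor* at 33 DAP (log2 fold change 4.32, adjusted p = 5.5e-10 in *Cmnor*).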

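Polygalacturonases hydrolyze pectin of the cell wall, and the 3 most expressed polygalacturonase genes of Fig. S7 were higher in *CmNOR/Cmnor* than in WT at 33 and 39 DAP. MELO3C015128.2 (chromosome 2 from 7585840 to 7589878), MELO3C027277.2 (chromosome 0 from 5905647 to 5906159) and MELO3C016494.2 (chromosome 6 from 28763801 to 28765960) stood at 287 ± 20.2, 236 ± 26.5 and 130.4 ± 11.0 FPKM in WT at 33 DAP and at 996 ± 18.5, 700.3 ± 56.4 and 406 ± 14.2 FPKM in *CmNOR/Cmnor* (SD, n = 3). These are 3.47 ± 0.252-fold, 2.97 ± 0.410-fold and 3.12 ± 0.284-fold the WT levels. Their log2 fold changes were 1.79, 1.57 and 1.64 (standard error 0.23, 0.37 and 0.36, adjusted p = 1.2e-06, 0.0026 and 0.0012). At 36 DAP the WT levels were 139.5 ± 20.2, 316 ± 48.2 and 171 ± 31.0 FPKM and those of *CmNOR/Cmnor* 293 ± 10.0, 460.3 ± 13.7 and 264 ± 19.9 FPKM. The difference of MELO3C015128.2 passed the test (adjusted p = 0.0013) and those of the other genes did not (adjusted p = 0.41 and 0.28). By 39 DAP they had fallen to 39.2 ± 4.99, 116 ± 1.74 and 57.6 ± 4.87 FPKM in WT and 174 ± 7.62, 263 ± 37.6 and 140.1 ± 6.80 FPKM in *CmNOR/Cmnor* (adjusted p = 5.7e-08, 0.023 and 0.0092). The call of MELO3C027277.2 at 39 DAP is lost without WT replicate 1, WT replicate 2, WT replicate 3, *CmNOR/Cmnor* replicate 2 or *CmNOR/Cmnor* replicate 3 (adjusted p = 0.053 to 0.087).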

The three *PG*s showed coordinated upregulation, with significantly higher expression in *CmNOR/Cmnor* versus WT fruits (Figs S7C–S7E, S7G–S7I). In contrast, *PG* expression remained low in *Cmnor* flesh. These transcript patterns were associated with the firmness of three genetic lines during fruit ripening.

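In *Cmnor* flesh MELO3C015128.2, MELO3C027277.2 and MELO3C016494.2 were at 0.958 ± 0.127, 1.59 ± 0.611 and 1.29 ± 0.209 FPKM at 33 DAP, 2.38 ± 1.33, 3.42 ± 1.14 and 2.02 ± 0.767 FPKM at 36 DAP and 2.85 ± 1.15, 7.35 ± 5.49 and 4.28 ± 3.29 FPKM at 39 DAP (SD, n = 3). Against WT at 33 DAP the ratios were 300.0 ± 45.0-fold, 148 ± 59.1-fold and 101 ± 18.5-fold lower. The log2 fold changes were -7.20, -6.53 and -5.84 (adjusted p = 1.7e-20, 6.5e-15 and 2.9e-14). At 39 DAP they were 13.8 ± 5.84-fold, 15.9 ± 11.8-fold and 13.5 ± 10.4-fold lower (adjusted p = 2.2e-13, 1.3e-10 and 4.0e-10). A further polygalacturonase gene of the heatmap, MELO3C000985.2, went the same way at lower levels: 7.54 ± 1.79 FPKM in WT, 37.6 ± 5.03 FPKM in *CmNOR/Cmnor* and 0.297 ± 0.0988 FPKM in *Cmnor* at 33 DAP (adjusted p = 1.3e-08 in *CmNOR/Cmnor* and 7.2e-12 in *Cmnor*). MELO3C027277.2, MELO3C016494.2 and MELO3C000985.2 carry the same annotation, a polygalacturonase-like precursor, and may share reads.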

### Shelf life of *CmNOR/Cmnor* fruits is extended by about 3–5 days with minimal fruit quality loss

To assess the shelf-life characteristics of the three genotypes, we subjected fruits harvested at full maturity (36 DAP) to postharvest storage at 20°C for 12 days. Distinct deterioration patterns emerged during monitoring. Visible quality decline initiated earlier in WT fruits, with pronounced surface wrinkling by Day 6 of storage (Fig. 3A). *CmNOR/Cmnor* fruits exhibited delayed deterioration, with initial symptoms manifesting on Day 9. We observed striking differences in decay progression: 100% of WT fruits and >50% of *CmNOR/Cmnor* fruits were completely rotten after 12 days of storage, with extensive mold development, whereas *Cmnor* fruits demonstrated significantly enhanced resistance to fungal infection throughout the storage period (Fig. 3A and B). As an indirect complementary measure of rind deterioration, we measured the amount of water lost in fruits over the 12 days of storage: WT fruits lost >15% of their initial mass during storage, in contrast to <10% for *CmNOR/Cmnor* fruits and <5% for *Cmnor* fruits. Notably, the differences in weight loss between WT and *CmNOR/Cmnor* fruits were statistically significant (*P* < 0.05) after at least 6 days of storage (Fig. 3C).

**Figure 3:**
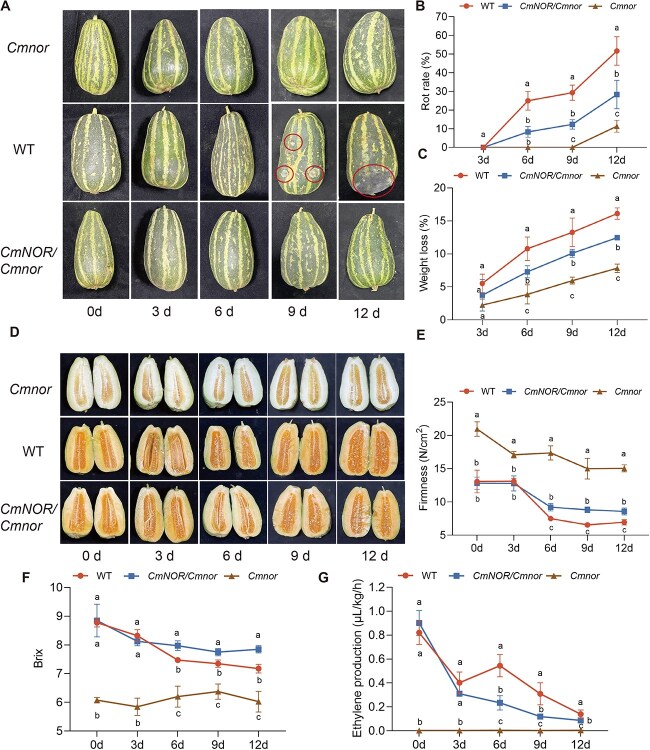
Postharvest phenotypic traits of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 36 DAP. **(**A) Representative photographs of fruits from WT, *CmNOR/Cmnor*, and *Cmnor* fruits from 0 to 12 days under storage conditions. The circles indicate rotting sectors. (B) Rot rate of WT, *CmNOR/Cmnor*, and *Cmnor* fruits over 12 days of storage. (C) Weight loss rate of the WT, *CmNOR/Cmnor*, and *Cmnor* fruits over 12 days of storage. (D) Representative photographs of cut fruits from WT, *CmNOR/Cmnor*, and *Cmnor* plants over 12 days of storage. (E) Firmness of WT, *CmNOR/Cmnor*, and *Cmnor* fruits over 12 days of storage. (F) Brix of WT, *CmNOR/Cmnor*, and *Cmnor* flesh over 12 days of storage. (G) Ethylene production of fruits from WT, *CmNOR/Cmnor*, and *Cmnor* plants over 12 days of storage. Values are means ± SD from nine replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage, as determined by one-way ANOVA followed by Tukey’s multiple range test (*P* < 0.05).

To quantify physiological changes postharvest, we monitored the soluble solid content (SSC) (°Brix), textural firmness, and ethylene evolution over time. While flesh color remained stable across genotypes throughout the storage period (Fig. 3D), °Brix and firmness values both gradually declined with time, indicating progressive quality deterioration (Fig. 3E and F). In WT fruits, the drop in firmness and °Brix was faster than that in *CmNOR/Cmnor* fruits after 6 days of storage onward, with 30% and 20% lower values, respectively, in WT fruits on Day 6 (Fig. 3E and F). The greater °Brix value suggests that *CmNOR/Cmnor* fruits maintain higher sugar reserves than WT fruits during storage. Notably, *CmNOR/Cmnor* fruits showed low ethylene production after 6 and 9 days of storage, whereas WT fruits displayed two peaks in ethylene production, one at the beginning of storage and another one on Day 6 (Fig. 3G). Quality degradation progressed with longer storage duration, with WT fruits demonstrating significantly faster deterioration rates than *CmNOR/Cmnor* and *Cmnor* fruits. The shelf life of *Cmnor* fruits exceeded that of *CmNOR/Cmnor* and WT fruits by >6 days, while *CmNOR/Cmnor* fruits maintained marketability for 3–5 days longer than WT fruits. This preservation pattern extended to the fruits of *Cmnor* × BY6H F1 hybrids, which showed a prolonged shelf life (3–5 days) compared with WT × BY6H F1 controls, concomitant with high °Brix values and a slower loss of firmness (Fig. S8).

### The expression levels of genes related to water responses are significantly higher in *CmNOR/Cmnor* flesh than in WT flesh during storage

Our postharvest transcriptomic investigation revealed distinct preservation strategies among genotypes, with comparative analysis of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before and after 6 days. 

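For the storage experiment, flesh of WT, *CmNOR/Cmnor* and *Cmnor* fruits after 6 days of storage was sequenced as 3 replicate libraries per genotype. The libraries of 36 DAP served as day 0, since fruits were harvested at that stage. The storage libraries are columns of the same FPKM table as the ripening libraries and went through the same steps. Their estimated depth was 27.3 to 33.1 M in WT (median 27.7), 27.0 to 31.0 M in *CmNOR/Cmnor* (median 29.2) and 33.0 to 36.9 M in *Cmnor* (median 36.4) fragments. The comparisons were day 6 against day 0 within a genotype, *CmNOR/Cmnor* and *Cmnor* against WT at day 6, and the difference between the genotype effects at day 6 and at 36 DAP. They were read from the limma model over the 36 libraries, with the thresholds for DEGs used for ripening. Day 6 against day 0 compares separate fruits, and whether libraries of a group come from the same plants is not given in the sources used here.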

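During storage a peroxidase gene rose in WT and *CmNOR/Cmnor* flesh, and a glycine-rich cell wall protein gene and an extensin gene rose in *Cmnor* flesh. The peroxidase 43 gene MELO3C018672.2 rose from 6.31 ± 2.17 to 229 ± 16.9 FPKM in WT and from 5.51 ± 0.856 to 262 ± 26.3 FPKM in *CmNOR/Cmnor* (SD, n = 3; adjusted p = 1.4e-15 and 3.0e-16). In WT the BAHD acyltransferase DCR-like gene MELO3C003230.2, of cutin formation, rose from 1.84 ± 0.635 to 172 ± 6.15 FPKM (log2 fold change 5.95, standard error 0.14, adjusted p = 3.1e-21). The class I heat shock protein gene MELO3C034119.2 fell from 5845 ± 2626 to 136 ± 15.8 FPKM (adjusted p = 2.5e-16). Heat shock genes as a family summed to 9408 ± 3290 FPKM in WT at 36 DAP, the day 0 of this comparison, above the 4109 and 4576 FPKM of WT at 33 and 39 DAP. In *CmNOR/Cmnor* the polygalacturonase-like gene MELO3C013129.2 rose from 10.3 ± 2.48 to 352 ± 26.5 FPKM (log2 fold change 4.99, standard error 0.22, adjusted p = 5.0e-16). The phloem filament protein gene MELO3C018579.2 fell to 1.84 ± 0.137 FPKM (adjusted p = 3.7e-20). The mannan endo-1,4-beta-mannosidase gene MELO3C022162.2 fell in both, from 306 ± 21.0 to 11.0 ± 4.58 FPKM in WT and from 428 ± 22.5 to 17.1 ± 6.57 FPKM in *CmNOR/Cmnor* (adjusted p = 4.1e-14 and 6.2e-14). In *Cmnor* the glycine-rich cell wall protein gene MELO3C031941.2 rose from 0.557 ± 0.337 to 167 ± 33.1 FPKM and the extensin-3-like gene MELO3C023678.2 from 0.180 ± 0.102 to 60.0 ± 12.6 FPKM (adjusted p = 1.6e-24 and 1.3e-24). There too the abscisic acid 8'-hydroxylase gene MELO3C016219.2 rose from 2.14 ± 0.602 to 209 ± 9.95 FPKM and the aquaporin PIP2-3 gene MELO3C014239.2 fell from 320.4 ± 33.3 to 1.05 ± 0.341 FPKM (adjusted p = 1.8e-18 and 3.4e-16). Over all genes, 2064 were DEGs in WT (994 higher and 1070 lower), 1967 in *CmNOR/Cmnor* (687 higher and 1280 lower) and 3019 in *Cmnor* (1374 higher and 1645 lower). Scaling of the libraries to the same upper quartile changes the split to 1308 higher and 884 lower in WT and 960 higher and 1120 lower in *CmNOR/Cmnor*.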

There were 1555 upregulated/1575 downregulated (DEGs) in the group WT-0 versus WT-6, 1672 upregulated/1308 downregulated DEGs in the group *CmNOR/Cmnor*-0 versus *CmNOR/Cmnor*-6, and 2133 upregulated/1884 downregulated DEGs in the group *Cmnor*-0 versus *Cmnor*-6 (Fig. 4A). Six hundred twenty-eight shared DEGs among the pairwise comparisons of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before and after a 6-day storage period (Fig. 4B and C). 

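At the fold threshold WT and *CmNOR/Cmnor* flesh had many storage DEGs in common, and the DEGs of *Cmnor* flesh were mostly others. The DEGs of day 6 against day 0 shared 351 genes among the 3 genotypes, of which 68 were higher and 157 lower in all 3 and the others went different ways. Independent lists of these sizes would share 19.8 genes, and 5.15 in the same direction, numbers that are too low since genes that cannot reach the fold threshold are counted in. WT and *CmNOR/Cmnor* shared 1226 DEGs, all in the same direction. The overlap of WT and *Cmnor* was 557 (350 in the same direction), and *CmNOR/Cmnor* and *Cmnor* 552 (346). The DEGs of 1 genotype alone numbered 632 in WT, 540 in *CmNOR/Cmnor* and 2261 in *Cmnor*. These counts rest on the threshold: without it 9538, 8885 and 11719 genes changed in WT, *CmNOR/Cmnor* and *Cmnor*, and 4102 were shared by all, in any direction. By a limma interaction test the change over storage differed from that of WT in 407 genes in *CmNOR/Cmnor* and 4497 in *Cmnor*. Splits of the libraries did not decide about chance for these 2 counts. The annexin gene *ANN* (MELO3C018648.2) is a gene whose course differed. It rose from 71.9 ± 3.92 to 155 ± 11.8 FPKM in WT and from 50.6 ± 2.13 to 116 ± 3.92 FPKM in *CmNOR/Cmnor* (SD, n = 3; adjusted p = 1.6e-10 and 2.8e-11). In *Cmnor* it fell from 139 ± 6.48 to 98.8 ± 3.03 FPKM (adjusted p = 5.7e-05). Among the shared DEGs, 11 of the 215 annotated genes of response to water deprivation were found (Fisher's exact test, adjusted p = 0.16). There were 4 of 91 of the ethylene-activated signaling pathway (exact test, p = 0.055 before adjustment) and 9 of 438 of cell wall organization (p = 0.25 before adjustment). By Fisher's exact test 0 of 3895 GO terms passed an adjusted p of 0.05, and 133 an unadjusted one.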

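After 6 days of storage a snakin gene and a peroxidase gene were among the genes that stood highest in *Cmnor* flesh relative to WT. Flesh of *CmNOR/Cmnor* differed from WT in fewer genes, among them genes of sulfate assimilation. The antimicrobial peptide gene snakin-2-like MELO3C011008.2 stood at 3883 ± 45.7 FPKM in *Cmnor* and 4.71 ± 0.610 FPKM in WT (SD, n = 3; log2 fold change 9.41, standard error 0.22, adjusted p = 2.0e-23). The peroxidase 21-like gene MELO3C009329.2 stood at 1318 ± 209 and 1.24 ± 0.280 FPKM (adjusted p = 6.1e-25). The 3-oxo-5-alpha-steroid 4-dehydrogenase 1-like gene MELO3C012324.2 fell from 7457 ± 611 FPKM in WT to 44.5 ± 29.9 FPKM in *Cmnor* (adjusted p = 1.2e-19). In *CmNOR/Cmnor* the ATP sulfurylase gene MELO3C006493.2 was at 280.1 ± 41.3 FPKM against 46.1 ± 15.2 FPKM in WT (log2 fold change 2.61, standard error 0.17, adjusted p = 2.2e-11). The adenylylsulfate reductase gene MELO3C002450.2, of the next step of sulfate assimilation, was at 25.4 ± 4.09 against 3.31 ± 1.61 FPKM (adjusted p = 1.3e-09). The sugar transport protein 13 gene MELO3C014485.2 was lower in *CmNOR/Cmnor*, at 2.56 ± 1.04 FPKM against 169, 7.84 and 33.1 FPKM in the WT replicates (adjusted p = 4.7e-04). The cyclophilin gene MELO3C027476.2 was lower as well, at 0, 0.768 and 0 against 13.8 ± 3.95 FPKM (adjusted p = 1.0e-15). Over all genes, *Cmnor* differed from WT in 7027 DEGs (5331 higher and 1696 lower) and *CmNOR/Cmnor* in 338 (113 higher and 225 lower). The median log2 fold change of all expressed genes between *Cmnor* and WT was 0.45. Scaling the libraries to the same median splits the DEGs of *Cmnor* into 3296 higher and 3176 lower and those of *CmNOR/Cmnor* into 180 higher and 192 lower. A fit to the 6 libraries of the *CmNOR/Cmnor* comparison alone called 93 genes in *CmNOR/Cmnor*.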

Striking differences emerged in storage-responsive transcriptomes: *Cmnor* fruit flesh exhibited massive transcriptome reprogramming (4410 upregulated and 3135 downregulated DEGs vs WT), dwarfing the limited perturbations in *CmNOR/Cmnor* fruit flesh (283 upregulated and 381 downregulated DEGs vs WT) (Fig. 4D–F). A KEGG pathway enrichment analysis converged on three enriched core mechanisms: plant–pathogen interactions, ethylene-activated signaling cascades, and carotenoid metabolism regulation (Fig. 4G and H).

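After storage 8 pathways were enriched among the DEGs of *Cmnor* against WT, plant-pathogen interaction and carotenoid biosynthesis among them, and sulfur metabolism was enriched among those of *CmNOR/Cmnor*. The lowest p values in *Cmnor* were those of hormone signal transduction (312 of 790 genes, Fisher's exact test, adjusted p = 4.4e-08), metabolic pathways (1230 of 3748, adjusted p = 5.7e-07), antenna proteins (18 of 20, adjusted p = 1.4e-06) and the Calvin cycle (55 of 106, adjusted p = 4.1e-05). When DEGs were taken with no fold threshold, plant-pathogen interaction and carotenoid biosynthesis did not pass in *Cmnor* (Fisher's exact test, adjusted p = 0.57 and 0.12), nor did hormone signal transduction and metabolic pathways (adjusted p = 0.70 and 0.56). Antenna proteins and the Calvin cycle did (adjusted p = 0.0097 and 7.3e-04), as did sulfur metabolism in *CmNOR/Cmnor* (adjusted p = 0.0017). Of 658 genes of plant-pathogen interaction, 244 were DEGs in *Cmnor* (Fisher's exact test, adjusted p = 3.3e-04) and 16 in *CmNOR/Cmnor* (adjusted p = 0.46). At limma's adjusted p alone 357 were higher and 81 lower in *Cmnor* and 19 higher and 63 lower in *CmNOR/Cmnor* (358 higher and 82 lower and 20 higher and 69 lower adjusted over the list alone). Its members lay above other genes in *Cmnor* by the set test (camera, adjusted p = 0.048; adjusted p = 0.54 with an estimated correlation). Carotenoid biosynthesis counted 41 of 79 genes in *Cmnor* (Fisher's exact test, adjusted p = 5.3e-04) and 3 of 79 in *CmNOR/Cmnor* (adjusted p = 0.75). Among 110 ethylene-responsive transcription factor genes, 67 were higher and 6 lower in *Cmnor* (68 higher and 6 lower adjusted over the list alone; camera, adjusted p = 0.0032; adjusted p = 0.42 with an estimated correlation). The counts in *CmNOR/Cmnor* were 3 higher and 11 lower. An example is MELO3C010466.2, at 45.0 ± 1.91 FPKM in *Cmnor* against 0.0765, 0 and 0.0320 FPKM in the WT replicates. Among 91 genes of the ethylene-activated signaling pathway, 56 were higher and 7 lower in *Cmnor* and 3 higher and 8 lower in *CmNOR/Cmnor* (57 higher and 7 lower and 3 higher and 8 lower adjusted over the list alone). This list did not pass the set test in either (camera, adjusted p = 0.095 and 0.89). In *CmNOR/Cmnor* 6 of 57 sulfur metabolism genes and 47 of 2078 genes of secondary metabolite biosynthesis were DEGs (Fisher's exact test, adjusted p = 0.022 and 0.026).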

**Figure 4:**
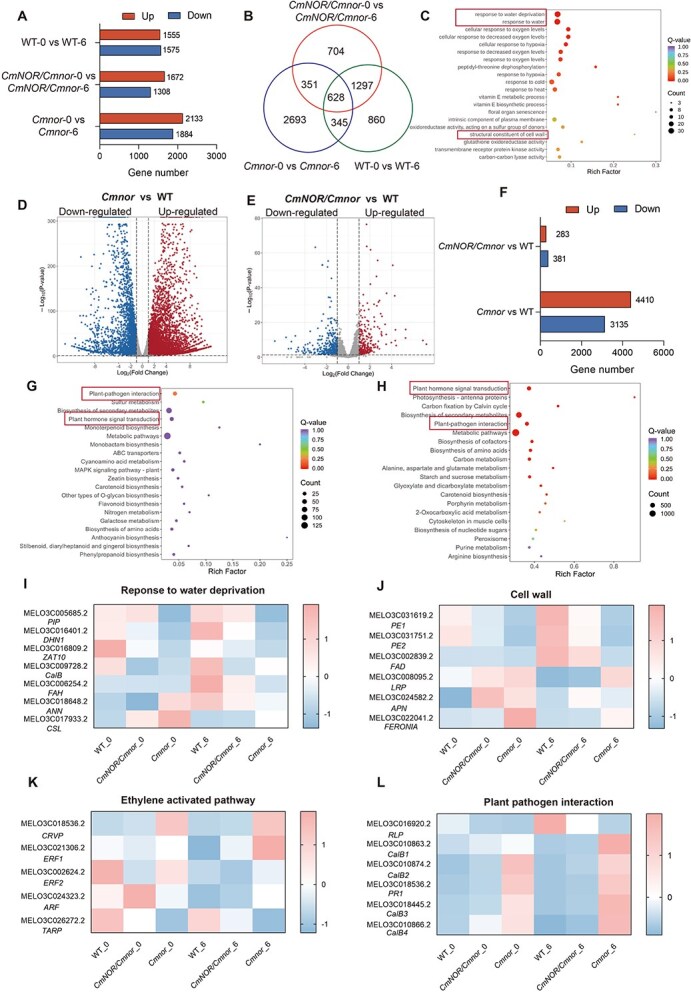
Analysis of DEGs in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits during storage. (A) Number of downregulated or upregulated DEGs in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before storage versus after storage for 6 days. (B) Venn diagram showing the extent of overlap among the DEGs in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before storage versus after storage for 6 days. (C) Gene ontology (GO) term enrichment analysis of the overlapping genes in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits. (D and E) Volcano plots showing the DEGs between WT and *Cmnor* (D) or WT and *CmNOR/Cmnor* (E) after 6 days of storage. (F) Number of downregulated or upregulated DEGs between WT, *CmNOR/Cmnor*, and *Cmnor* flesh. (G and H) KEGG pathway enrichment analysis of the DEGs between WT, *CmNOR/Cmnor*, and *Cmnor* fruit flesh. (I–L) Heatmap representation of expression levels for DEGs enriched in KEGG pathways related to water deprivation (I), cell wall biosynthesis (J), ethylene-activated pathway (K), and plant–pathogen interaction (L) in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before storage versus after storage for 6 days.

We visualized the expression levels of postharvest regulatory genes as heatmaps, which revealed genotype-specific expression patterns associated with water retention capacity (Fig. 4I). 

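Of the 7 water deprivation genes of Fig. 4I, 1 was higher and 6 lower in *Cmnor* than in WT after 6 days of storage. In *CmNOR/Cmnor* 1 was higher and 4 were lower (1 higher and 6 lower and 1 higher and 5 lower adjusted over the list alone). The list lay below other genes in both (camera, adjusted p = 0.0027 in *Cmnor* and 0.004 in *CmNOR/Cmnor*; adjusted p = 0.13 and 0.17 with an estimated correlation). As the study chose it on these samples, its count is not independent evidence. In the wider lists more members were higher than lower in *Cmnor*, as were genes in general: at limma's adjusted p alone 11071 of all genes were higher and 4324 lower. Of 36 aquaporin genes, which encode water channels, 25 were higher and 3 lower in *Cmnor* (25 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.0065; adjusted p = 0.52 with an estimated correlation). In *CmNOR/Cmnor* 2 were higher and 2 lower (2 higher and 2 lower adjusted over the list alone). The summed level of the aquaporin genes was nevertheless lower in *Cmnor*, at 3748 ± 41.1 against 12150 ± 554 FPKM in WT. The tonoplast aquaporin gene TIP4-1 (MELO3C011146.2) rose to 169 ± 12.4 FPKM in *Cmnor* from 1.49 ± 0.0890 FPKM in WT (SD, n = 3; log2 fold change 6.10, standard error 0.11, adjusted p = 8.5e-26). The plasma membrane aquaporin gene PIP2-10 (MELO3C013347.2) fell to 58.6 ± 27.5 from 6206 ± 297 FPKM (log2 fold change -6.82, standard error 0.21, adjusted p = 1.1e-20). Of 215 genes annotated with response to water deprivation, 97 were higher and 38 lower in *Cmnor* and 12 higher and 26 lower in *CmNOR/Cmnor* (98 higher and 38 lower and 12 higher and 28 lower adjusted over the list alone). Within *Cmnor* 49 were higher and 89 lower at day 6 than at day 0 (camera, adjusted p = 0.012; adjusted p = 0.37 with an estimated correlation).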

Notably, the cellulose synthase gene *CSL* (MELO3C017933.2) exhibited about a 10-fold and 2-fold higher expression in *Cmnor* and *CmNOR/Cmnor* flesh, respectively, than in WT flesh after a 6-day storage period, suggesting enhanced cell wall reinforcement (Fig. S9A). 

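*CSL* (MELO3C017933.2, chromosome 7 from 28166596 to 28168290), annotated as a cellulose synthase-like protein D5, was at 0.699 ± 0.125 FPKM in WT, 1.49 ± 0.479 FPKM in *CmNOR/Cmnor* and 9.19 ± 0.896 FPKM in *Cmnor* after 6 days of storage (SD, n = 3). This is 13.2 ± 2.68-fold of WT in *Cmnor* (log2 fold change 2.58, standard error 0.15, adjusted p = 1.0e-14). In *CmNOR/Cmnor* it is 2.14 ± 0.785-fold (log2 fold change 0.54, standard error 0.15, adjusted p = 0.019), a call lost without WT replicate 2 or *CmNOR/Cmnor* replicate 1 (adjusted p = 0.082 to 0.15). At day 0 the difference in *CmNOR/Cmnor* was larger: WT was at 0.697 ± 0.247 FPKM, *CmNOR/Cmnor* at 14.3 ± 2.43 FPKM and *Cmnor* at 27.5 ± 6.11 FPKM. These are 20.5 ± 8.07-fold and 39.4 ± 16.5-fold of WT (adjusted p = 4.3e-14 and 5.8e-19). During storage it fell in *CmNOR/Cmnor* (log2 fold change -2.62, standard error 0.15, adjusted p = 1.0e-13) and in *Cmnor* (log2 fold change -1.46, adjusted p = 4.5e-09), while in WT the change was 0.01 (adjusted p = 1).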

Six stress-responsive genes displayed coordinated downregulation in *Cmnor* and *CmNOR/Cmnor*: the aquaporin gene *PIP* (MELO3C005685.2; 25-fold in *Cmnor*, 15% in *CmNOR/Cmnor*), the calmodulin-binding protein gene *CalB* (MELO3C009728.2; 2×/2×), the fatty acid hydroxylase gene *FAH* (MELO3C006254.2; 2000-fold/2-fold), the dehydrin gene *DHN1* (MELO3C016401.2; 20-fold/3-fold), the zinc finger protein gene *ZAT10* (MELO3C016809.2; 3-fold/1.5-fold), and the annexin gene ANN (MELO3C018648.2; 30% lower/20% lower) (Fig. S9B–G). 

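Of the 6 genes, *PIP*, *FAH*, *DHN1* and *ANN* encode a water channel, a protein annotated as ECERIFERUM 1-like (of wax formation), a dehydrin and an annexin. All 6 were lower in *Cmnor* than in WT after 6 days of storage. *PIP* (MELO3C005685.2, chromosome 9 from 23466873 to 23469204) was at 5364 ± 285 FPKM in WT, 4577 ± 345 FPKM in *CmNOR/Cmnor* and 182 ± 6.65 FPKM in *Cmnor* (SD, n = 3). It was 29.5 ± 1.90-fold lower in *Cmnor* (log2 fold change -4.88, standard error 0.13, adjusted p = 1.9e-22) and at 85.3% of WT in *CmNOR/Cmnor* (log2 fold change -0.23, standard error 0.13, adjusted p = 0.31). *FAH* (MELO3C006254.2, chromosome 6 from 2060146 to 2067875) was at 186 ± 54.5, 70.2 ± 7.71 and 0.758 ± 0.645 FPKM in the same order. It was 245 ± 221-fold lower in *Cmnor* (log2 fold change -6.75, standard error 0.27, adjusted p = 2.1e-18) and 2.65 ± 0.829-fold lower in *CmNOR/Cmnor* (log2 fold change -1.36, standard error 0.27, adjusted p = 0.0011). The WT replicates stood at 247, 141 and 171 FPKM and those of *Cmnor* at 0.276, 1.49 and 0.508 FPKM. *DHN1* (MELO3C016401.2, chromosome 7 from 24180093 to 24180395) was at 19.1 ± 2.42, 7.49 ± 1.16 and 1.09 ± 0.749 FPKM. It was 17.5 ± 12.2-fold lower in *Cmnor* (adjusted p = 5.9e-12) and 2.55 ± 0.510-fold lower in *CmNOR/Cmnor* (adjusted p = 0.0019). The calmodulin-binding protein gene *CalB* (MELO3C009728.2) was at 324 ± 7.38, 131 ± 35.7 and 190.2 ± 22.2 FPKM. Relative to WT it was 2.47 ± 0.677-fold lower in *CmNOR/Cmnor* and 1.70 ± 0.202-fold lower in *Cmnor* (adjusted p = 3.4e-06 and 2.4e-04). *ZAT10* (MELO3C016809.2), a zinc finger gene of stress responses, was 2.38 ± 0.460-fold lower in *Cmnor* (adjusted p = 1.0e-06) and 1.41 ± 0.350-fold lower in *CmNOR/Cmnor*, which did not pass the test (adjusted p = 0.088), from 474 ± 82.0 FPKM in WT. *ANN* (MELO3C018648.2) was at 75.2% of WT in *CmNOR/Cmnor* and 63.8% in *Cmnor* (log2 fold changes -0.41 and -0.64, adjusted p = 0.0034 and 5.3e-07).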

RT-qPCR confirmed that the expression patterns of key genes involved in water deprivation response were consistent with the RNA-seq data (Fig. S9H–N).

We also observed genotype-specific postharvest adaptation strategies in the expression patterns of cell wall–associated pathways, as hinted by the GO analysis above. 

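The 6 genes of Fig. 4J fell into 3 lower and 3 higher in *Cmnor* than in WT after 6 days of storage, over all genes and adjusted over the list alone (3 higher and 3 lower). In *CmNOR/Cmnor* 2 were higher and 2 lower over all genes, and 2 higher and 3 lower adjusted over the list alone. The lower ones are the pectinesterase genes *PE1* (MELO3C031619.2, chromosome 6 from 5324832 to 5326065) and *PE2* (MELO3C031751.2, chromosome 6 from 5322869 to 5324213) and *FAD* (MELO3C002839.2, chromosome 12 from 19849853 to 19851484), annotated as a flavin-dependent oxidoreductase FOX5-like. The higher ones in *Cmnor* are *LRP* (MELO3C008095.2, chromosome 3 from 481147 to 483193), annotated as a probably inactive leucine-rich repeat receptor-like kinase, the aspartic proteinase gene *APN* (MELO3C024582.2, chromosome 8 from 9159847 to 9162122) and the receptor-like kinase gene *FERONIA* (MELO3C022041.2, chromosome 9 from 1658149 to 1660582). The study chose them on these samples, so that they are not independent evidence of a direction, and the list goes both ways and did not pass the set test. The rise of *APN* in *Cmnor* rests on the scaling: with libraries scaled to the same median its log2 fold change turns to -0.33 (adjusted p = 0.052).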

We identified six DEGs related to cell wall dynamics from a comparative analysis, divided into three repressed genes in *Cmnor* and *CmNOR/Cmnor* fruits, and three upregulated signaling-related genes in *Cmnor* and *CmNOR/Cmnor* fruits. 

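Pectinesterases remove methyl groups from pectin. The genes *PE1* (MELO3C031619.2) and *PE2* (MELO3C031751.2), with the same annotation and possibly shared reads, were both lower in *CmNOR/Cmnor* and nearly absent in *Cmnor* after 6 days of storage. *PE1* was at 16.7 ± 1.87 FPKM in WT and 6.69 ± 0.803 FPKM in *CmNOR/Cmnor* (SD, n = 3), 39.9% of WT (log2 fold change -1.21, standard error 0.12, adjusted p = 9.5e-08). The *Cmnor* replicates of *PE1* stood at 0, 0.0672 and 0 FPKM (log2 fold change -4.11, standard error 0.12, adjusted p = 3.2e-21). *PE2* was at 10.3 ± 0.760 FPKM in WT and 4.84 ± 1.21 FPKM in *CmNOR/Cmnor*, 46.7% of WT (log2 fold change -0.98, standard error 0.17, adjusted p = 2.4e-04). The *Cmnor* replicates of *PE2* stood at 0.193, 0 and 0 FPKM (log2 fold change -3.42, standard error 0.17, adjusted p = 2.8e-16). *FAD* (MELO3C002839.2) was at 269 ± 38.4 FPKM in WT, 174 ± 13.9 FPKM in *CmNOR/Cmnor*, 64.6% of WT (log2 fold change -0.62, standard error 0.28, adjusted p = 0.19). In *Cmnor* it was at 2.48 ± 0.719 FPKM, 109 ± 35.2-fold lower (log2 fold change -6.29, standard error 0.28, adjusted p = 3.1e-17). The difference of *FAD* between *CmNOR/Cmnor* and WT did not pass the test. During storage *FAD* rose from 13.8 ± 3.49 FPKM in WT and 15.9 ± 1.29 FPKM in *CmNOR/Cmnor* (adjusted p = 2.6e-12 and 1.7e-10) and not in *Cmnor* (adjusted p = 1).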

The pectinesterase isoform genes *PE1* (MELO3C031619.2) and *PE2* (MELO3C031751.2), along with the oxidative metabolism regulator *FAD* (MELO3C002839.2), were barely expressed in *Cmnor* fruit flesh, while their transcript levels accumulated to about 50% of WT levels in *CmNOR/Cmnor* fruit flesh (Fig. S10A–C). Conversely, signaling components including the developmental regulator gene *LRP* (MELO3C008095.2), the protease gene *APN* (MELO3C024582.2), and the mechanosensitive kinase gene *FERONIA* (MELO3C022041.2) showed moderate 50% inductions in *CmNOR/Cmnor* after 6 days of storage (Fig. S10D–F). 

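After 6 days of storage *LRP* (MELO3C008095.2) was at 5.52 ± 2.27 FPKM in WT, 8.67 ± 0.321 FPKM in *CmNOR/Cmnor* and 53.7 ± 5.16 FPKM in *Cmnor* (SD, n = 3). This is 1.57 ± 0.647-fold of WT in *CmNOR/Cmnor* (log2 fold change 0.63, standard error 0.14, adjusted p = 0.0037) and 9.73 ± 4.10-fold in *Cmnor* (log2 fold change 3.13, adjusted p = 4.3e-17). *APN* (MELO3C024582.2) was at 44.8 ± 4.79, 72.4 ± 0.982 and 56.7 ± 11.1 FPKM. The ratio was 1.61 ± 0.174-fold of WT in *CmNOR/Cmnor* (log2 fold change 0.68, standard error 0.13, adjusted p = 8.4e-04) and 1.26 ± 0.282-fold in *Cmnor* (log2 fold change 0.32, adjusted p = 0.039). *FERONIA* (MELO3C022041.2) was low in WT and *CmNOR/Cmnor*, at 0.117 ± 0.0579 and 0.30 ± 0.126 FPKM (adjusted p = 0.36), and at 4.61 ± 0.404 FPKM in *Cmnor* (adjusted p = 2.1e-15). All 3 were already higher in *Cmnor* at day 0, with limma's adjusted p = 1.3e-05, 1.4e-13 and 5.2e-18. The level of *APN* was then 92.6 ± 3.97 FPKM against 22.1 ± 1.57 FPKM in WT and 119 ± 11.5 FPKM in *CmNOR/Cmnor*. The call of *APN* in *Cmnor* after storage is lost without WT replicate 1, WT replicate 2, *Cmnor* replicate 1 or *Cmnor* replicate 2 (adjusted p = 0.07 to 0.23).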

RT-qPCR confirmed that the expression patterns of key genes involved in cell wall organization were consistent with the RNA-seq data (Fig. S10G–L).

Other GO categories were related to ethylene biosynthesis and pathogen defense pathways, which again revealed genotype-specific postharvest adaptation mechanisms. 

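Of the 5 ethylene genes of Fig. 4K, 4 were higher and 1 lower in *Cmnor* than in WT after 6 days of storage. In *CmNOR/Cmnor* 3 were higher and 2 lower (4 higher and 1 lower and 3 higher and 2 lower adjusted over the list alone). They were chosen by the study on these samples and are not independent evidence. The set test did not pass in either comparison (camera, adjusted p = 0.77 and 0.067). Within WT 4 of the 5 fell during storage (camera, adjusted p = 7.9e-04; adjusted p = 0.071 with an estimated correlation). The tryptophan aminotransferase-related gene *TARP* (MELO3C026272.2, chromosome 2 from 26336200 to 26342061), of a family that makes an auxin precursor, was at 2.07 ± 0.389 FPKM in WT, 0.959 ± 0.164 FPKM in *CmNOR/Cmnor* and 0.0268 ± 0.0169 FPKM in *Cmnor* (SD, n = 3). In *CmNOR/Cmnor* this is 2.16 ± 0.549-fold lower than WT (log2 fold change -0.65, standard error 0.11, adjusted p = 2.7e-04). In *Cmnor* the ratio of means is 77.5 ± 51.2-fold lower (log2 fold change -1.57, standard error 0.11, adjusted p = 9.6e-13), a ratio with a wide SD because the *Cmnor* level is that of about 1 fragment in 1 kb. *TARP* was lower in *Cmnor* at 33, 36 and 39 DAP as well, at 0.0934 ± 0.0497, 0.130 ± 0.0477 and 0.0295 ± 0.00623 FPKM against 7.68 ± 0.778, 2.50 ± 0.198 and 1.05 ± 0.413 FPKM in WT (adjusted p = 8.1e-19, 4.9e-13 and 1.5e-08).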

Four ethylene-activated genes showed a progressive upregulation in *CmNOR/Cmnor* and *Cmnor*, while a tryptophan aminotransferase-related protein gene (*TARP*, MELO3C026272.2) was strongly repressed (10-fold in *Cmnor* and 2-fold in *CmNOR/Cmnor*) compared with expression in WT fruits (Fig. S11A). 

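*ERF1* (MELO3C021306.2, chromosome 11 from 30447838 to 30449373), annotated as a RAP2-3-like factor, rose in both genotypes relative to WT after 6 days of storage. The gene *ERF2* (MELO3C002624.2, chromosome 12 from 22659740 to 22660932) rose in *Cmnor* and fell in *CmNOR/Cmnor*. *ERF1* was at 86.9 ± 20.7 FPKM in WT, 195 ± 27.4 FPKM in *CmNOR/Cmnor* and 409 ± 36.9 FPKM in *Cmnor* (SD, n = 3). These are 2.24 ± 0.620-fold (log2 fold change 1.17, standard error 0.15, adjusted p = 2.6e-06) and 4.71 ± 1.2-fold of WT (log2 fold change 2.24, standard error 0.15, adjusted p = 1.1e-13). *ERF2* was at 10.9 ± 2.32, 4.25 ± 0.802 and 23.1 ± 3.66 FPKM. It was 2.56 ± 0.729-fold lower in *CmNOR/Cmnor* (log2 fold change -1.17, standard error 0.28, adjusted p = 0.0052) and 2.12 ± 0.564-fold of WT in *Cmnor* (log2 fold change 1.03, standard error 0.28, adjusted p = 0.0018). The rise of *ERF2* in *Cmnor* does not pass with libraries scaled to the same median (log2 fold change 0.40, adjusted p = 0.24). The gene named *ARF* (MELO3C024323.2, chromosome 1 from 36012417 to 36013119), annotated as auxin-responsive protein SAUR78, was at 9.71 ± 3.24, 19.9 ± 1.78 and 54.9 ± 8.94 FPKM. The ratios were 2.04 ± 0.707-fold and 5.66 ± 2.10-fold of WT (adjusted p = 2.6e-05 and 2.1e-14). *CRVP* (MELO3C018536.2, chromosome 1 from 978647 to 979283), annotated as pathogen-related protein 1, was at 4.30, 2.13 and 2.84 FPKM in the WT replicates, 27.3, 18.2 and 11.3 FPKM in those of *CmNOR/Cmnor* and 88.8, 1151 and 145 FPKM in those of *Cmnor*. The log2 fold changes were 2.24 (adjusted p = 0.022) and 5.95 (adjusted p = 3.6e-09). Its call in *CmNOR/Cmnor* is lost without WT replicate 2, WT replicate 3, *CmNOR/Cmnor* replicate 1 or *CmNOR/Cmnor* replicate 2 (adjusted p = 0.054 to 0.11).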

The expressions of key regulators such as ethylene-responsive transcription factor genes (*ERF1*, *ERF2*, MELO3C021306.2/MELO3C002624.2), an auxin-responsive factor gene (*ARF*, MELO3C024323.2), and a cysteine-rich venom protein gene (*CRVP*, MELO3C018536.2) showed dramatic induction in *Cmno*r (3- to 5-fold over WT levels), with *CmNOR/Cmnor* exhibiting intermediate expression levels (2-fold over WT levels) (Fig. S11B–E). RT-qPCR confirmed that the expression patterns of key genes in the ethylene signaling pathway were consistent with the RNA-seq data (Fig. S11F–J).

Concurrently, plant–pathogen interaction pathways revealed a striking genotype divergence. 

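*CalB1* to *CalB4* were higher in *Cmnor* flesh than in WT after 6 days of storage, and in *CmNOR/Cmnor* only the call of *CalB4* held in every fit without 1 library. *CalB1* (MELO3C010863.2, chromosome 3 from 30337495 to 30337842) was at 2.02 ± 0.0740 FPKM in WT, 4.79 ± 2.63 FPKM in *CmNOR/Cmnor* and 235 ± 26.0 FPKM in *Cmnor* (SD, n = 3). In *CmNOR/Cmnor* it was 2.37 ± 1.30-fold (log2 fold change 0.85, standard error 0.21, adjusted p = 0.0075) and in *Cmnor* 116 ± 13.5-fold the WT level (log2 fold change 6.28, standard error 0.21, adjusted p = 3.5e-20). *CalB3* (MELO3C018445.2, chromosome 1 from 330942 to 331803) was at 2.07 ± 0.70, 4.71 ± 2.38 and 74.2 ± 4.72 FPKM. The ratios to WT were 2.27 ± 1.38-fold (log2 fold change 0.84, standard error 0.24, adjusted p = 0.02) and 35.8 ± 12.3-fold (log2 fold change 4.64, standard error 0.24, adjusted p = 5.2e-16). For *CalB4* (MELO3C010866.2, chromosome 3 from 30320193 to 30320862) the levels were 25.5 ± 3.43, 52.1 ± 22.9 and 568 ± 45.8 FPKM, 2.04 ± 0.937-fold (adjusted p = 0.0015) and 22.3 ± 3.49-fold (adjusted p = 1.0e-17). *CalB2* (MELO3C010874.2, chromosome 3 from 30285210 to 30286013) was at 31.9 ± 3.10, 75.6 ± 36.1 and 553 ± 363 FPKM. The difference passed the test in *Cmnor* (adjusted p = 1.1e-08) and not in *CmNOR/Cmnor* (adjusted p = 0.11). *PR1*, with the identifier MELO3C018536.2, was 6.12 ± 3.40-fold of WT in *CmNOR/Cmnor* and 149 ± 201-fold in *Cmnor*, a ratio set mostly by *Cmnor* replicate 2. Of 95 calmodulin and calcium-binding genes, 52 were higher and 12 lower in *Cmnor* (52 higher and 13 lower adjusted over the list alone; camera, adjusted p = 0.028; adjusted p = 0.6 with an estimated correlation). In *CmNOR/Cmnor* 7 were higher and 11 lower (9 higher and 12 lower adjusted over the list alone). In *CmNOR/Cmnor* the calls of *CalB1* and *CalB3* are lost without *CmNOR/Cmnor* replicate 1 (adjusted p = 0.099) and without WT replicate 2 or *CmNOR/Cmnor* replicate 1 (adjusted p = 0.12 to 0.2), in that order.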

The expression levels of the pathogenesis-related protein gene PR1 (MELO3C018536.2) and four calcium sensor genes (ClaB1–4, MELO3C010863.2, MELO3C010874.2, MELO3C018445.2, MELO3C010866.2) were induced in *CmNOR/Cmnor* about 5- to 7-fold over those of WT fruits and 20-fold in *Cmnor* fruits. A receptor-like protein kinase gene (RLP, MELO3C016920.2) showed an opposite pattern, with a 40-fold suppression in *Cmnor* and a 4-fold suppression in *CmNOR/Cmnor* relative to WT fruits (Fig. S12A–F). 

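*RLP* (MELO3C016920.2, chromosome 7 from 1127621 to 1129826) was at 299.6 ± 24.4 FPKM in WT, 74.2 ± 11.4 FPKM in *CmNOR/Cmnor* and 8.63 ± 1.23 FPKM in *Cmnor* after 6 days of storage (SD, n = 3). It was 4.04 ± 0.702-fold lower in *CmNOR/Cmnor* (log2 fold change -2.01, standard error 0.18, adjusted p = 1.2e-08) and 34.7 ± 5.71-fold lower in *Cmnor* (log2 fold change -4.97, standard error 0.18, adjusted p = 2.6e-19). At day 0 the levels were 50.5 ± 7.85, 7.96 ± 2.08 and 2.55 ± 0.992 FPKM. During storage the gene rose in WT (log2 fold change 2.55, adjusted p = 6.6e-12), in *CmNOR/Cmnor* (log2 fold change 3.08, adjusted p = 1.4e-13) and in *Cmnor* (log2 fold change 1.47, adjusted p = 1.0e-07).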

RT-qPCR confirmed that the expression patterns of key genes involved in water deprivation response were consistent with the RNA-seq data (Fig. S12G–L).

These coordinated changes of enhanced ethylene responsiveness and reconfigured pathogen defenses collectively underpin *CmNOR/Cmnor* commercial superiority, synergistically extending shelf life through delayed ripening and reinforced biotic resistance while maintaining flesh integrity.

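Of the 6 pathogen genes of Fig. 4L, 5 were higher and 1 lower in *Cmnor* after 6 days of storage, and 4 were higher and 1 lower in *CmNOR/Cmnor* (5 higher and 1 lower and 5 higher and 1 lower adjusted over the list alone). The list did not pass the set test (camera, adjusted p = 0.26 in *Cmnor* and 0.13 in *CmNOR/Cmnor*). Being chosen by the study on these samples, it is not independent evidence. Of 99 genes of pathogenesis-related proteins, chitinases and glucanases, 57 were higher and 10 lower in *Cmnor* and 0 higher and 11 lower in *CmNOR/Cmnor* (57 higher and 10 lower and 0 higher and 11 lower adjusted over the list alone). The set test did not pass (camera, adjusted p = 0.2 and 0.62). Within this group the acidic endochitinase-like gene MELO3C005859.2 was lower in *CmNOR/Cmnor*, at 0.586 ± 0.222 FPKM (SD, n = 3) against 41.8, 2.53 and 1.65 FPKM in the WT replicates (log2 fold change -2.23, adjusted p = 0.0062). From these changes the paper states that enhanced ethylene responsiveness and altered pathogen defenses together extend the shelf life of *CmNOR/Cmnor* fruits.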

### Ethylene treatment accelerates fruit softening and shortens shelf life without compromising fruit quality

*CmNOR/Cmnor* and *Cmnor* fruits displayed significantly lower ethylene production at some time points (*CmNOR/Cmnor*) or throughout (*Cmnor*) the storage period. To investigate the regulatory role of ethylene in postharvest fruit quality, we treated 30 DAP *Cmnor* and *CmNOR/Cmnor* fruits with ethephon. Following treatment with ethylene or water as control and a 12-day storage period, we examined all fruits. Notably, ethylene treatment failed to induce pericarp darkening in either *CmNOR/Cmnor* or *Cmnor* fruits (Fig. 5A) and had no significant effect on the SSC (°Brix) compared with untreated controls (Fig. 5B). However, ethylene treatment accelerated the softening of *CmNOR/Cmnor* fruits. While *Cmnor* fruits maintained superior firmness relative to *CmNOR/Cmnor* and WT fruits regardless of treatment, the firmness of ethylene-treated *CmNOR/Cmnor* fruits declined to reach levels comparable with those of WT fruits not treated with ethylene (Fig. 5C). These findings collectively demonstrate that ethylene treatment accelerates textural deterioration without modifying coloration or biochemical quality parameters, ultimately leading to shortened shelf stability of *CmNOR/Cmnor* and *Cmnor* fruits.

**Figure 5:**
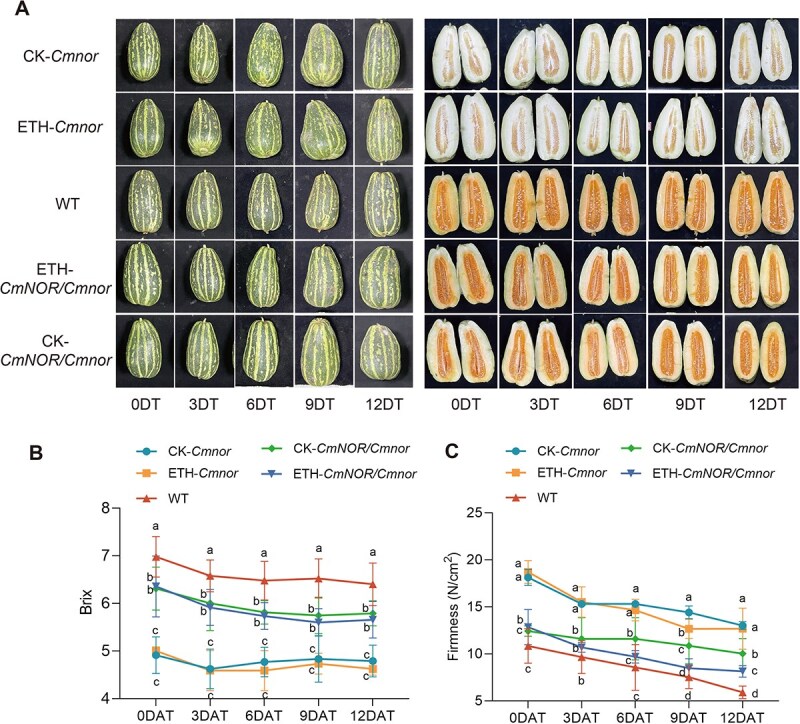
Ethylene treatment accelerates fruit softening. (A) Representative photographs of WT, *CmNOR/Cmnor*, and *Cmnor* fruits with or without ethylene treatment, over 12 days of storage (DT). (B) The °Brix of WT, *CmNOR/Cmnor*, and *Cmnor* fruits with or without ethylene treatment, over 12 days of storage. (C) The firmness of WT, *CmNOR/Cmnor*, and *Cmnor* fruits with or without ethylene treatment, over 12 days of storage. For (B, C), values are means ± SD from nine replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage, as determined by one-way ANOVA followed by Tukey’s multiple range test (*P* < 0.05).

## Discussion

Melons display a unique dual ripening physiology, exhibiting characteristics of both climacteric and nonclimacteric fruit types [4]. Thin-rind melon varieties predominantly follow a climacteric ripening pattern, characterized by a pronounced ethylene biosynthesis burst accompanied by rapid fruit softening, which substantially compromises postharvest longevity. In our previous investigation, we successfully generated homozygous *Cmnor* mutants in thin-rind melon through CRISPR/Cas9 editing. While these engineered lines demonstrated remarkably extended shelf-life exceeding that of conventional varieties, they also exhibited significant quality deterioration, particularly in their flavor profile and textural attributes [9]. To harness this genetic material for practical agricultural solutions, we generated heterozygous *CmNOR/Cmnor* plants through genetic crossing of the CRISPR/Cas9-derived homozygous *Cmnor* mutant to its WT parental line. Remarkably, the fruits of the resulting *CmNOR/Cmnor* F1 hybrids showed delayed ripening and a 3- to 5-day extension in their postharvest shelf life relative to WT fruits, while maintaining good fruit quality, including SSC and firmness (Figs S1 and S3). Furthermore, to optimize breeding outcomes, we crossed the *Cmnor* mutant with elite parental lines with superior organoleptic traits. The resulting F1 hybrids retained the extended shelf life without compromising key quality attributes, demonstrating the compatibility of the *Cmnor* mutant for generating high-yielding, consumer-preferred phenotypes (Figs S1 and S3). This synergistic approach of combining precision gene editing with strategic hybridization should substantially accelerate breeding cycles compared with conventional methods. These findings provide a mechanistic framework for developing new thin-skinned melon hybrid varieties with enhanced storability and transport resilience, addressing a critical bottleneck in commercial melon production.

Flesh pigmentation is a primary visual determinant of fruit quality, with coloration intensity directly influencing consumer appeal. This study focused on two thin-rind melon varieties characterized by orange mesocarp. Ripening-associated color transition progressed from white to orange, with fruit flesh of F1 hybrids exhibiting a 6-day delay in color shift compared with that of WT fruits, achieving comparable pigmentation by 39 DAP (Fig. 1). 

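After 6 days of storage 0 of the 7 carotenoid genes of Fig. 2 were higher and 1 was lower in *CmNOR/Cmnor* than in WT (0 higher and 2 lower adjusted over the list alone). In *Cmnor* 0 were higher and 7 lower (0 higher and 7 lower adjusted over the list alone). The study chose the list on these samples, so that it is not independent evidence. The gene that differed in *CmNOR/Cmnor* was *PSY2* (MELO3C014677.2), at 18.1 ± 1.98 FPKM against 36.7 ± 5.00 FPKM in WT (SD, n = 3; log2 fold change -0.98, standard error 0.15, adjusted p = 6.1e-05). *PSY1* (MELO3C025102.2) was at 227 ± 8.12 FPKM in *CmNOR/Cmnor*, 197 ± 9.67 FPKM in WT and 17.8 ± 2.07 FPKM in *Cmnor* (adjusted p = 0.13 and 7.4e-23 against WT). For *PDS* (MELO3C017772.2) the levels were 301 ± 34.8, 312 ± 22.1 and 41.0 ± 6.95 FPKM. For *ZDS* (MELO3C024674.2) they were 79.7 ± 5.32, 92.5 ± 4.34 and 36.1 ± 0.50 FPKM in the same order. During storage *ZDS* fell in WT and *CmNOR/Cmnor* (log2 fold changes -0.62 and -0.61, adjusted p = 2.4e-07 and 3.8e-07), and *PSY1* fell in *Cmnor* (log2 fold change -1.30, adjusted p = 4.9e-13).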

During postharvest storage, we did not detect any pronounced alterations in coloration or in the expression of carotenoid biosynthesis genes between *CmNOR/Cmnor* and WT fruits. We propose that the stabilization of flesh coloration prior to storage reflects the completion of β-carotene accumulation during ripening, entering a metabolic equilibrium phase where extended storage fails to stimulate further carotenogenesis.

Soluble sugar concentrations are pivotal to fruit quality, exhibiting dynamic changes throughout fruit developmental and postharvest phases. During fruit ontogeny, substantial sugar accumulation occurs, with pronounced divergence observed between F1 hybrids and their WT counterparts at early developmental stages (Fig. 1). This disparity progressively diminishes, with °Brix reaching similar levels in WT and *CmNOR/Cmnor* fruits by 39 DAP, reflecting the converging expression patterns of core sugar metabolism genes. Notably, *CmNOR/Cmnor* fruits demonstrated intermediate transcriptome profiles for these regulatory genes compared with *Cmnor* and WT fruits, potentially explaining their transitional sugar accumulation phenotypes (Fig. S3). 

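Across all genes that separate *Cmnor* from WT, *CmNOR/Cmnor* flesh lay close to WT rather than midway. For each DEG between *Cmnor* and WT, the level in *CmNOR/Cmnor* was placed on a scale on which WT is 0 and *Cmnor* is 1, on log2(FPKM + 1). The median place was 0.0635 ± 0.0264 at 33 DAP, 0.0275 ± 0.00865 at 36 DAP, 0.0174 ± 0.00807 at 39 DAP and -0.00922 ± 0.00645 after 6 days of storage (SD of the medians of 3 *CmNOR/Cmnor* libraries, which does not include the spread of the WT and *Cmnor* libraries). Without 1 library the place at 36 DAP ranged from 0.0131 (without WT replicate 2) to 0.0434 (without WT replicate 1). At 33 and 39 DAP and after storage it ranged over 0.0411 to 0.0766, 0.0110 to 0.0209 and -0.0137 to -0.00318. The quartiles at 33 DAP were -0.0390 and 0.217. Genes lower in *Cmnor* had median places of 0.133, 0.0618, 0.126 and 0.0507 at these stages. Genes higher in *Cmnor* had 0.0493, 0.0213, 0 and -0.0198. A limma test of the *CmNOR/Cmnor* level against the mean of WT and *Cmnor* found 5899 of 7250 of these genes nearer to WT and 160 nearer to *Cmnor* at 33 DAP, while 1191 did not pass. After storage the counts were 6456, 57 and 514 of 7027. The sucrose synthase gene *Susy* (MELO3C025101.2) at 33 DAP is among the genes with *CmNOR/Cmnor* far from WT, and the hexokinase gene *HK* (MELO3C015169.2) among those with *CmNOR/Cmnor* at WT. The scale between WT and *Cmnor* moves with the scaling: with libraries scaled to the same median the place at 33 DAP is 0.0996 ± 0.0253 and after storage 0 ± 0.00561.

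**Figure D3:**
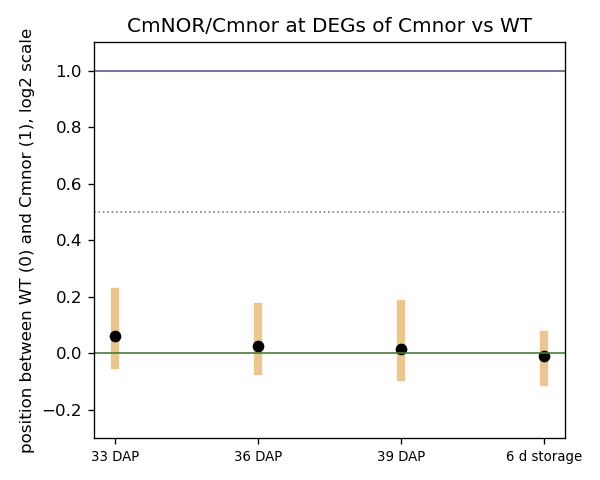
Median and quartiles of the place of the *CmNOR/Cmnor* level between WT (0) and *Cmnor* (1) over the DEGs between *Cmnor* and WT at 33, 36 and 39 DAP and after 6 d of storage, on the log2(FPKM + 1) scale. The medians lie between -0.00922 and 0.0635, near WT.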

Postharvest sugar dynamics diverge fundamentally from developmental accumulation patterns. In starch-accumulating species (e.g. apple, banana), transient sugar elevation occurs through the conversion of starch into soluble sugars during early storage, followed by progressive carbohydrate depletion with prolonged storage [13, 14]. By contrast, sucrose-dominated systems exemplified by thin-skinned melons exhibit rapid disaccharide degradation during storage, leading to marked quality deterioration. Our findings reveal that *CmNOR/Cmnor* fruits demonstrate attenuated sucrose degradation kinetics compared with WT fruits, effectively maintaining superior organoleptic properties. This preservation mechanism likely stems from hybrid-specific regulation of sucrose metabolism pathways, although the exact molecular mediators require elucidation.

**Figure 6:**
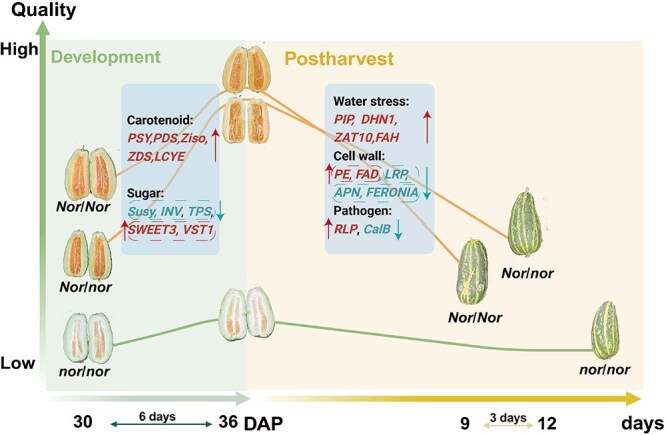
Proposed model of different *CmNOR* variants during fruit ripening and postharvest storage. *CmNOR/Cmnor* represents the WT lines, *CmNOR/Cmnor* represents heterozygous plants, and Cmnor/*Cmnor* are homozygous *Cmnor* mutants. The upward/downward arrow represents the *higher/lower* expression of genes in WT or *CmNOR/Cmnor* flesh than in *Cmnor* flesh, respectively.

Fruit firmness serves as a critical physiological marker for evaluating maturity and postharvest longevity, with established correlations between these two aspects across diverse species [15–17]. In melons, the *Cmnor* mutation confers a distinct firmness trajectory: while WT fruits undergo rapid softening during ripening, the firmness decline in *CmNOR/Cmnor* fruits is significantly slower, displaying intermediate firmness between homozygous *Cmno*r and WT fruits. This phenotypic gradient highlights the dosage effect of *Cmnor* on ripening regulation. Cell wall remodeling via enzymes such as polygalacturonases and pectin methylesterases drives tissue softening. 

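In *CmNOR/Cmnor* flesh the cell wall genes of Fig. S7 went both ways during ripening: of 12, 4 were higher and 3 lower than in WT at 33 DAP, 1 higher and 2 lower at 36 DAP and 4 higher and 8 lower at 39 DAP (4 higher and 3 lower, 1 higher and 2 lower and 4 higher and 8 lower adjusted over the list alone). They are genes the study chose on these samples, and so not independent evidence. Those higher at 39 DAP were the 4 polygalacturonase genes of the list, and those lower the XTH and pectinesterase genes. For example, the pectinesterase gene MELO3C005532.2 was at 0.411 ± 0.164 FPKM in *CmNOR/Cmnor* and 2.50 ± 0.983 FPKM in WT (SD, n = 3; log2 fold change -1.27, standard error 0.17, adjusted p = 1.9e-06). The XTH gene MELO3C017478.2 stood at 20.3 ± 2.65 and 84.5 ± 7.74 FPKM (log2 fold change -2.01, standard error 0.42, adjusted p = 6.5e-04). Outside that list, the XTH gene MELO3C009367.2 was lower in *CmNOR/Cmnor* at 36 DAP, at 2.25 ± 0.209 FPKM against 27.8 ± 6.10 FPKM in WT (log2 fold change -3.13, standard error 0.17, adjusted p = 5.1e-13). After 6 days of storage it was lower again, at 1.56 ± 0.222 against 6.32 ± 1.71 FPKM (adjusted p = 5.7e-07). Of 42 cellulose synthase genes 7 were higher and 5 lower in *CmNOR/Cmnor* at 36 DAP (7 higher and 7 lower adjusted over the list alone; camera, adjusted p = 0.016; adjusted p = 0.6 with an estimated correlation). Of 30 expansin genes 0 were higher and 3 lower, and of 59 beta-galactosidase genes 1 higher and 6 lower (0 higher and 3 lower and 1 higher and 5 lower adjusted over the list alone). After storage, of 27 XTH genes 0 were higher and 1 lower, of 44 polygalacturonase genes 3 higher and 4 lower and of 33 pectinesterase genes 1 higher and 5 lower in *CmNOR/Cmnor* (0 higher and 1 lower, 3 higher and 4 lower and 1 higher and 5 lower adjusted over the list alone). The polygalacturonase gene MELO3C015128.2 remained above WT after storage, at 103 ± 7.22 against 43.1 ± 5.07 FPKM (log2 fold change 1.24, adjusted p = 5.1e-04).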

Our comparative transcriptome analysis revealed that *CmNOR/Cmnor* fruits exhibit lower expression of these cell wall modification genes during fruit ripening and storage, mirroring findings in tomato, where *SlNOR* directly suppresses cell wall catabolism [10, 18]. The flesh of *CmNOR/Cmnor* fruits demonstrated intermediate repression of expression, delaying cell wall degradation and extending firmness retention. Slower water loss in *CmNOR/Cmnor* fruits (10% loss, in contrast to 15% for WT fruits) synergizes with delayed cell wall disassembly, collectively preserving structural integrity. This dual mechanism explains the extended shelf life of *CmNOR/Cmnor* fruits without compromising quality metrics, as observed in *Cmnor* lines.

The postharvest utilization of ethylene and 1-methylcyclopropene (1-MCP) has revolutionized the storage protocols for climacteric fruits by modulating their ripening trajectories. The application of these compounds to fruits profoundly alters their shelf life, with ethylene accelerating senescence while 1-MCP effectively delaying ripening [19, 20]. Ethylene treatment typically induces characteristic ripening phenotypes in climacteric species, including enhanced pigmentation, soluble sugar accumulation, and tissue softening through cell wall modifications [14]. This regulatory effect is exemplified in tomato *nor* mutants, where ethylene exposure partially restores ripening capacity by accelerating color transition and textural changes, ultimately shortening shelf stability [18]. By contrast, *Cmnor* homozygous mutants exhibit severely impaired ripening capacity, maintaining prolonged postharvest integrity but developing inferior organoleptic qualities [8, 9]. Intriguingly, while ethylene treatment significantly enhances mesocarp softening in these mutant melon fruits, it fails to rescue normal ripening parameters or restore characteristic sugar profiles and coloration development. Our experimental data corroborate this phenomenon across three distinct genotypes, demonstrating the consistent promotion of textural modification conferred by ethylene treatment without concomitant improvements in flesh coloration or carbohydrate metabolism (Fig. 3). These observations underscore the complex, species-specific nature of ethylene signaling, particularly regarding its dissociation between softening and other ripening markers. We speculate that this may be because the regulation of flesh color and sugar content in melon fruits relies on *CmNOR*, with key functional genes being directly or indirectly regulated by NOR. However, fruit firmness is additionally governed by other critical regulatory factors besides *CmNOR*, resulting in the differential response. Nevertheless, the precise molecular mechanisms governing ethylene-mediated fruit softening remain elusive, warranting further investigation into its downstream effectors and crosstalk with parallel ripening pathways.

The *CmNOR/Cmnor* F1 hybrids generated in this study demonstrated dual agronomic advantages, exhibiting a 6-day ripening delay and a 3- to 5-day shelf-life extension relative to WT fruits, while preserving key quality attributes (Fig. 6). This genotype-specific decoupling of ripening chronology from quality deterioration provides a strategic framework for breeding thin-skinned melon cultivars with enhanced postharvest integrity. Crucially, the delayed yet complete maturation in F1 hybrids ensured full flavor and pigment development prior to storage, marking a critical advancement over conventional ripening-inhibited mutants that often sacrifice sensory quality for longevity. These findings establish *CmNO*R heterozygosity as a promising target for molecular breeding programs aimed at optimizing the commercial viability of perishable cucurbit crops.

## Materials and methods

### Plant materials, treatments, and collection of samples

The oriental melon plants used in this study were in the cultivar ‘Boyangjiuhao’ (BY9H) and consisted of three types: homozygous *Cmnor* mutant generated by CRISPR in a previous study [9], heterozygous *CmNOR/Cmnor*, and ‘BY9H’ (WT). All three types were detected via the specific primers shown in Table S1. Melons were harvested at 30, 33, 36, 39, 42, and 45 DAP. Only melons that were uniform in size and free from pests and mechanical injuries were selected and arranged neatly in frames. For fruit ripening observation, three to five fruits per ripening stage were harvested for maturation analysis. They were then immediately transported to the Beijing Academy of Agricultural and Forestry Sciences for experimental work.

Fifteen 36 DAP melons of each type were chosen for sampling, and six were selected for the observation of storage phenotype. These melons were stored together in a cold room at 20°C with 85%–90% relative humidity. Samples were taken at 0, 3, 6, 9, and 12 days of storage, during which the main physiological indices, such as SSC and hardness, were measured. The rind and flesh of the melons were separated, and the flesh was cut into small, uniform pieces, frozen with liquid nitrogen, and stored at −80°C in an ultra-low temperature freezer for further analysis. Three melons of each genotype were sampled at each time point.

### Weight loss

Melon weight loss (%) was determined by weighing each fruit at each sampling time and calculating the percentage change relative to its initial weight. The same samples were used throughout the experiment to ensure consistency. Weight loss (WL) was calculated using the following formula: WL (%) = (IW − FW)/IW  × 100, where IW represents the initial weight and FW represents the final weight of the fruit [21].

### Determination of percentage of rotten fruits

Fruits exhibiting visible mold growth were classified as rotten fruits. Rotten fruits were counted every 3 days, and the percentage of rotten melons was calculated using the following formula: Rotten rate (%) = Number of rotten fruits/Total number of fruits × 100%.

### Sugar and carotenoid content measurements

SSC was quantified with a hand-held refractometer (Atago PAL-1, Tokyo, Japan) and expressed in °Brix (%), following the methodology of Wang *et al.* [22]. Sugar contents were determined by gas chromatography–mass spectrometry (GC–MS) on an Agilent 8890-5977B platform. Carotenoid contents were measured by liquid chromatography tandem mass spectrometry (LC–MS/MS) on an AB Sciex QTRAP 6500 platform by Metware Biotechnology (http://www.metware.cn/). Fruits were sampled from WT (BY9H), *CmNOR/Cmnor*, and *Cmnor* plants at 30, 33, 36, and 39 DAP. Three biological replicates were performed.

### Firmness measurement

Firmness was measured with a GY-3 hardness tester (Zhejiang Top Instrument Co., Ltd, China) at three equally spaced points at the equator of the melons. Measurements were expressed as mean values, following the procedure detailed by Jang *et al*. [23].

### Ethylene production

Ethylene release rates were determined following the method described by Guan *et al.* [24]. Ethylene production was measured using a gas chromatograph (Agilent Technologies 7820A, Santa Clara, CA, USA). Three melons for each genotype were sealed in a 9-l lockbox at 20°C for 1 h. Gas samples were collected, and the ethylene content was analyzed based on the linear relationship between peak area and concentration. The experiment was performed three times, with ethylene yield expressed as microliter per kilogram per hour.

### Transcriptome analysis

The method followed for the transcriptome analysis was described previously [9]. Briefly, RNA-seq libraries of flesh from WT, *Cmnor*, and *CmNOR/Cmnor* fruits were generated using a TruSeq RNA Sample Prep Kit (Illumina, USA) and sequenced on an Illumina sequencing platform by Metware Biotechnology. The clean reads were aligned to the Melon (DHL92) v3.6.1 reference genome via HISAT2. Gene expression levels were normalized as fragments per kilobase of transcript per million mapped reads (FPKM). DEGs were identified based on the criteria *P*-adjust <0.05 and |log2 fold-change| ≥ 1 via analysis on the free online Metware platform (https://cloud.metware.cn/).

### RT-qPCR analysis

Total RNA was extracted from melon flesh of different types with a kit (Huayueyang Biotech, Beijing, China). For RT-qPCR analysis, total RNA was reverse transcribed to first-strand cDNA with FastKing gDNA Dispelling RT SuperMix (Tiangen Biotech, Beijing, China). Quantitative PCR (qPCR) was performed following the previous study [12, 25]. The melon *CmCYP7* gene was used as the internal control followed by our previous studies [3, 9]. The specific primers were listed in Table S1.

### Exogenous ethylene treatment

To study the effect of ethylene treatment on melon quality, melons collected at 30 DAP from *Cmnor* and *CmNOR/Cmnor* plants were divided into two groups, each group comprising 15 melons for sampling and 6 for photography. For the group treated with ethylene followed by Hu *et al.* [26], the fruits were immersed in 1 g/l ethephon solution for 10 min, and then air-dried. For the control group, the fruits were immersed in distilled water for 10 min, and then air-dried. After treatment, melons were stored at 20°C in 0.03 PE film for 24 h before cutting them open lengthwise. Hardness, SSC, and photographs were recorded after 0, 3, 6, 9, and 12 days of storage.

## Supplementary Material

Web_Material_uhaf254

# Supplementary material for: Dual benefits of CmNOR/Cmnor heterozygous plants: prolonging shelf life and preserving fruit quality in oriental melon
**Source:** Hortic Res. 2025 Sep 22;13(1):uhaf254. doi: 10.1093/hr/uhaf254
**Supplement:** Web_Material_uhaf254

**Dual Benefits of *CmNOR/Cmnor*** **Heterozygous Plants: Prolonging Shelf Life and Preserving Fruit Quality in Oriental Melon**

Jinfang Wang^1#^, Ying Li^2#^, Shouwei Tian^1^, Haiying Zhang^1^, Yongtao Yu^1^, Jie Zhang^1^, Maoying Li^1^, Yi Ren^1^, Shengjin Liao^1^, Chen Zhang^1^, Guoyi Gong^1^, Qing Wang^2,^* and Yong Xu^1,^*

2 Key Laboratory of Vegetable Postharvest Processing, Ministry of Agriculture and Rural Affairs, Beijing Key Laboratory of Fruits and Vegetable Storage and Processing, Key Laboratory of Biology and Genetic Improvement of Horticultural Crops (North China) of Ministry of Agriculture, Key Laboratory of Urban Agriculture (North) of Ministry of Agriculture, Institute of Agri-food Processing and Nutrition, Beijing Academy of Agriculture and Forestry Sciences, Beijing, 100097, China

# These authors contribute equally to this article.

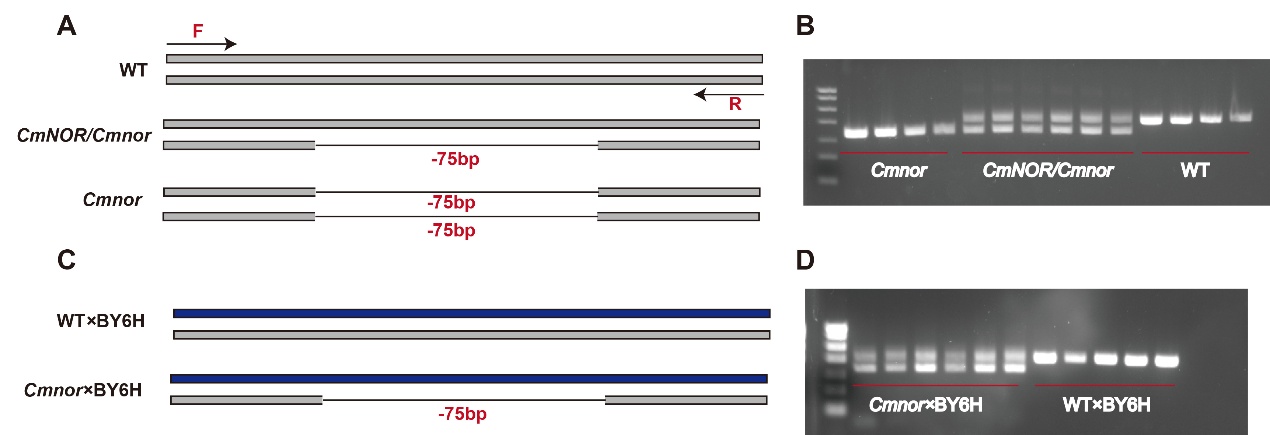

**Figure S1. Detection of the heterozygous and homozygous plants.**

A. Distribution of 75bp in WT, heterozygous and homozygous *Cmnor* plants.

B. PCR detection of three types.

C. Distribution of 75bp in WT×BY6H and *Cmnor*×BY6H plants.

D. PCR detection of WT×BY6H and *Cmnor*×BY6H plants.

**
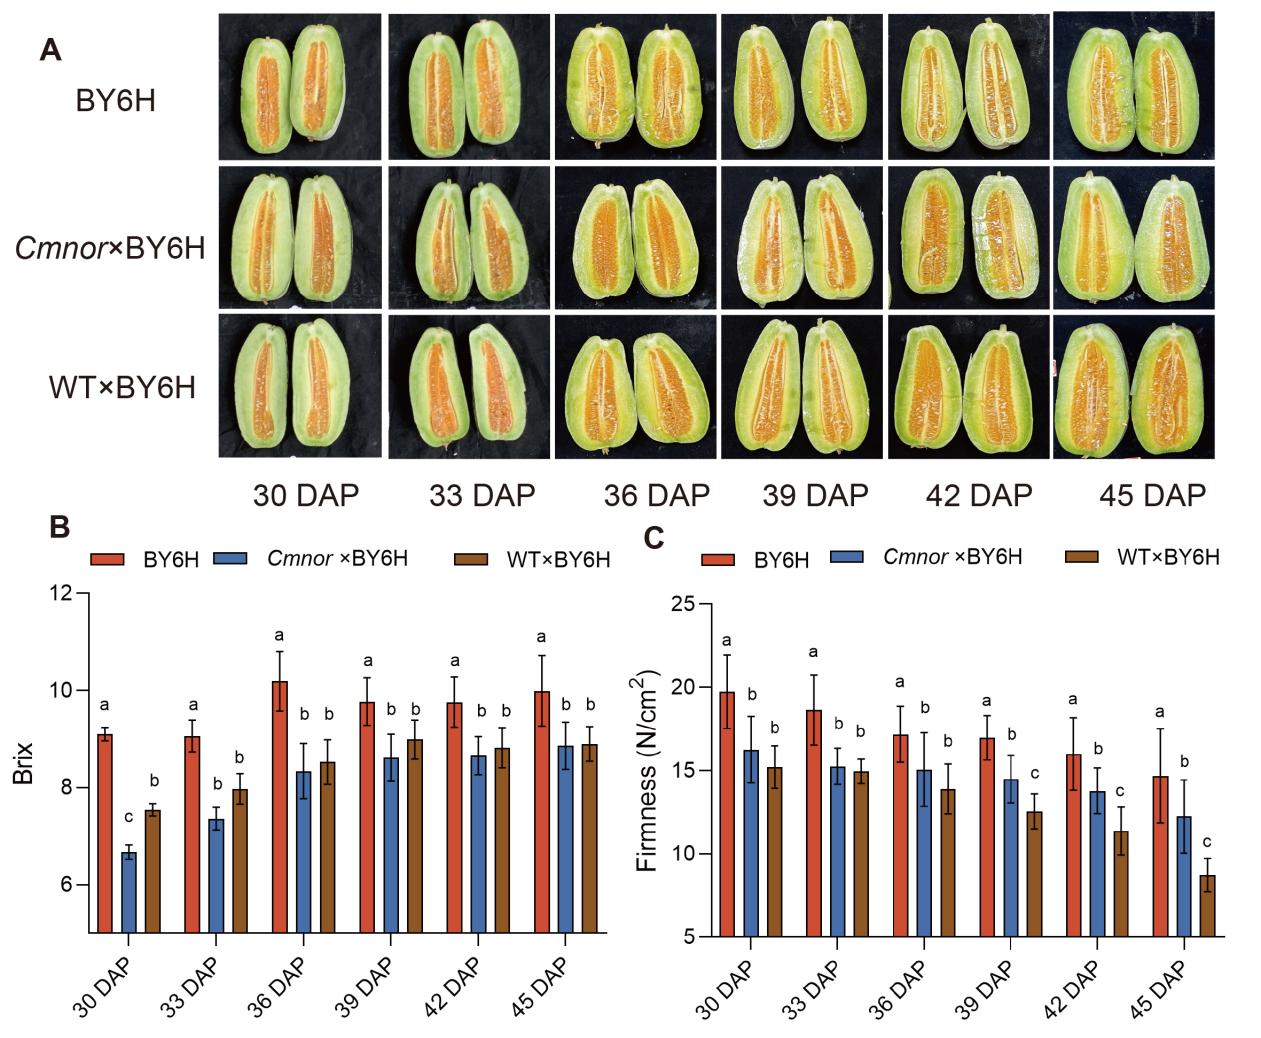
**

**Figure S2. Phenotypic characterization of fruits from BY6H, *Cmnor* (BY9H)×BY6H F1, andWT×BY6H F1 plants during fruit ripening.**

1. Representative photographs of fruits from BY6H, *Cmnor* (BY9H)×BY6H F1, and BY9H×BY6H F1 plants from 30 to 45 days after pollination (DAP).
2. °Brix of fruit flesh from BY6H, *Cmnor* (BY9H)×BY6H F1, and WT×BY6H F1 plants from 30 to 45 DAP. Values are means ± SD from three independent replicates. Different lowercase letters indicate significant differences according to Tukey’s multiple range test (*p* < 0.05).
3. Firmness of fruit flesh from BY6H, *Cmnor* (BY9H)×BY6H F1, and WT×BY6H F1 plants from 30 to 45 DAP. Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

**
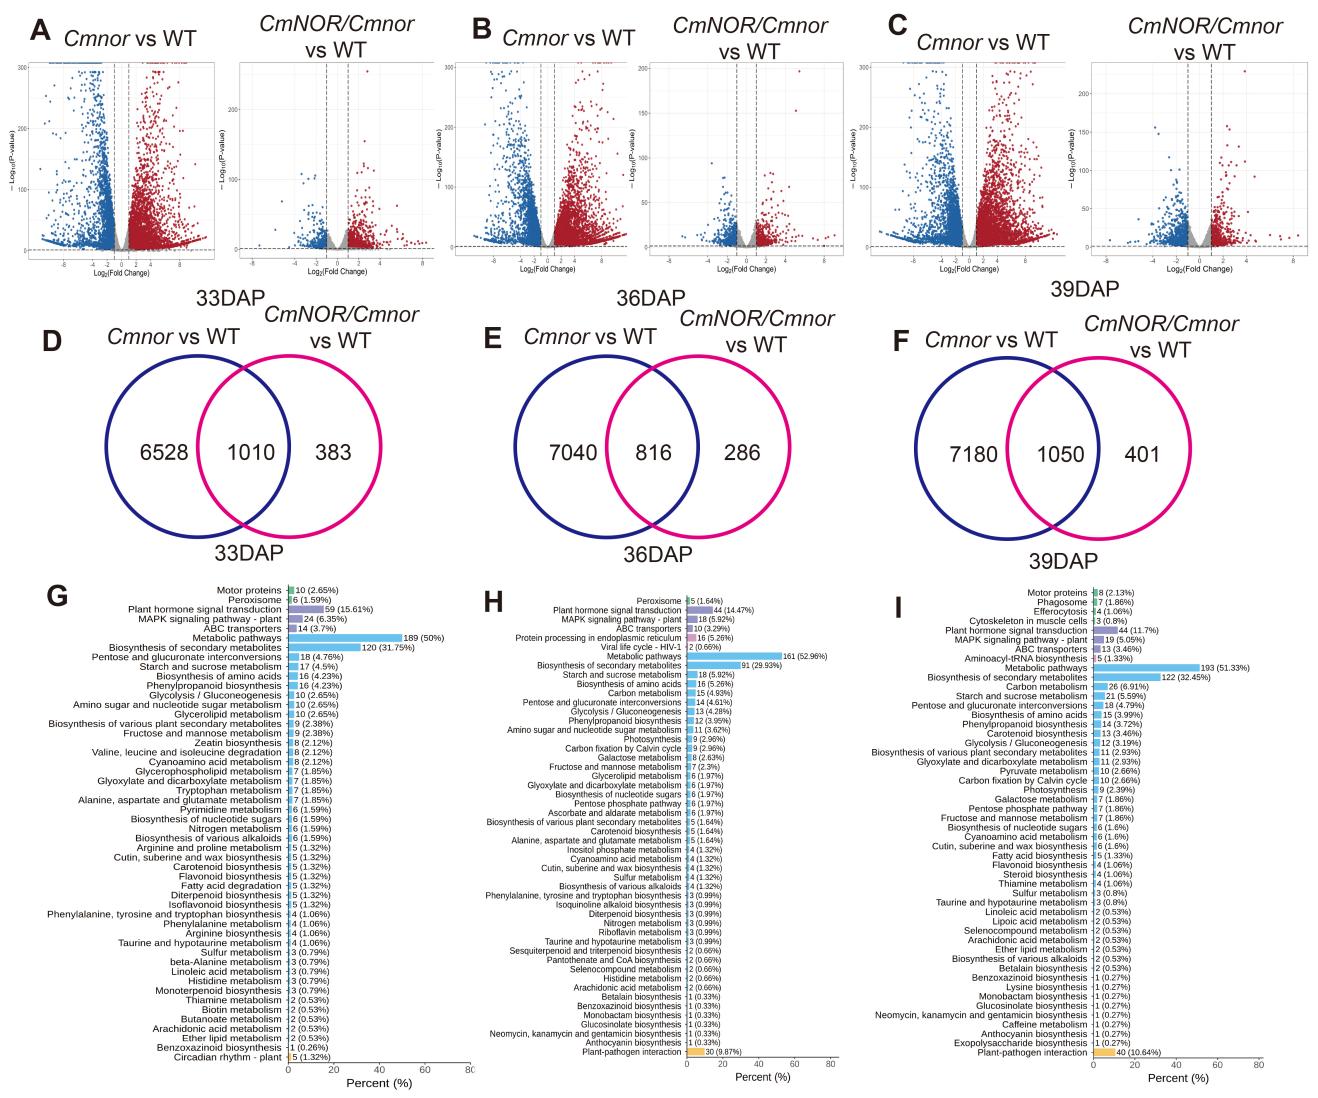
**

**Figure S3. Analysis of the differentially expressed genes between the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 days after pollination.**

1. **C.** Volcano plots showing the differentially expressed genes (DEGs) in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33 (A), 36 (B), or 39 days after pollination (DAP) (C). Red circles represent upregulated genes; blue circles represent downregulated genes.
2. **F**. Venn diagrams showing the extent of overlap between the DEGs in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33 (D), 36 (E), or 39 DAP (F).
3. **I.** KEGG pathway enrichment analysis of the overlapping DEGs between *CmNOR/Cmnor* vs. WT and *Cmnor* vs. WT at 33 (G), 36 (H), or 39 DAP (I).

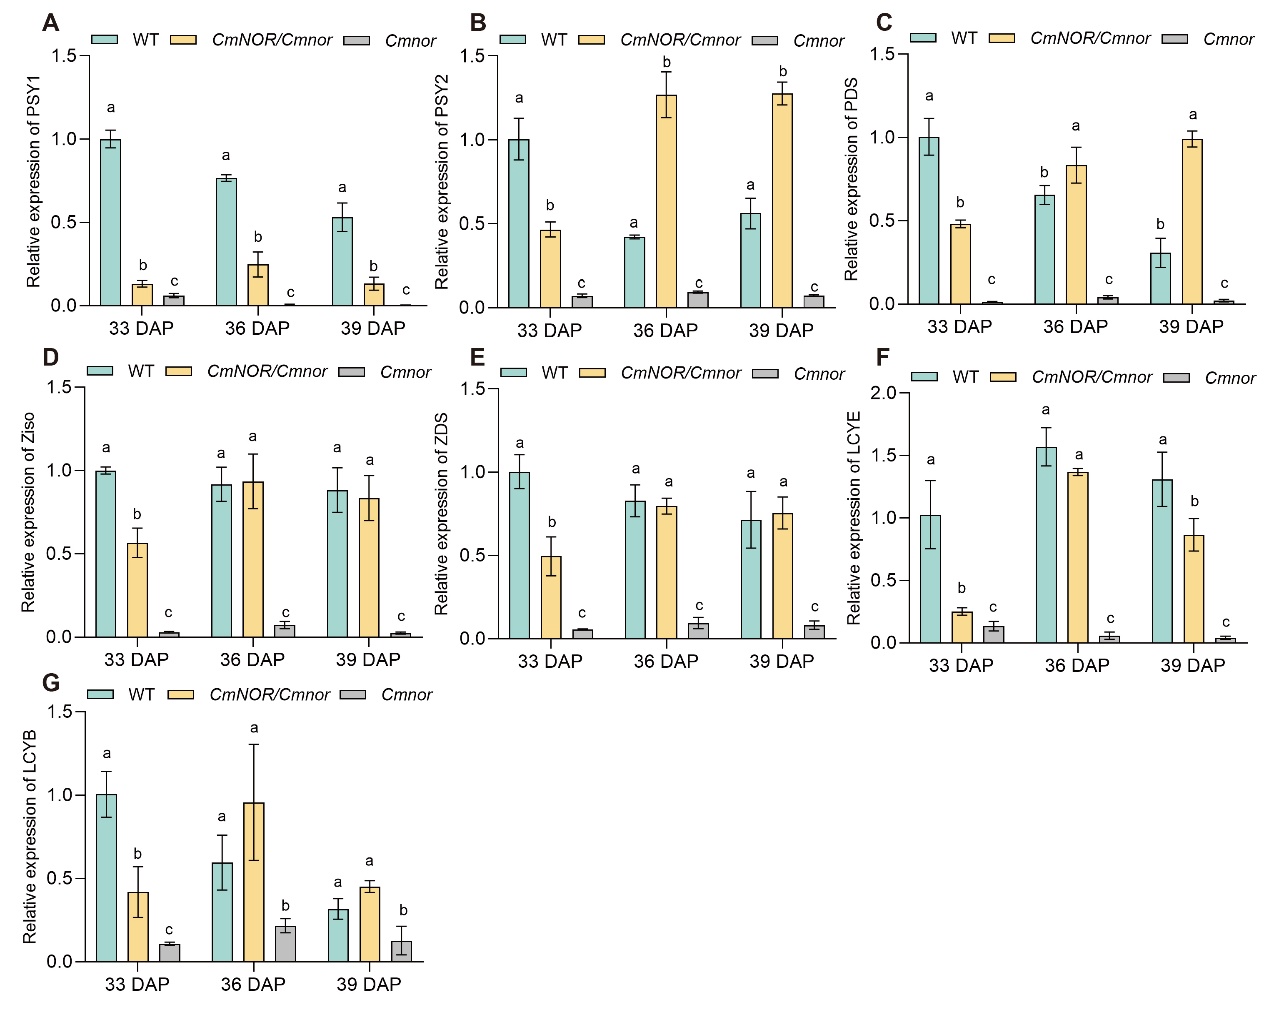

**Figure S4. Relative expression of the key carotenoid biosynthesis genes in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP.**

PSY, phytoene synthase (A, B); PDS, phytoene desaturase (C); ZiSO, 15-cis-zeta-carotene isomerase gene (D); ZDS, zeta-carotene desaturase (E); LCYE, lycopene ε-cyclase (F); LCYB, lycopene β-cyclase (G). Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to Tukey’s multiple range test (p < 0.05).

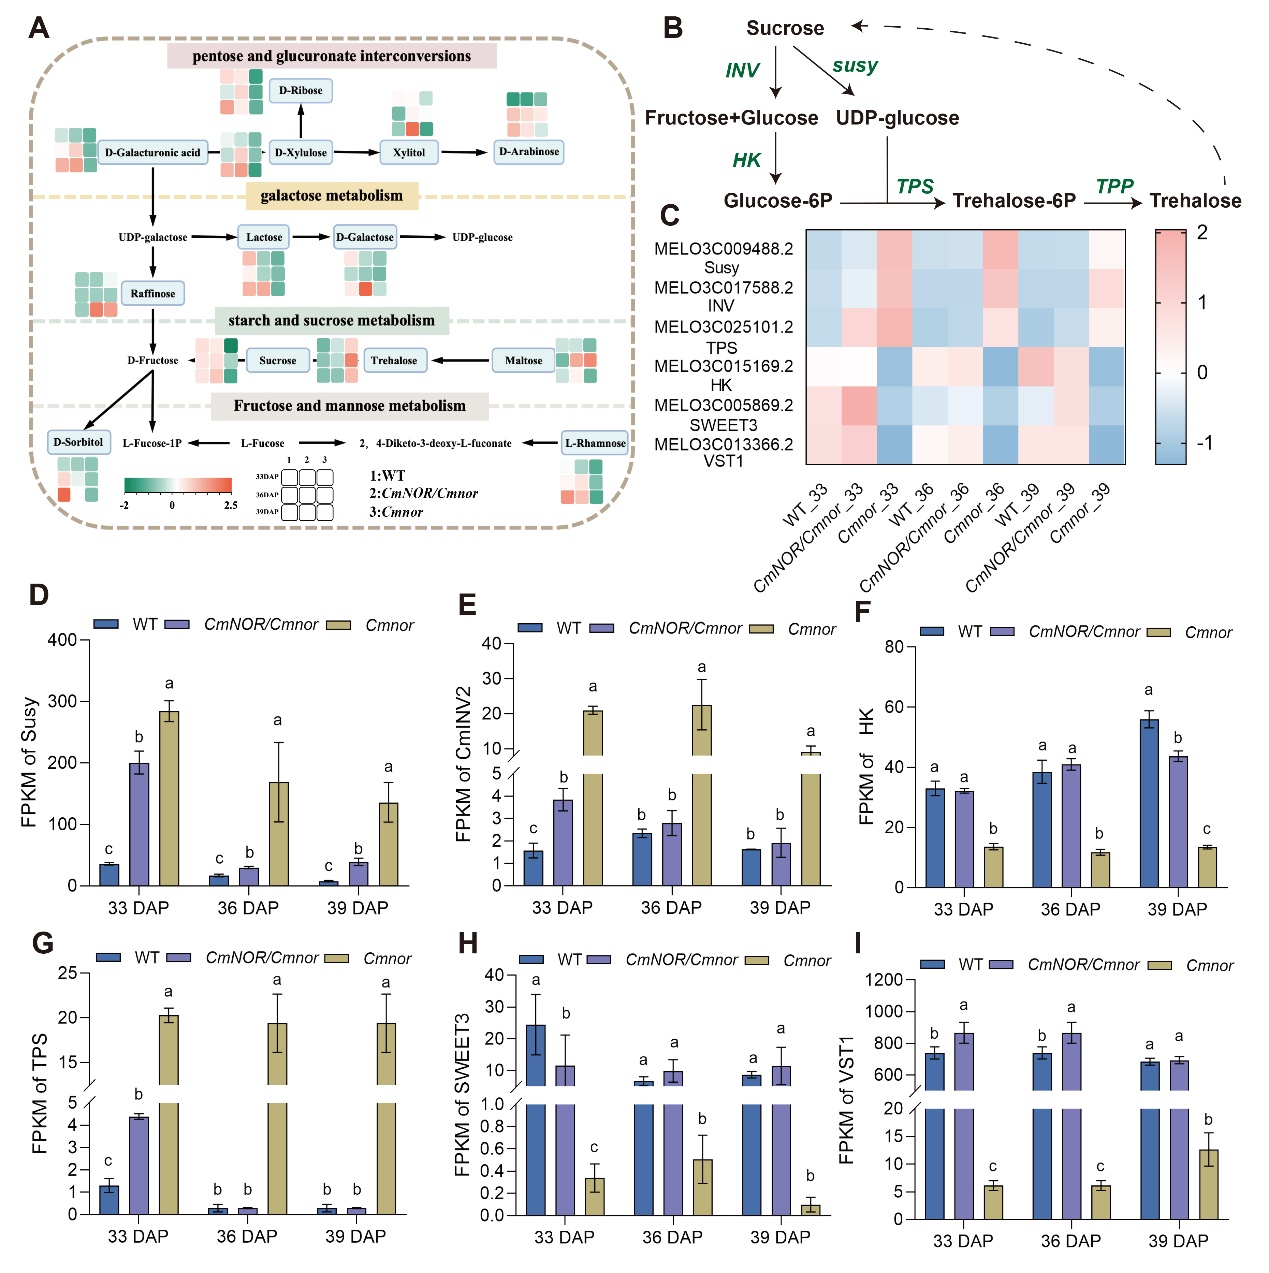

**Figure S5. Analysis of the DEGs in sugar metabolism in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP.**

1. Diagram of the sugar metabolism pathway showing the differentially abundant metabolites in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP. In the heatmap, red indicates higher abundance; blue indicates lower abundance.
2. Diagram of the key genes and metabolites in the sugar metabolism pathway.

**C.** Heatmap representation of expression levels for key sugar metabolism genes in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP.

**D-H.** Expression of key sugar metabolism genes in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP. *Susy*, sucrose synthase (**D**); *CWINV*, cell wall invertase €; *HK*, hexokinase (**F**); *TPS*, trehalose 6-phosphate synthase (**G**); *SWEET*, Sugars Will Eventually Be Exported Transporter (**H**); *VST*, vacuolar sugar transporter (**I**). Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

**
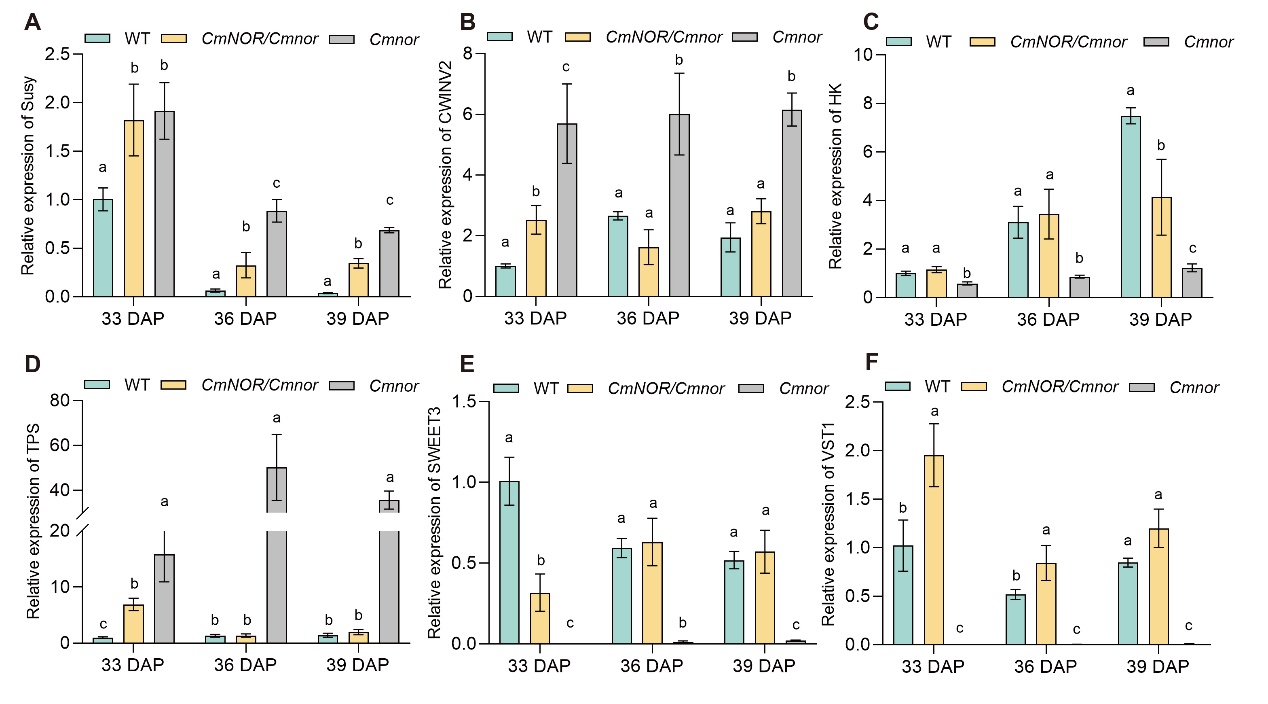
**

**Figure S6.** **Expression of key sugar metabolism genes in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP**.

*Susy*, sucrose synthase (**A**); *CWINV*, cell wall invertase (**B**); *HK*, hexokinase (**C**); *TPS*, trehalose 6-phosphate synthase (**D**); *SWEET*, Sugars Will Eventually Be Exported Transporter (**E**); *VST*, vacuolar sugar transporter (**F**). Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

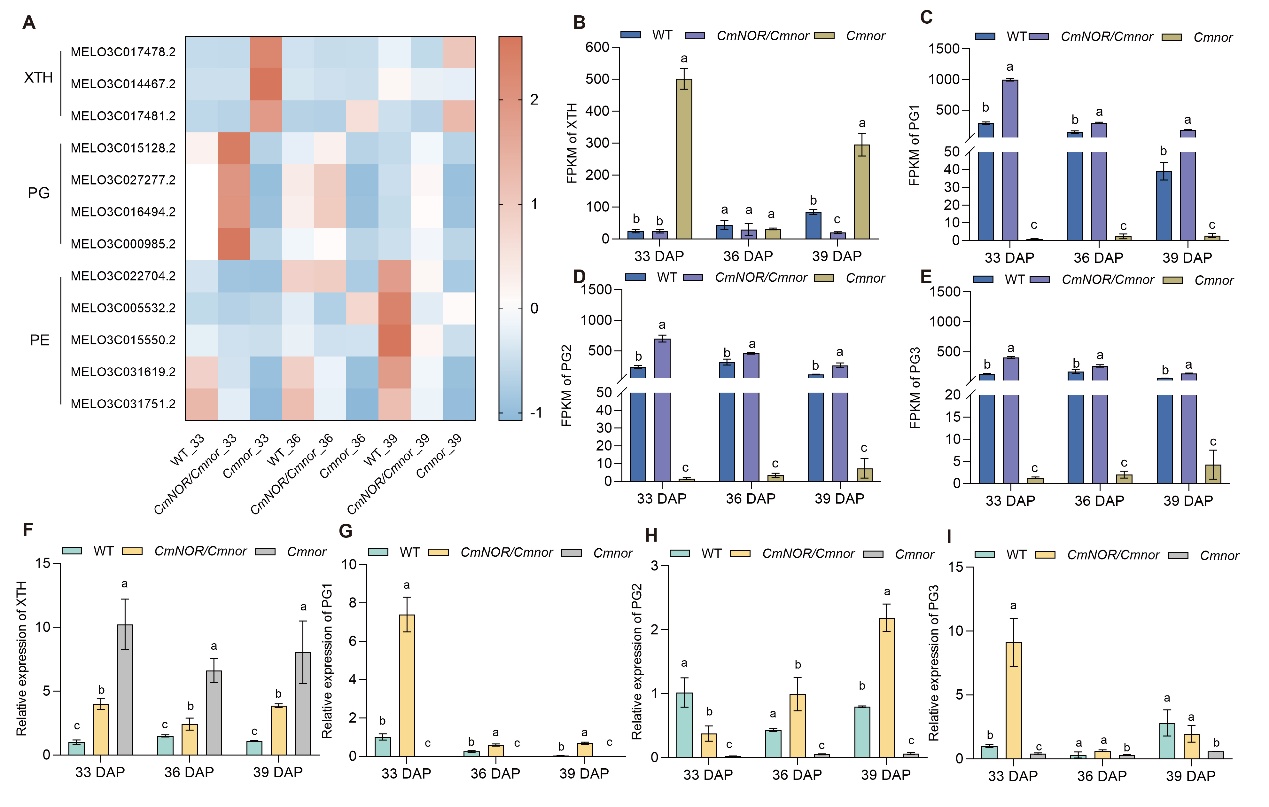

**Figure S7. Expression analysis of DEGs in the cell wall pathway in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP.**

**A**. Heatmap analysis of the key gens in cell wall pathway in the flesh. *XTH*, xyloglucan endotransglucosylase/hydrolase; *PG*, polygalacturonase; *PE*, pectinesterase.

**B-E**. The expression pattern of *XTH* (B) and *PG1-3* (C-E) in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP.

**F-I**. The relative expression pattern of *XTH* (F) and *PG1-3* (G-I) in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits at 33, 36, and 39 DAP.

Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to Tukey’s multiple range test (p < 0.05).

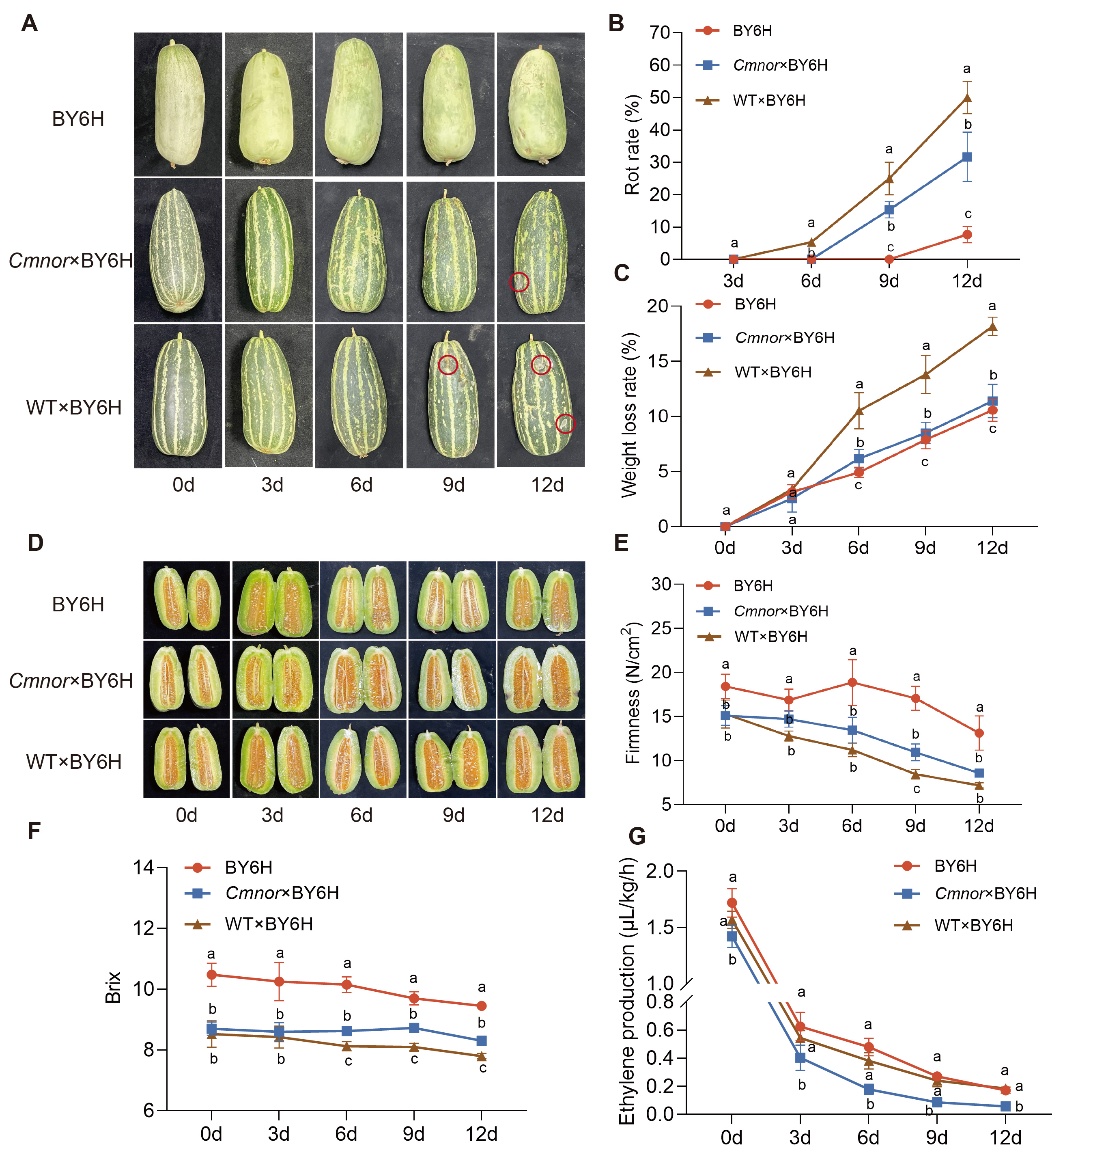

**Figure S8. Phenotypic analysis of fruits from BY6H, *Cmnor* (BY9H)×BY6H F1, and WT×BY6H F1 fruits at 36 DAP.**

1. Representative photographs of fruits from BY6H, *Cmnor* (BY9H)×BY6H F1, and WT×BY6H F1 plants over 12 days of storage.. The red circles indicate rotten sectors.
2. Rot rate of fruits from *Cmnor* (BY9H)×BY6H F1 and WT×BY6H plants over 12 days of storage.
3. Weight loss rate of fruits from *Cmnor* (BY9H)×BY6H F1 and WT×BY6H F1 plants over 12 days of storage.
4. Representative photographs of cut fruits from *Cmnor* (BY9H)×BY6H F1 and WT×BY6H F1 plants over 12 days of storage.
5. Firmness of fruits from *Cmnor* (BY9H)×BY6H F1 and WT×BY6H F1 plants over 12 days of storage.
6. °Brix of fruits from *Cmnor* (BY9H)×BY6H F1 and WT×BY6H F1 plants over 12 days of storage.
7. Ethylene production of fruits from *Cmnor* (BY9H)×BY6H F1 and WT×BY6H F1 plants over 12 days of storage. Values are means ± SD from three replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

**
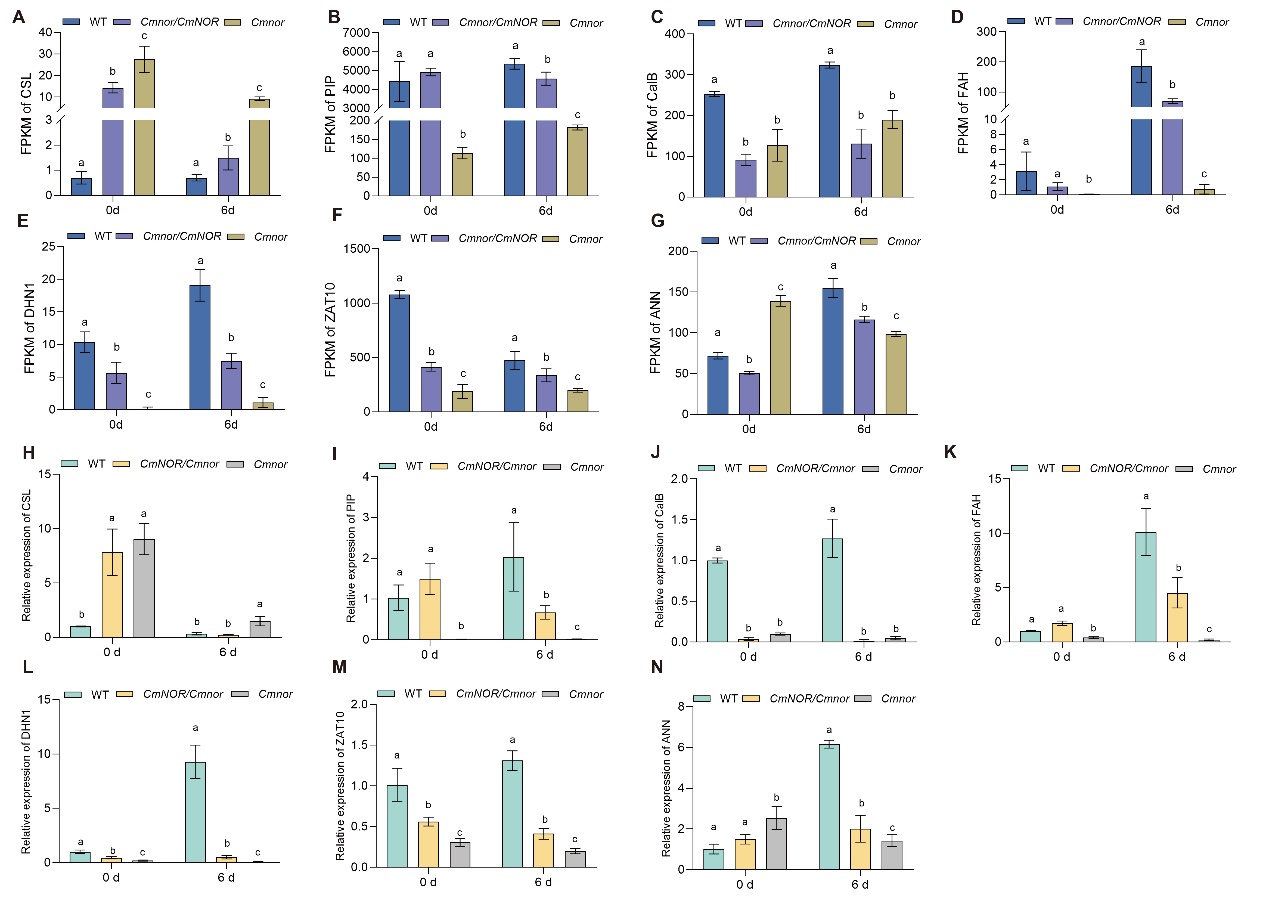
**

**Figure S9. Expression of DEGs related to water deprivation in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before and after storage.**

**A-G**. Expression levels of the DEGs related to water deprivation via RNAseq analysis. *CSL*, cellulose synthase like protein (**A**); *PIP*, aquaporin (**B**); *CalB*, calmodulin-binding protein (**C**); *FAH*, fatty acid hydroxylase (**D**); *DHN*, dehydrin (**E**); *ZAT*, zinc finger protein (**F**); *ANN*, annexin (**G**).

**H-N**. Expression levels of the DEGs related to water deprivation via RT-qPCR analysis. *CSL* (**H**); *PIP* (**I**); *CalB* (**J**); *FAH* (**K**); *DHN* (**L**); *ZAT* (**M**); *ANN* (**N**).

Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

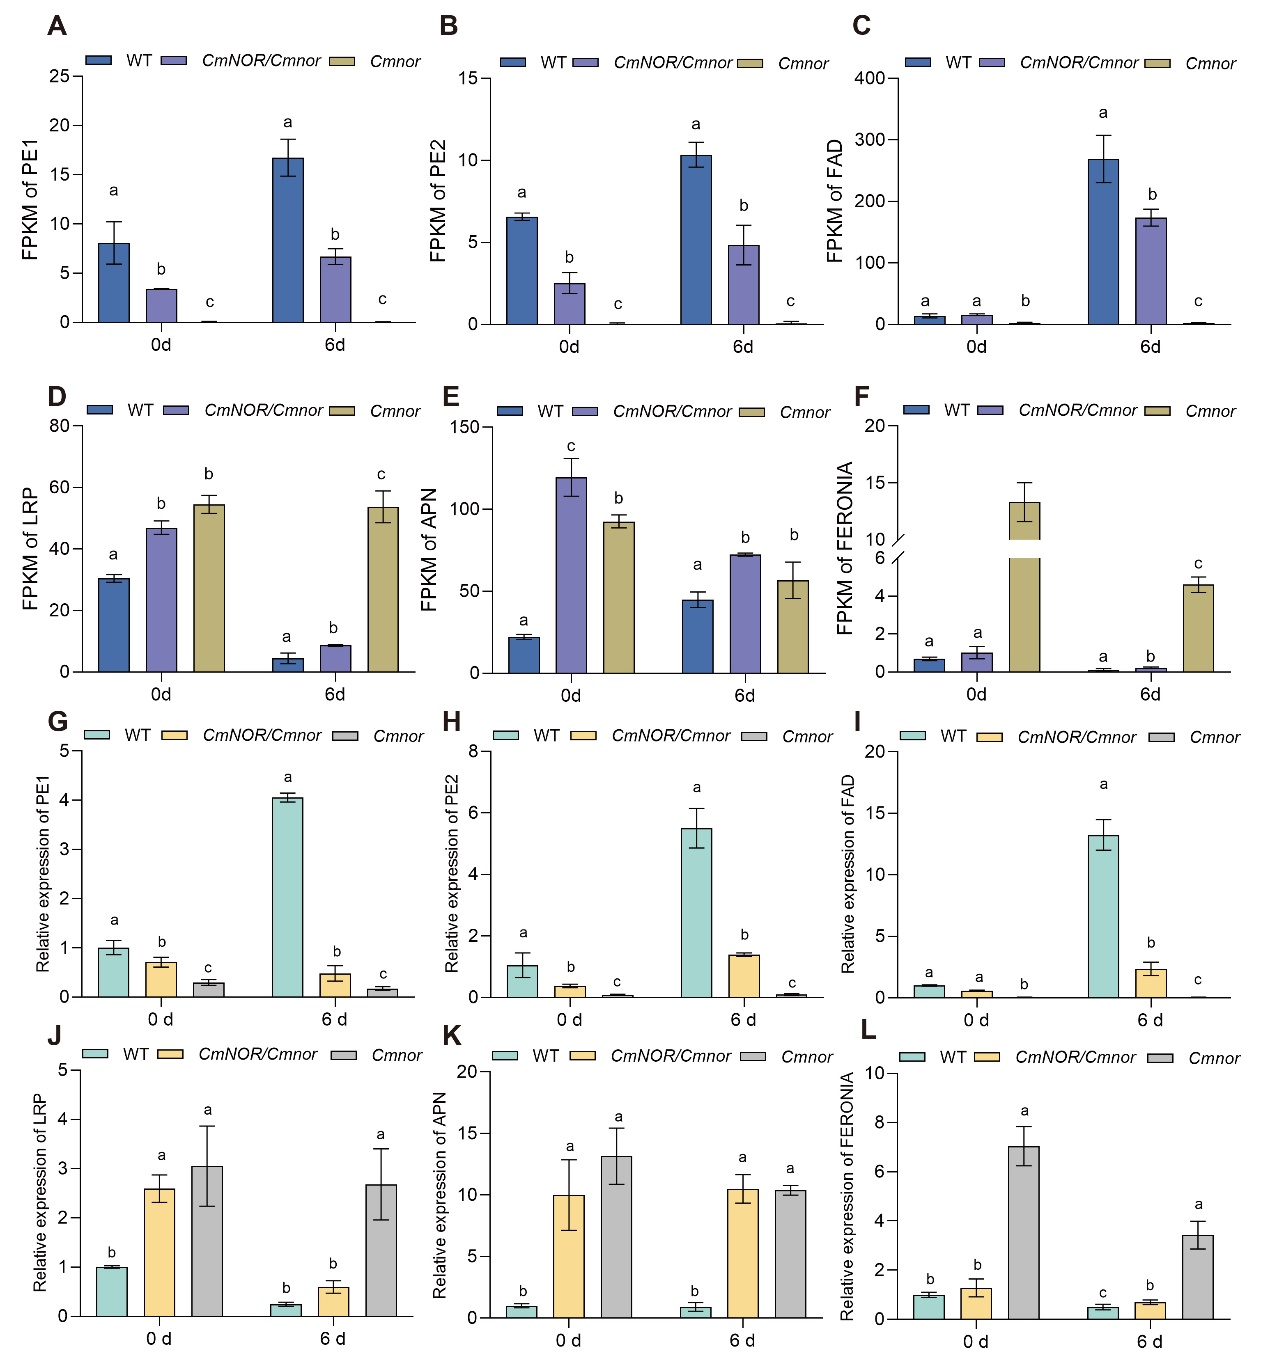

**Figure S10. DEGs related to cell wall constitution in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before and after storage.**

1. **F**. Expression levels of the DEGs related to cell wall constitution via RNAseq analysis. *PE1/2*, pectinesterase (**A,B**); *FAD*, FAD-binding Berberine I; *LRP*, leucine-rich repeat receptor (**D**); *APN*, aspartic proteinase nepenthesI(**E**); FERONIA, receptor-like protein kinase (F).

**G-L**. Expression levels of the DEGs related to cell wall constitution via RT-qPCR analysis. *PE1/2* (**G,H**); *FAD* (**I**); *LRP* (**J**); *APN* (**K**); *FERONIA* (**L**).

Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

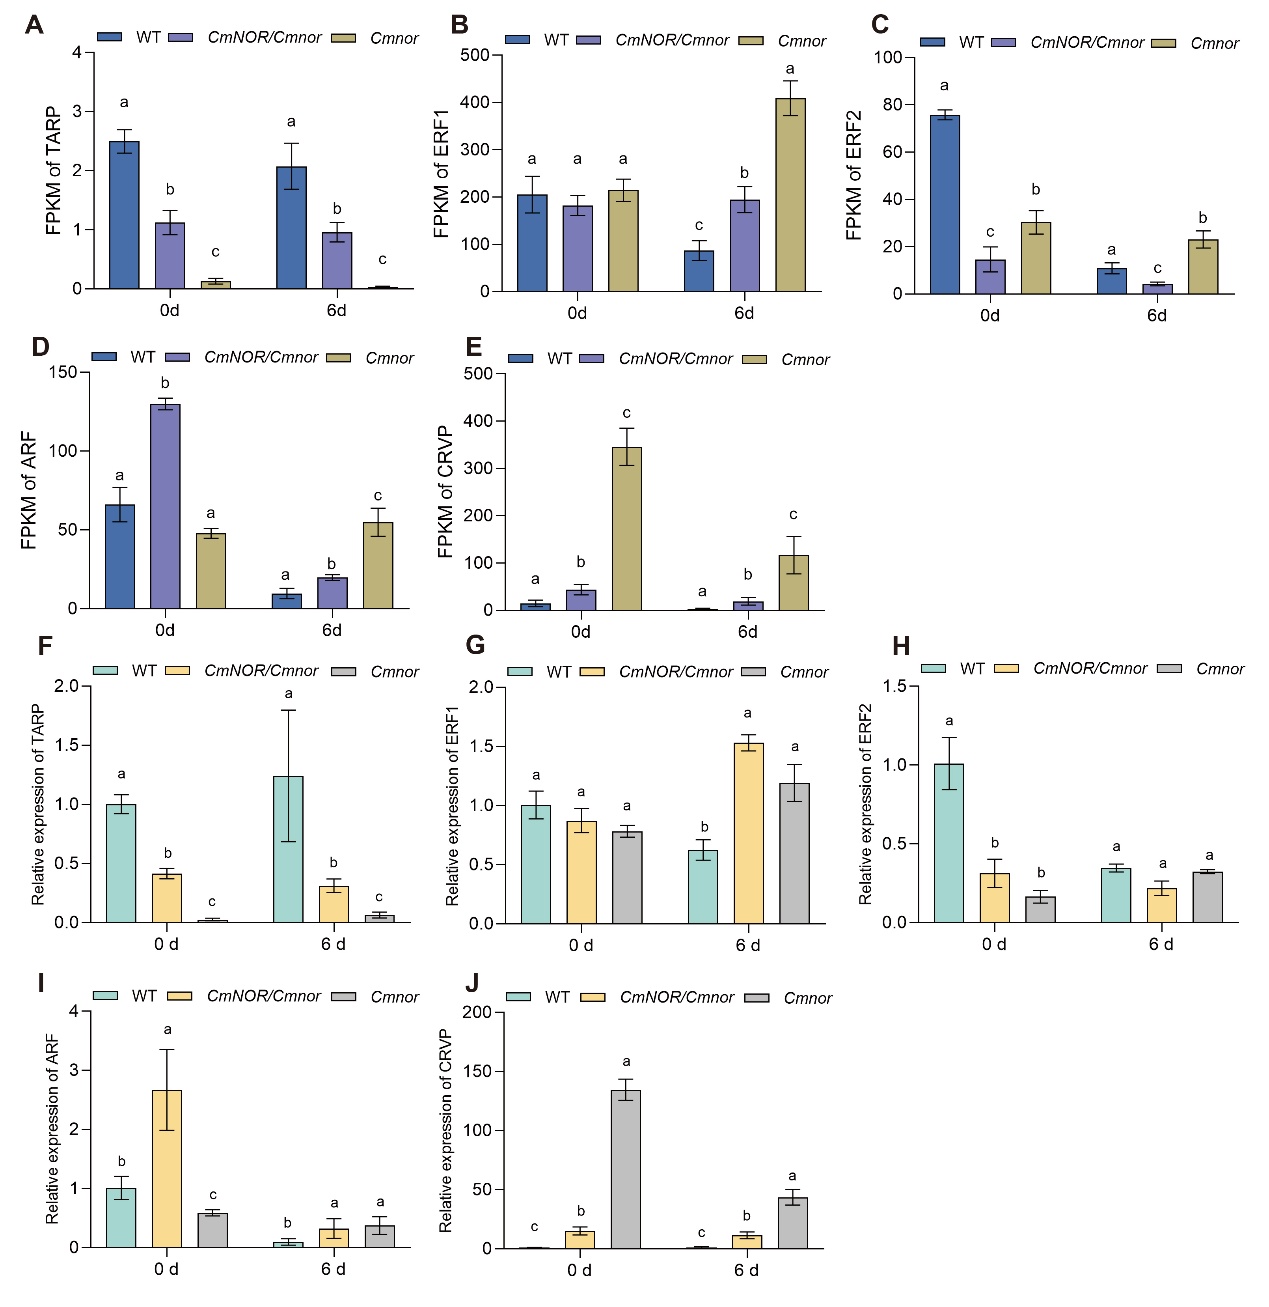

**Figure S11. DEGs related to the ethylene signaling pathway in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before and after storage.**

**A-E.** Expression levels of DEGs related to the ethylene signaling pathway via RNAseq analysis. *TATP*, tryptophan aminotransferase-related protein (**A**); *ERF1/2*, ethylene-responsive transcription factors (**B,C**); *ARF*, auxin-responsive family protein (**D**); *CRVP*, cysteine-rich venom protein (**E**).

**F-J.** Expression levels of DEGs related to the ethylene signaling pathway via RT-qPCR analysis. *TATP* (**F**); *ERF1/2* (**G,H**); *ARF* (**I**); *CRVP* (**J**).

Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

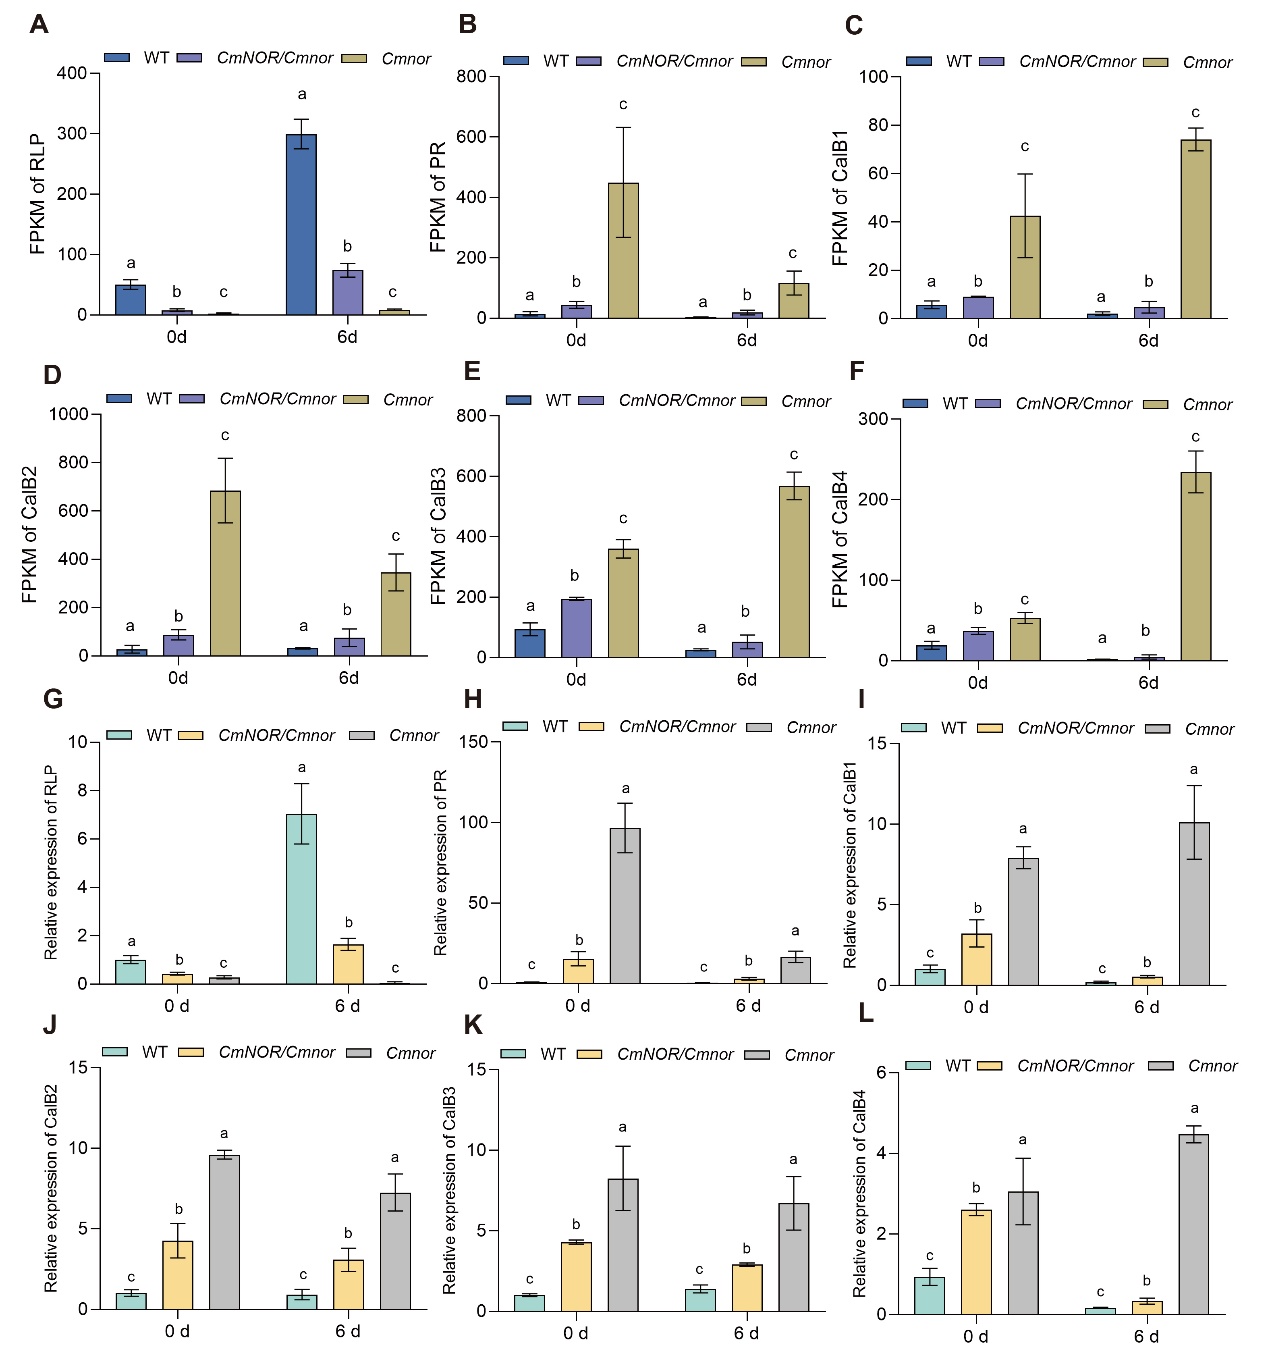

**Figure S12. DEGs related to plant–pathogen interactions in the flesh of WT, *CmNOR/Cmnor*, and *Cmnor* fruits before and after storage.**

**A-F.** Expression levels of DEGs related to plant–pathogen interactions via RNAseq analysis. *RLP*, receptor-like protein kinase (**A**); *PR*, pathogenesis-related protein (B); *CalB1-4*, calcium-binding protein (**C-F**).

**G-L.** Expression levels of DEGs related to plant–pathogen interactions via RT-qPCR analysis. *RLP* (**G**); *PR* (**H**); *CalB1-4* (**I-L**).

Values are means ± SD from three independent replicates. Asterisks denote significant differences compared with WT fruits at each ripening stage. Different lowercase letters indicate significant differences according to one-way ANOVA following by Tukey’s multiple range test (*p* < 0.05).

**Table S1. The primer list used in this study.**

|  | Forward primer: | Reverse primer: |
| --- | --- | --- |
| *CmNOR* | CGCTGAGGTCGATCTCTACAAATTC | CCAGGAGGCTTATTGATACAAGG |
| *CmCYP7* | CGATGTGGAAATTGACGGAA | CGGTGCATAATGCTCGGAA |
| *PSY1* | GATGGACCCCAAATTCCCGATTC | CTCAGCTGAGACGGCTATTTCTC |
| *PSY2* | GATAATTGCAGCACCCAGAAGCAG | CTGCACAGATTTTCCTGCAACTCTC |
| *PDS* | CTGGCAGACATGTTAGTAGGAAACTG | CAGGTTTGTGGCCAGCATCTG |
| *ZiSO* | CGCCGAGGCTTCTATTGGAGAC | CAGCATCCAGAAAGGCCTTCC |
| *ZDS* | GAACCTGAGCGTTATCGAGGAC | CACTTTCCCACCAATGAAGGTCC |
| *LCYE* | GCTTGCTATGGCAAGTGCAGG | CAATAACCACCAAATCCAGTACGCC |
| *LCYB* | GTGCTCTTTTGGAGCTTGTTCCTG | CCCAAACCCCATAATTGTTGGGC |
| *Susy* | AGAGAAAGGGAATAGGAGCTTGAAG | CCAACATCCTGGTTCTGGTCTT |
| *INV* | CAACAGGACCAATGTACTTCAATGG | GGTGTATAAGATGACGGGCTTGTTG |
| *TPS* | GACCTTGATGTTAATGGCGGTTGG | CGGAGAAAGAGTTCCGTCGTAATCC |
| *HK* | GAGTAAGTGGAAGAGAGTGGTCG | CATAAAATGTTCCTTTCTCGCTCCC |
| *SWEET3* | CATTAATGGCCTTGGAATCCTTCTTG | GAAGCAACAAGGCCAATGCATC |
| *VST1* | GTCCAATCCATCTCTGGCAAC | CCAATAAGGCCTTCGATGGAGC |
| *XTH1* | CCAATGGCTTCTTCCTCTGTTTTCTC | GAGTGAGAAGGTCGCCATTGTTG |
| *PG1* | CGTCAATCTTGGAGCCAAGCC | GAAGAAGCCACAAGTGTGCC |
| *PG2* | CTGGCAGACATGTTAGTAGGAAACTG | CAGGTTTGTGGCCAGCATCTG |
| *PG3* | CTCTAATATCGGCACCGGTGACG | CTACATGACTGAACCGTCACATTCTG |
| *CSL* | AGGTGAAGATGACCACTCTAGAGG | CGAGACATGTAAACTAGCATTGGC |
| *PIP* | GACGGACAAGGACTACAAAGAGC | GAATGCCGACGGTGTTGCATTTG |
| *CalB25* | GAAGCTCAATCCCTCACCAGAGC | CAGCTGTAGGGGGAATCGTAG |
| *FAH* | GCGTGATTCACAGTCTCTACCATTAC | AACAGTATTTGATCGTCCCAGTTTCG |
| *DHN1* | GAATACGGCAACGTCATCTCCGAAAC | CATCCTCTGTCGTCTTCGTAATCACC |
| *ZAT* | GCTCTTGAAGCTCTGAATTCTCCTAC | CCTCAGTAGGAGGGTTATCAAATCC |
| *ANN* | CGATATGATGGCCCTGAGGTAAAC | GGTCGGTCTTTAGATCCTTGCTG |
| *PE1* | CTGCACAAAATGTGATTGATTCGC | CTAACATGGATGATCATCCACTGCG |
| *PE2* | GGCAGTACGTATTTGGGCAGAG | GTTAACTGTTTAGCCCATGGTGCAC |
| *FAD* | GGTGCAACGGTTGGTGAAGTTTAC | GTCGACAATCCGAGCATCAATGAC |
| *LRP* | CTGTCATGTCGCCGACCAGAAAG | GTAGAGACTGAGACTAGTGACACG |
| *FERONIA* | GATGAAGGCAATCTCACAGTCGC | CCTCCATGGCAGAAGAGATTTTGAG |
| *APN* | CTAAGAGTTTCATTTACGCACCCTTC | GGATATTTCACCAGCTGCTTCTCC |
| *TARP* | GAATGAGAAGCTCCATAGTGGAGC | CATTGTCGGATCACCATGGTCAAG |
| *ERF1* | CTCTTTGGTCCCACATCGATCCTTTC | CTTCCGAACTTTTCGAGTCTTCTCC |
| *ERF2* | GGACATGGAGGTGCATTTTAGAGG | GTACTACTCCGGCTAGGACTCAG |
| *ARF* | CTCAAGTCGGCCATTAAGAGATG | CGTGACTTACCAACATAGACTGTCC |
| *CRVP* | CCAAGACTCAATCAAAGACTTTGTGG | CTGCCCCATGCAATATTTTCTCC |
| *PR1* | CTCAATCAAAGACTTTGTGGATGCCC | CCATAAGGTCCTTTGGAATGGACTAGG |
| *CalB1* | GACGAAGGAGGAGTTGAAGCAAG | GGCGTACTTAATTAGCTTCCCCATC |
| *CalB2* | CCTGACCAAAGATGAGCTAACTGC | CTTCTAGTGAGATGACCATCACCATC |
| *CalB3* | GCTGTTCTCCTTCAAGGACCG | CACTTCTTCCATTGAACTCCCTCTC |
| *CalB4* | GACTAGGGACGAGGTTAGAGAGATC | GCATGAGAAACACCATAGTGAGC |
| *RLP* | GTAATCCGAGTTCGCCGTTGTC | GGACCGAACCCACCTTCACC |

How the deposited data were processed for this re-analysis (not part of the article)

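RNA from melon flesh was sequenced in WT, *CmNOR/Cmnor* and *Cmnor* fruits at 33, 36 and 39 days after pollination (DAP) and after 6 d of storage, with 3 replicate libraries for each of the 12 groups. Storage is compared with 36 DAP, the day 0 of Fig. 4A. The values used are fragments per kilobase of transcript scaled to mapped reads (FPKM), made by the authors from reads aligned with HISAT2 to the Melon (DHL92) v3.6.1 genome, and taken as deposited. The labels of the deposited data name TopHat2, HISAT2, StringTie and Cufflinks, with no versions or roles. The counting tool, the annotation version, the strand setting and the read filters are not stated. The table holds 25122 lines for 36 libraries. Of these, 25121 carry a gene name and 1 line was emptied for this work. Gene descriptions, GO terms and KEGG pathways come with the table, with 3739 GO entries removed for this work. No further scaling between the libraries was seen in the values. No reference genome was used here. Metabolites, RT-qPCR and fruit measurements of the paper were not analysed here.

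Depth was estimated from the steps between the low FPKM values of a gene, up to 3 FPKM, which are multiples of 1 fragment. Of 6189 genes examined, 4689 (75.8%) fell on whole steps, and for 1869 genes the step equals 1 fragment over the whole span of the gene. The estimate lay between 17.8 M and 36.9 M fragments per library, with a median of 30.5 M. At this depth 1 fragment in a transcript of 1 kb is worth 0.0271 to 0.0563 FPKM.

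Differences were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a trend of the variance on the mean level and 1 model over the 36 libraries in 12 groups without covariates. This gave 26.15 residual and prior degrees of freedom per gene. Of the named genes 220 were at 0 in every library, and 24901 were tested. A differentially expressed gene (DEG) has a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The comparisons were *CmNOR/Cmnor* and *Cmnor* with WT at each stage, 6 d of storage with 36 DAP in each genotype, *CmNOR/Cmnor* at 36 and 39 DAP with WT at the other ripening stages, and 3 interactions of genotype with stage. A further contrast set *CmNOR/Cmnor* against the mean of WT and *Cmnor*. The place of *CmNOR/Cmnor* between WT and *Cmnor* is the median over the DEGs between *Cmnor* and WT. Adjusted p values for levels and fold changes come from limma unless another test is named. Levels are means of FPKM with the SD over 3 libraries. Folds are ratios of these means, with the SD that follows from both.

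Gene lists were drawn from the descriptions, GO terms and KEGG pathways of the table and from the genes of the paper's figures. They were tested with camera of limma at a preset correlation of 0.01 between genes, over 45 lists and 495 tests of a list in a comparison. KEGG pathways were tested with a one-sided Fisher's exact test over the 8648 tested genes with a pathway, for 144 pathways with at least 5 genes. GO terms were tested in the same way over 15320 genes. Lists of genes that the study picked from these libraries are not independent of them.

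Before the data were examined, the comparisons, thresholds, gene lists and most alternatives were set, as was the rule for the genes to be named. The rule takes the 46 genes the paper names by identifier and, in each comparison, the 5 highest and 5 lowest log2 fold changes among genes past the adjusted p with a mean of at least 5 FPKM and no overlap between the groups. It also takes up to 2 highest and 2 lowest members of each list past the adjusted p. This names 662 genes. The rule includes the gene *CmNOR* itself. Its identifier is not given in the sources used here, so that no level is given for it. Alternatives set in this way were upper-quartile scaling and log2(FPKM + 0.1) for the DEG counts, a filter of at least 1 FPKM in 3 libraries (17813 genes), the replicate number as a block, no fold threshold, unadjusted p, an adjusted p under 0.01 and only the libraries compared. To these come each library left out in turn, the linear scale, an estimated correlation or fry for the lists, and other backgrounds for the pathways. Added after seeing the data were TMM-type scaling of the FPKM (trims of 30 and 5 percent), scaling to the same median, the use of upper-quartile scaling and log2(FPKM + 0.1) beyond the DEG counts, a pathway background of genes that can reach the fold threshold, the pathway test of DEGs shared by the genotypes and fits without replicate 2 of both mutant groups at 33 DAP. The closing section gives the effect of these alternatives.

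The tests were tested on simulated data with 200 changed genes in each comparison. Of 100 genes changed 4-fold, 99 to 100 passed both thresholds. Of 100 genes changed 2-fold, 90 to 98 passed the adjusted p and 21 to 35 both thresholds. Of the 24701 unchanged genes 9 to 24 passed the adjusted p and 0 to 2 both thresholds. Each simulated gene had 1 spread in all groups, as the model takes it, and no shift common to all genes. False calls from unequal spreads or from such a shift could therefore not show here. In the data the SD of the deviations ranged from 0.138 (WT 39 DAP replicate 1) to 0.351 (*CmNOR/Cmnor* 33 DAP replicate 2). In the 11 comparisons, 11 raised lists were called by camera, and 0 of 440 tests of unchanged lists were. The simulated genes varied independently of each other, so that false calls from correlation between the genes of a list could not show here. The overlap between the DEGs of both genotypes, which were compared with the same WT libraries, was set against 20 simulated draws with no difference between genotypes. Such draws hold almost no DEGs and cannot show how far shared libraries raise the overlap of long lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.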

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

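Chosen only after the result was seen were the tests of mixed libraries and of depth for replicate 2 at 33 DAP and the test of depth as the whole cause of the direction in *Cmnor*. The way of splitting the libraries for the interactions of genotype and stage was revised after a first output was seen.

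The difference between *CmNOR/Cmnor* and WT changed between 33 and 39 DAP in 1252 genes by a limma interaction test, 426 with a more positive and 826 with a more negative difference at 39 DAP. They stand here because the 2 stages differ by a test of the difference itself. Among 100 splits of the libraries within both stages, 2 gave as many genes, the real one included, and the highest other count was 1962. A share this low argues against a chance split of the libraries, but not for an interaction as such. The exchange of genotypes at 1 stage described below applies here too, and another split gave more genes than the real one. From 36 DAP to 6 d of storage, 407 genes changed differently in *CmNOR/Cmnor* than in WT and 4497 in *Cmnor* than in WT. Here 9 and 8 of 100 splits gave as many genes, with highest other counts of 1433 and 11809 and a median of 0. By construction a split that exchanges the genotypes at 1 stage turns the difference between genotypes into an interaction, a structure of the samples that can give several times the real count. For these 2 counts the splits therefore do not decide about chance.

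In lists of genes of other tissues, which the paper does not discuss, 14 of 33 phloem genes were higher in *CmNOR/Cmnor* than in WT at 33 DAP (2 lower; camera, adjusted p = 1.9e-08) and 46 of 135 photosynthesis genes at 36 DAP (2 lower; adjusted p = 3.7e-09). With an estimated correlation these were 0.071 and 0.16. The photosynthesis sum was scattered in WT at 36 DAP, at 25970, 36220 and 24060 FPKM in replicates 1, 2 and 3, against 38580 to 40890 FPKM in *CmNOR/Cmnor*. WT replicate 2 is also the library of lowest estimated depth there (17.8 M fragments). The WT libraries served as control: 23 phloem genes lay above 1 FPKM in WT at 33 DAP and 24 in *CmNOR/Cmnor*, and 78 photosynthesis genes in WT at 36 DAP and 87 in *CmNOR/Cmnor*. No source of these signals was tested. Of 1886 transcribed loci outside the gene annotation, 482 were DEGs between *Cmnor* and WT at 33 DAP, 330 higher and 152 lower. That is 25.6% of these loci, against 29.4% of the annotated genes.

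Most DEGs between *Cmnor* and WT were higher in *Cmnor*, 78.1%, 77.1%, 69.6% and 75.9% at 33, 36 and 39 DAP and after storage. A few abundant genes take more of the WT total: the 100 most abundant genes held 30.0, 29.1, 26.2 and 29.1% of the FPKM in WT and 13.8, 13.5, 15.6 and 14.9% in *Cmnor*. With libraries divided by their sum without these genes, 66.4, 65.3, 55.5 and 66.2% were higher (at most 66.4%), between the bounds set in advance for and against this explanation. Among genes with a mean of at least 10 FPKM, where a difference in depth matters least, the share was 72.3, 71.7, 67.2 and 71.8% (at least 67.2%), again between the bounds. Depth as the whole cause is argued against at 39 DAP, where the median depth in *Cmnor* was 1.015 times that in WT and 69.56% were still higher (95% binomial interval 68.48 to 70.63%). The interval takes the genes as independent and does not measure the spread between libraries. With libraries scaled to the same median 53.75% were higher at that stage. A part played by depth at the other stages, the abundant genes and a wider expression of genes in *Cmnor* flesh stay open and cannot be told apart from these values, which carry no total RNA per cell.

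Replicate 2 of *CmNOR/Cmnor* and replicate 2 of *Cmnor* at 33 DAP deviated from their groups together, with r = 0.717 across 15407 genes. Both had the highest phloem sum of their group, 3302 and 7315 FPKM. The deviation of WT replicate 2 at 33 DAP correlated with that of *CmNOR/Cmnor* at 0.238 and with that of *Cmnor* at 0.118. Reads of 1 library in the other are argued against: 4 and 6 genes abundant in 1 group and nearly absent in the other rose by a median of at most 0.00303 percent of the level in the source. A later stage of both libraries is argued against by the difference between replicates 2 and 3 of *CmNOR/Cmnor*. It correlated at r = -0.0455 with the change from replicate 1 at 33 DAP to 36 DAP, so that no library served on both sides. Replicate 3 stood apart as well (SD of the deviations 0.174, 0.351 and 0.296 for replicates 1, 2 and 3), which weakens this test. A lower depth is argued against by depths of at least 1.01 times the median of all libraries. With the change from 33 to 36 DAP in WT the deviations in *CmNOR/Cmnor* and *Cmnor* correlated at -0.151 and -0.123, and an earlier stage was not tested further. No other biological explanation was tested, and a shared place, day or handling of the fruits is not given in the sources used here.

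Flesh of *CmNOR/Cmnor* at 39 DAP differed from WT at 36 DAP in 733 DEGs, from WT at 39 DAP in 850 and from WT at 33 DAP in 1048. Without 1 library the count against WT at 33 DAP was 968 to 1148, and against WT at 39 DAP 817 to 914. WT at 33 DAP, earlier by about the delay that the paper states, was thus not the nearest stage. Group means of *CmNOR/Cmnor* at 39 DAP correlated across genes at r = 0.9789, 0.9852 and 0.9853 with WT at 33, 36 and 39 DAP, which does not part the latter stages. A later course of ripening in *CmNOR/Cmnor* at 39 DAP stays open: over 1028 genes that changed in WT from 36 to 39 DAP, the 3 *CmNOR/Cmnor* libraries lay at median places of 0.326, 0.427 and 0.649 between WT at 36 DAP (0) and at 39 DAP (1), and the highest of these was between the bounds set in advance. On the same scale the *CmNOR/Cmnor* libraries of 36 DAP lay at 0.177, 0.235 and 0.220. The 1028 genes were chosen by the same WT libraries that set 0 and 1, so that chance differences in these libraries move other libraries inward. The places at 36 DAP therefore do not decide about the course, and those at 39 DAP may be too low. By the DEG counts no later course showed at 36 DAP: *CmNOR/Cmnor* differed from WT at 33 DAP in 958 genes and from WT at 36 DAP in 567. The order of the counts of *CmNOR/Cmnor* at 39 DAP against WT at 36 and at 39 DAP rests on 1 library. It held in 8 of 9 fits without 1 library, and without *CmNOR/Cmnor* 39 DAP replicate 3 the counts were 872 and 818. In the 10 possible splits of 3 and 3 libraries, which are too few to test for chance, the highest other counts were 1 for the comparison with WT at 36 DAP and 1 for that at 39 DAP.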

How the results depend on the processing

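Chosen only after the data were seen were TMM-type and median scaling, upper-quartile scaling and log2(FPKM + 0.1) beyond the DEG counts, the pathway background of genes that can reach the fold threshold, the pathway test of shared DEGs, and the fits without replicate 2 of both mutant groups at 33 DAP. DESeq2, edgeR, limma-voom, upper-quartile factors of counts and filters on counts were not run, since they need counts and the values are FPKM.

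Counts are given in the order 33, 36 and 39 DAP and 6 d. With log2(FPKM + 0.1), which shrinks low values less, *CmNOR/Cmnor* had 1749, 1366, 1823 and 854 DEGs (reported: 712, 567, 850 and 338) and storage changed 3985, 3651 and 4891 genes in WT, *CmNOR/Cmnor* and *Cmnor* (reported: 2064, 1967 and 3019). The DEGs shared with *Cmnor* numbered 1305, 992, 1316 and 629, and 791 storage DEGs were shared by the genotypes. The interactions of *CmNOR/Cmnor* numbered 2153 and 717. *CmNOR/Cmnor* at 36 DAP differed from WT at 33, 36 and 39 DAP in 1924, 1366 and 2872 genes, and *CmNOR/Cmnor* at 39 DAP in 2354, 1724 and 1823.

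With no fold threshold, which adds genes by construction, *CmNOR/Cmnor* had 5058, 3949, 5629 and 2732 DEGs, *Cmnor* 15823, 15640, 15555 and 15395, and storage changed 9538, 8885 and 11719 genes. Shared DEGs numbered 4176, 3245, 4668, 2260 and 4102 (the last over storage), interactions 4740, 1643 and 11419, and the *CmNOR/Cmnor* comparisons with other WT stages 5282, 8268, 6916 and 5481. Only the libraries compared gave 93 DEGs in *CmNOR/Cmnor* after storage and 140 shared ones, with fewer libraries for the spread. 225 of the 351 shared storage DEGs went in the same direction in the 3 genotypes.

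The place of *CmNOR/Cmnor* between WT (0) and *Cmnor* (1) was 0.0635, 0.0275, 0.0174 and -0.00922. It was 0.0336, 0.0110, 0.00647 and -0.00335 on the linear scale, 0.0920, 0.0376, 0.0277 and 0 with upper-quartile, 0.0970, 0.0410, 0.0264 and 2.5e-04 with TMM-type and 0.0996, 0.0404, 0.0275 and 0 with median scaling; the cause was not tested. With log2(FPKM + 0.1) it was 0.0285 at 39 DAP, and over DEGs of at least 4-fold -0.00257 at 6 d. Without 1 library it ranged over 0.0411 to 0.0766, 0.0131 to 0.0434, 0.0110 to 0.0209 and -0.0137 to -0.00318. At 36 DAP it was 0.0434, 0.0131 and 0.0413 without WT replicates 1, 2 and 3.

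Of the list tests 80 were called, 0 with an estimated correlation in camera (48 of the 80 at an unadjusted p under 0.05), 334 with fry for 1 direction and 480 for either. 79, 75, 74 and 71 of the 80 were kept with the replicate block and with upper-quartile, TMM-type and median scaling. Of the pathway tests 47 were called, 81 with no fold threshold and 105 over genes that can reach it. Only 19 of the 47 passed with no fold threshold too, and 44 over genes that can reach it.

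Leaving out 1 library gave 700 to 821, 513 to 634, 817 to 914 and 307 to 402 DEGs in *CmNOR/Cmnor*, 6965 to 7444, 7093 to 7556, 7003 to 7290 and 6933 to 7073 in *Cmnor* and 1993 to 2220, 1941 to 2051 and 2936 to 3161 over storage. All these lie within 1.5 times the reported counts, as do the DEG counts with upper-quartile, TMM-type and median scaling, the filter at 1 FPKM, the replicate block, unadjusted p and an adjusted p under 0.01. Without replicate 2 of both mutant groups at 33 DAP there were 715 DEGs in *CmNOR/Cmnor* and 6973 in *Cmnor*. The 362 tests past the adjusted p among the paper's genes became 354 to 364.

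Of the 1908 differences named by the rule, most were called the same way with the replicate block (1896; 11 lost and 1 gained), upper-quartile (1868), TMM-type (1865) and median scaling (1853) and log2(FPKM + 0.1) (1862). A ratio of means with a pseudocount of 0.1 moved 776 of them by more than the spread. The block answers to the replicate numbers, by which 19 of 66 libraries match best. At 33 DAP the deviations of same-numbered WT and *CmNOR/Cmnor* libraries correlated at 0.05, 0.238 and 0.295 for replicates 1, 2 and 3. The block takes 1 effect per number over all stages, so that it cannot show robustness to an effect shared at 1 stage. Of their values without 1 library 10973 kept the call, 461 lost it and 14 gained one. Reversed, among differences past the adjusted p as deposited and each in *Cmnor* against WT, were the log2 fold changes of MELO3C014720.2 at 36 DAP with upper-quartile, TMM-type and median scaling (-0.025, -0.15 and -0.35), of *APN* (MELO3C024582.2) at 6 d with the same 3 (-0.047, -0.12 and -0.33), and at 33 DAP of *CSL* (MELO3C017933.2; -0.069 and -0.20) and *ANN* (MELO3C018648.2; -0.10 and -0.25) with TMM-type and median scaling and of *ZAT10* (MELO3C016809.2; -5.3e-05) with median scaling. Differences not past it as deposited, such as that of *LCYB* (MELO3C020744.2) in *Cmnor* at 36 DAP, are not listed here even where their sign turned. The scaling itself moves every gene of *Cmnor* down by one factor per library. Depth limits the levels of genes under about 0.1 FPKM, which rest on a few fragments.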

Differences from the paper's values

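Chosen only after the values were seen were TMM-type and median scaling, log2(FPKM + 0.1) for shared genes and single genes, and the pathway test of shared DEGs. The paper's lists of DEGs are not given in the sources used here, so that the number of its called genes that a setting drops was not counted. Counts were made at the paper's thresholds in name, a fold change of 2 and an adjusted p (its methods) of 0.05. The fold was taken on log2(FPKM + 1), however. For genes with low values this asks for more than a 2-fold change of FPKM, so that the counts are not like for like. The settings for DEG counts set before the data were examined were upper-quartile scaling, log2(FPKM + 0.1), the filter at 1 FPKM, the replicate block, no fold threshold, unadjusted p, an adjusted p under 0.01, only the libraries compared and each library left out. A setting not named below left the value more than 1.5 times from the paper's or outside the spread.

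For *CmNOR/Cmnor* against WT the paper gives 1393 to 1451 DEGs over the ripening stages, and here they numbered 567 to 850. Of the settings only log2(FPKM + 0.1) came within 1.5 times, with 1366 and 1823. Shared by both genotypes the paper has 816 to 1050 DEGs, and here 404 to 580 were shared. None of the settings set before the data were examined (replicate block, no fold threshold, same direction, only the libraries compared, each library left out) came within 1.5 times. With log2(FPKM + 0.1), which was chosen after seeing the values, they numbered 992 to 1316. For storage the paper compares day 0 with day 6 and does not say at which day its upregulated genes are higher. They are read here as higher at day 6. Over storage the paper counts 1555 such DEGs in WT, and here 994 were found. Within 1.5 times were upper-quartile scaling (1308), log2(FPKM + 0.1) (2185) and the fits without WT 36 DAP replicate 1 (1131), WT 36 DAP replicate 3 (1049) and WT 6 d replicate 1 (1085). TMM-type (1061) and median scaling (1164), both chosen after seeing the values, were as well. For *CmNOR/Cmnor* over storage the paper counts 1672 higher DEGs and 687 were found here. Only log2(FPKM + 0.1) came within 1.5 times (1512). For *Cmnor* the paper's 2133 stands against 1374, with upper-quartile scaling (1442), log2(FPKM + 0.1) (2415) and the fit without *Cmnor* 36 DAP replicate 1 (1447) within 1.5 times. Read the other way, the paper's 1555, 1672 and 2133 meet 1070, 1280 and 1645 genes lower at day 6 here, all within 1.5 times. Its downregulated genes then meet 994, 687 and 1374. In *Cmnor* that lies within 1.5 times, and in WT and *CmNOR/Cmnor* it does not. Storage DEGs shared by the 3 genotypes number about 630 in the paper, which states the count in its text, and 351 here. None of the settings set before the data were examined came within 1.5 times, and log2(FPKM + 0.1), which was chosen after seeing the values, gave 791. After 6 d the paper gives 3135 genes lower in *Cmnor* than in WT, against 1696 here. Upper-quartile scaling (2396), log2(FPKM + 0.1) (2554) and no fold threshold (4324) came within 1.5 times, as did TMM-type (2545) and median scaling (3176), both chosen after seeing the values. For *CmNOR/Cmnor* after 6 d the paper has 283 higher and 381 lower genes, and here 113 and 225 were found. With log2(FPKM + 0.1) they were 300 and 554, and without WT 6 d replicate 2 the lower ones were 306.

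For single genes the settings set before the data were examined were a ratio of means with a pseudocount of 0.1, the replicate block and each library left out, and errors here are the SD of the ratio (n = 3). The paper also reports RT-qPCR of the genes below, and for those other than *XTH* states that it matched its RNA-seq data. Its values for *XTH* cite both methods. The RT-qPCR was not compared here, so that only FPKM stand against the paper's values. *PSY2* (MELO3C014677.2) in *Cmnor* is lower by about 100-fold in the paper, which gives it for 33 to 39 DAP together, and by 303 ± 138-fold here at 33 DAP. The ratios at 36 and 39 DAP, 104 ± 112-fold and 118 ± 94.4-fold, lie within 1.5 times the paper's value. At 33 DAP the pseudocount of 0.1 gives 146-fold, and log2(FPKM + 0.1), which was chosen after seeing the values, came within 1.5 times as well. The paper has *PSY2* in *CmNOR/Cmnor* at no more than 40% of WT at 36 and 39 DAP. Here it stood at 76.6 ± 17.1% at 36 DAP and 40.2% at 39 DAP, and no setting brought the first to the paper's value. *XTH* (MELO3C017481.2) in *Cmnor* at 33 DAP is 5-fold higher in the paper and 23.3 ± 7.94-fold higher here. No setting came within the spread. At 39 DAP the paper has 10-fold, and the 8.55 ± 3.72-fold found here lies within the spread of it. *FAH* (MELO3C006254.2) in *Cmnor* after 6 d is lower by 2000-fold in the paper and by 245 ± 221-fold here, again with no setting at the paper's value. *TARP* (MELO3C026272.2) is lower by 10-fold in the paper and by 77.5 ± 51.2-fold here; the pseudocount of 0.1 gives 17.1-fold and the fit without *Cmnor* 6 d replicate 1 74.5-fold, both within the spread. *ERF2* (MELO3C002624.2) in *CmNOR/Cmnor* after 6 d is 2-fold higher in the paper and at 0.391 ± 0.111 times WT here (log2 fold change -1.17, standard error 0.28, adjusted p = 0.0052), so that the directions differ, and did so in every setting run. *CRVP* (MELO3C018536.2) in *CmNOR/Cmnor* is 2-fold higher in the paper's text on ethylene and 6.12 ± 3.40-fold higher here. Only the fit without *CmNOR/Cmnor* 6 d replicate 2 (6.25-fold, with a larger SD) lay within the spread. For the same identifier, there named *PR1*, and for *CalB1* to *CalB4* the paper gives at least 5-fold in *CmNOR/Cmnor* after 6 d. The lowest here was 2.04 ± 0.937-fold for *CalB4* (MELO3C010866.2), with no setting at the paper's value. *CRVP* lay in the paper's range. In *Cmnor* the paper has these genes at 20-fold. *CalB1* (MELO3C010863.2) was 116 ± 13.5-fold higher here, more than 1.5 times the paper's value in every setting run, and *CalB3* (MELO3C018445.2) 35.8 ± 12.3-fold. For *CalB3* the replicate block gives 24.9-fold, which comes from the log2(FPKM + 1) scale and not from the block (log2 fold change 4.64 without it), and the fit without WT 6 d replicate 3 gives 36.0-fold, within the spread. Upper-quartile, TMM-type and median scaling, chosen after seeing the values, give log2 fold changes of 4.32, 4.24 and 4.05.

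Beyond values, in Fig. 2 of the paper the panel of *PSY1* shows the levels found here for MELO3C014677.2, which the text names *PSY2*, and the panel of *PSY2* those of MELO3C025102.2. The text's own pairing fits the values here: MELO3C025102.2 stood at 287 FPKM in *CmNOR/Cmnor* and 192 FPKM in WT at 36 DAP. The paper places the peak of *XTH* genes in *CmNOR/Cmnor* and that of polygalacturonase genes in *Cmnor*. Here the 3 *XTH* genes with an identifier had their highest mean in *Cmnor* and the 4 polygalacturonase genes theirs in *CmNOR/Cmnor*. *XTH* (MELO3C017481.2) stood at 27.7 FPKM in *Cmnor* and 0.552 FPKM in *CmNOR/Cmnor* at 33 DAP, and MELO3C015128.2 at 996 FPKM in *CmNOR/Cmnor* and 0.958 FPKM in *Cmnor*. The discussion has polygalacturonase and pectinesterase genes lower in *CmNOR/Cmnor* than in WT over ripening and storage. The 4 polygalacturonase genes with an identifier had a higher mean in *CmNOR/Cmnor* at 33, 36 and 39 DAP and 6 d, with MELO3C015128.2 at 996 against 287 FPKM at 33 DAP (log2 fold change 1.79, standard error 0.23, adjusted p = 1.2e-06). The paper's results state this direction too. The pectinesterase genes *PE1* (MELO3C031619.2) and *PE2* (MELO3C031751.2) were lower, at 39.9% and 46.7% of WT after 6 d. The paper has 4 ethylene-activated genes rising in *CmNOR/Cmnor*. In the FPKM here *ERF1* (MELO3C021306.2), *ARF* (MELO3C024323.2) and *CRVP* did (1.17, 1.00 and 2.24 in log2 fold change after 6 d), and *ERF2* did not. The paper's RT-qPCR of these genes, which it states matched its RNA-seq data, was not compared. The table describes *TPS* (MELO3C017588.2) as a trehalose-phosphate phosphatase, *VST1* (MELO3C013366.2) as a NUCLEAR FUSION DEFECTIVE 4-like protein, *FAH* as ECERIFERUM 1-like and *ARF* as an auxin-responsive SAUR protein. The paper uses 1 identifier for *CRVP* and *PR1*.

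For the DEGs of ripening, the paper finds starch and sucrose, carotenoid and hormone pathways enriched. Among the DEGs shared by both genotypes, a test chosen after seeing the values, none of the 3 passed Fisher's exact test in any setting run, at lowest adjusted p values of 0.2, 0.065 and 0.055. At an unadjusted exact p under 0.05 the carotenoid pathway passed at 36 and 39 DAP and the hormone pathway at 33 DAP. With no fold threshold starch and sucrose metabolism at 33 DAP (Fisher's exact test, unadjusted p = 0.024), the hormone pathway at 33 and 36 DAP (0.0060 and 0.0042) and the carotenoid pathway at 39 DAP (0.0032) passed too. In the DEGs of *Cmnor* alone the hormone pathway passed at 33, 36 and 39 DAP and the carotenoid pathway at 39 DAP (exact test, adjusted p = 0.0056), while starch and sucrose metabolism did not. With no fold threshold the hormone pathway did not pass in *Cmnor* (exact test, adjusted p = 0.62, 0.17 and 0.51 at 33, 36 and 39 DAP), nor did the carotenoid pathway at 39 DAP (adjusted p = 0.54), while the hormone pathway passed in *CmNOR/Cmnor* at 36 DAP (adjusted p = 0.047). After 6 d the paper finds plant-pathogen interaction, ethylene signaling and carotenoid metabolism enriched in comparisons of both mutants with WT. Plant-pathogen interaction passed in *Cmnor* and not in *CmNOR/Cmnor* (exact test, adjusted p = 0.46, and 0.055 over genes that can reach the fold threshold, a background chosen after seeing the values). Carotenoid biosynthesis passed in *Cmnor* and not in *CmNOR/Cmnor* (exact test, adjusted p = 5.3e-04 and 0.75), and the list of the ethylene-activated pathway passed camera in neither (adjusted p = 0.095 and 0.89). The wider pathway of hormone signal transduction, however, had the lowest p of the pathways in *Cmnor* (312 of 790 genes, exact test, adjusted p = 4.4e-08, and 0.70 with no fold threshold). The list of ethylene-responsive transcription factors passed camera there (adjusted p = 0.0032), though not with an estimated correlation. With no fold threshold plant-pathogen interaction and carotenoid biosynthesis did not pass in *Cmnor* either (exact test, adjusted p = 0.57 and 0.12). The paper shows GO terms enriched among storage DEGs shared by the genotypes. Here 0 of 3895 terms passed the adjusted p of Fisher's exact test and 133 the unadjusted p, and 0 of 144 KEGG pathways and 11.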

Other observations

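Of the tests in this part, upper-quartile, TMM-type and median scaling of the lists were chosen only after the data were seen. The lists below count members past limma's adjusted p as higher and lower, in this order, with the adjusted p of camera at the preset correlation. With an estimated correlation camera called 0 of these 80 at the adjusted p and 48 at an unadjusted p under 0.05.

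Ribosome genes (400 in the list) passed in 7 comparisons: 7 and 81 in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.0011), 20 and 77 in *CmNOR/Cmnor* at 36 DAP (adjusted p = 0.015), 6 and 74 in *CmNOR/Cmnor* after 6 d (adjusted p = 9.3e-04), 269 and 43 in *Cmnor* at 33 DAP (adjusted p = 2.9e-04), 249 and 51 in *Cmnor* at 39 DAP (adjusted p = 5.3e-07), 194 and 47 over storage in WT (adjusted p = 6.5e-05) and 184 and 61 over storage in *CmNOR/Cmnor* (adjusted p = 1.3e-04). In *CmNOR/Cmnor* at 39 DAP (26 and 69, adjusted p = 0.72), in *Cmnor* at 36 DAP (249 and 63, adjusted p = 0.11) and after 6 d (211 and 64, adjusted p = 0.94) and over storage in *Cmnor* (66 and 111, adjusted p = 0.83) they did not pass. Porphyrin metabolism, with 73 genes, went down in most comparisons: 4 and 26 in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.0013), 0 and 14 in *CmNOR/Cmnor* after 6 d (adjusted p = 0.012), 20 and 36 in *Cmnor* at 33 DAP (adjusted p = 4.8e-06), 20 and 39 in *Cmnor* at 36 DAP (adjusted p = 4.6e-08), 22 and 32 in *Cmnor* at 39 DAP (adjusted p = 0.036), 17 and 33 in *Cmnor* after 6 d (adjusted p = 5.4e-05) and 11 and 31 over storage in *CmNOR/Cmnor* (adjusted p = 0.013). Of 12 chlorophyll breakdown genes there were 2 and 7 in *Cmnor* at 36 DAP (adjusted p = 0.021), 3 and 0 in *CmNOR/Cmnor* at 39 DAP (adjusted p = 0.025), 1 and 5 over storage in WT (adjusted p = 0.0082) and 2 and 6 over storage in *CmNOR/Cmnor* (adjusted p = 0.0054). Photosynthesis, called higher after 6 d and lower over storage, gave 7 and 7 in *CmNOR/Cmnor* after 6 d (adjusted p = 0.0068) and 10 and 58 over storage in *CmNOR/Cmnor* (adjusted p = 0.003). Heat shock protein genes (71) were called lower: 4 and 20 in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.0011), 7 and 24 in *CmNOR/Cmnor* at 36 DAP (adjusted p = 1.1e-05) and 19 and 37 in *Cmnor* at 33 DAP (adjusted p = 4.3e-06). At 36 DAP it was WT that stood apart from its other stages, with a sum of 9408 ± 3290 FPKM against 3682 to 4576 FPKM, while *CmNOR/Cmnor* lay at 3155 to 3994 FPKM in all its groups; the reason was not tested. Dehydrin and LEA genes (22) showed 5 and 12 in *Cmnor* at 36 DAP (adjusted p = 0.049), 1 and 7 in *CmNOR/Cmnor* at 39 DAP (adjusted p = 0.012) and 3 and 11 in *Cmnor* at 39 DAP (adjusted p = 0.014).

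Phloem genes were 22 and 3 in *Cmnor* at 33 DAP (adjusted p = 0.024), 7 and 2 in *CmNOR/Cmnor* at 36 DAP (adjusted p = 1.4e-07), 21 and 5 in *Cmnor* at 36 DAP (adjusted p = 1.3e-04), 20 and 3 in *Cmnor* at 39 DAP (adjusted p = 0.0012), 21 and 4 in *Cmnor* after 6 d (adjusted p = 0.021) and 4 and 13 over storage in *CmNOR/Cmnor* (adjusted p = 0.043). Seed storage genes, 14 in the list, passed in no comparison, and their summed level lay between 43.8 and 114 FPKM. Cutin, suberine and wax genes (60) passed with 11 and 5 in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.028), and aquaporin genes (36) with 6 and 2 in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.043), 8 and 5 in *CmNOR/Cmnor* at 39 DAP (adjusted p = 0.021), 26 and 3 in *Cmnor* at 36 DAP (adjusted p = 0.0042), 24 and 4 in *Cmnor* at 39 DAP (adjusted p = 1.3e-04) and 25 and 3 in *Cmnor* after 6 d (adjusted p = 0.0065).

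Among ethylene genes, 22 ACC synthase and oxidase genes gave 6 and 3 in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.026) and 11 receptor and signaling genes 7 and 0 in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.011). Ethylene-responsive transcription factor genes gave 5 and 22 in *CmNOR/Cmnor* at 36 DAP (adjusted p = 0.026), 69 and 14 in *Cmnor* at 36 DAP (adjusted p = 0.023), 79 and 9 in *Cmnor* at 39 DAP (adjusted p = 6.0e-06) and 8 and 36 over storage in WT (adjusted p = 0.0045). The ethylene-activated pathway gave 62 and 8 in *Cmnor* at 36 DAP (adjusted p = 0.026), 66 and 8 in *Cmnor* at 39 DAP (adjusted p = 7.9e-04), 10 and 25 over storage in WT (adjusted p = 0.048) and 17 and 38 over storage in *Cmnor* (adjusted p = 0.042). Hormone signal transduction, with 790 genes, gave 446 and 103 in *Cmnor* at 33 DAP (adjusted p = 0.016), 459 and 101 in *Cmnor* at 36 DAP (adjusted p = 0.026), 413 and 134 in *Cmnor* at 39 DAP (adjusted p = 0.044) and 416 and 105 in *Cmnor* after 6 d (adjusted p = 0.029). Plant-pathogen interaction gave 377 and 55 in *Cmnor* at 36 DAP (adjusted p = 0.041). The water deprivation genes of Fig. 4I, which the study picked from these libraries, gave 0 and 4 in *CmNOR/Cmnor* at 39 DAP (adjusted p = 0.0065) and 3 and 1 over storage in WT (adjusted p = 0.03). Sucrose synthase, sucrose-phosphate synthase and invertase genes gave 1 and 13 over storage in WT (adjusted p = 0.043).

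With libraries scaled to the same median, calls above that no longer passed but kept their direction were those of aquaporin genes in *CmNOR/Cmnor* at 33 DAP (adjusted p = 0.062), ribosome genes in *Cmnor* at 33 DAP (adjusted p = 0.099), ribosome genes in *CmNOR/Cmnor* at 36 DAP (adjusted p = 0.1), ribosome genes in *CmNOR/Cmnor* after 6 d (adjusted p = 0.21), dehydrin and LEA genes in *Cmnor* at 36 DAP (adjusted p = 0.23), porphyrin genes in *CmNOR/Cmnor* after 6 d (adjusted p = 0.25), porphyrin genes over storage in *CmNOR/Cmnor* (adjusted p = 0.1) and ethylene-activated genes over storage in WT (adjusted p = 0.053). Aquaporin genes in *CmNOR/Cmnor* at 33 DAP, ribosome genes in *CmNOR/Cmnor* at 36 DAP, dehydrin and LEA genes in *Cmnor* at 36 DAP and porphyrin genes in *CmNOR/Cmnor* after 6 d were also lost with upper-quartile and TMM-type scaling. Lost with 1 of these 2 were porphyrin genes over storage in *CmNOR/Cmnor* (upper-quartile), ribosome genes in *CmNOR/Cmnor* after 6 d and ethylene-activated genes over storage in WT (TMM-type).

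The gene MELO3C016540.2, described as NAC transcription factor 56, was higher in *CmNOR/Cmnor* than in WT after 6 d, at 849 ± 54.5 against 536 ± 3.80 FPKM (log2 fold change 0.66, standard error 0.10, adjusted p = 6.5e-05), with 1207 ± 99.0 FPKM in *Cmnor*.

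With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and each real split was the 1 with the largest count. The DEG counts, with the highest count of the other splits in brackets, were 712 (3), 567 (2), 850 (1) and 338 (5) for *CmNOR/Cmnor* against WT at 33, 36 and 39 DAP and 6 d, 7250 (1), 7393 (1), 7080 (0) and 7027 (9) for *Cmnor*, and 2064 (32), 1967 (0) and 3019 (8) over storage in WT, *CmNOR/Cmnor* and *Cmnor*. For *CmNOR/Cmnor* at 36 DAP against WT at 33 and 39 DAP they were 958 (1) and 1319 (1), and for *CmNOR/Cmnor* at 39 DAP against WT at 33 and 36 DAP 1048 (1) and 733 (1).

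The level in *CmNOR/Cmnor* differed from the mean of WT and *Cmnor* in 12661, 12541, 12573 and 12983 genes at 33, 36 and 39 DAP and after 6 d. Splits of the 9 libraries of a stage were drawn 100 at a time, in 2 draws, and the draw with more splits as large is given. At 33 DAP 1 split, the real one, was as large (highest other 12223), at 36 DAP 3 (16070) and after 6 d 3 (16153), which argues against a chance split. At 39 DAP 5 splits were as large (highest other 15851) and 4 in the other draw, with medians of 1 and 9. The highest other counts point to a structure of the samples: by construction a split that exchanges the roles of the genotypes tests how far another genotype lies from the mean of the other 2. The splits at 39 DAP therefore do not decide about chance. The low shares at the other stages argue against a chance split only, since at 36 DAP and after 6 d other splits gave larger counts than the real one.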
